# RNASeq analysis of giant cane reveals the leaf transcriptome dynamics under long-term salt stress

**DOI:** 10.1186/s12870-019-1964-y

**Published:** 2019-08-15

**Authors:** Angelo Sicilia, Giorgio Testa, Danilo Fabrizio Santoro, Salvatore Luciano Cosentino, Angela Roberta Lo Piero

**Keywords:** Bioenergy crops, De novo assembly, Giant reed, Leaf transcriptome, RNA-seq, Salt stress

## Abstract

**Background:**

To compensate for the lack of information about the molecular mechanism involved in *Arundo donax* L. response to salt stress, we de novo sequenced, assembled and analyzed the *A. donax* leaf transcriptome subjected to two levels of long-term salt stress (namely, S3 severe and S4 extreme).

**Results:**

The picture that emerges from the identification of differentially expressed genes is consistent with a salt dose-dependent response. Hence, a deeper re-programming of the gene expression occurs in those plants grew at extreme salt level than in those subjected to severe salt stress, probably representing for them an “*emergency*” state. In particular, we analyzed clusters related to salt sensory and signaling, transcription factors, hormone regulation, Reactive Oxygen Species (ROS) scavenging, osmolyte biosynthesis and biomass production, all of them showing different regulation either versus untreated plants or between the two treatments. Importantly, the photosynthesis is strongly impaired in samples treated with both levels of salinity stress. However, in extreme salt conditions, a dramatic switch from C3 Calvin cycle to C4 photosynthesis is likely to occur, this probably being the more impressive finding of our work.

**Conclusions:**

Considered the distinct response to salt doses, genes either involved in severe or in extreme salt response could constitute useful markers of the physiological status of *A. donax* to deepen our understanding of its biology and productivity in salinized soil. Finally, many of the unigenes identified in the present study have the potential to be used for the development of *A. donax* varieties with improved productivity and stress tolerance, in particular the knock out of the GTL1 gene acting as negative regulator of water use efficiency has been proposed as good target for genome editing.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1964-y) contains supplementary material, which is available to authorized users.

## Background

By 2050, human population may grow to 9.6 billion or about 2.0 people ha^− 1^ of cultivated land, which calls for considerable increases in agricultural production [1]. To meet growing world population and improvements in nutrition and food quality, the demand for energy, particularly with respect to terrestrial and air transports, will also increase. Since petro-chemical resources will become less available, an increase demand for alternative energy that substitutes for fossil fuel transport energy will be met in significant measure by biofuels [2, 3]. Therefore, the end use of land as a global resource is likely to become the focus of intensified competition between food or feed function and biofuel cultivation. At present, the main feedstock of biofuels all over the world is agricultural product such as sugarcane, cassava, wheat, potato and other crops called *first generation biofuels* [4]*.* Cellulosic crops (traditionally called energy crops), referred to as *second generation biofuels*, cultivated with the specific purpose of producing alternative fuels might represent a promising alternative considering that they may satisfy at least part of the energy demand and at the same time mitigate greenhouse gases emission (GHGs), in particular the carbon dioxide emission, by sequestering them into biomass [5]. As cellulosic feedstocks cannot be produced on arable lands due to the aforementioned environmental and economic concerns, a recommended strategy is to grow them on “marginal lands”, usually described as unproductive lands, due to poor soil properties, bad quality of underground water, drought or unfavorable climatic conditions, subsequently with no or little potential of profitability for conventional food crops [6]. Salt affected soils are also considered marginal due to high salinity and sodicity [7]. They may be practically suitable to grow perennial rhizomatous grasses, which are better adapted to poor soils providing high cellulosic biomass without competition with food crops and overcoming risks for food security. Perennial rhizomatous grasses also display several positive attributes because of their low demand for nutrient inputs consequent to the recycling of nutrients by their rhizomes, and resistance to biotic and abiotic stresses [8]. Several studies have been conducted all over the world to evaluate the potential of marginal lands for selected plant species for biomass–bioenergy production. The European project, Optimization of Perennial Grasses for Biomass Production in the Mediterranean Area (OPTIMA) was launched with the aim to establish new strategies for the sustainable use of the marginal land in Mediterranean areas [9]. In that project, *Arundo donax* L. (giant reed), among others perennial grasses, was studied in sufficient depth, in terms of biomass production potential in warm-temperate and semi-arid areas [9, 10]. The adaptability of the plants to different kinds of environments, soils and growing conditions, in combination with the high biomass production confers on *A. donax* many advantages when compared to other energy crops. *A. donax* requires low irrigation and nitrogen inputs and salinity does not seem to affect plant growth, as it is possible to achieve acceptable biomass yields under high salinity conditions due to its halophyte behavior [11]. *Arundo donax* L., common name “giant cane” or “giant reed”, is a polyploid perennial grass plant belonging to the *Poaceae* family. The phylogenetic origin is unclear, although recent evidences obtained by chloroplastic DNA sequencing suggest a middle-east origin [12]. *A. donax* is a sterile plant because of the defective development of male and female gametophytes [13]. The reproduction only occurs by the vegetative growth of rhizomes and of stem nodes of broken canes. Consequently, the genotypic diversity among clonal populations is expected to be very low and the genetic improvement of this plant to ameliorate its performance as energy crop in adverse environmental conditions is mainly based on clonal selection [14, 15]. As transformation and regeneration protocols are available [16, 17], the genetic engineering could represent a feasible option for the improvement of *A. donax* and these approaches might greatly take advantage from the availability of transcriptomic data sets. Next-generation high-throughput sequencing techniques have become an increasingly useful tool for exploring whole plant genomes, providing a means for analyzing plant molecular regulatory mechanisms in specific environments such as various abiotic stress conditions, including heavy metal toxicity, herbicide toxicity and salt toxicity [18–20]. Soil salinization is referred as the accumulation of soluble salts in the soils [21]. This takes place particularly in arid and semi-arid areas characterized by both great amount of evaporation and minimal precipitation volumes. Salinity affects all plant physiological responses and production by reducing the uptake of water and nutrients and creating an ion imbalance and toxicity [22–24]. Salt may affect plant growth indirectly by decreasing the rate of photosynthesis and stomatal conductance. Stomatal closure is considered as the most dramatic response that occurs in plants after exposure to salinity owing to the osmotic effect of salt outside the roots. Moreover, the reduced rate of photosynthesis increases the formation of reactive oxygen species (ROS) leading to oxidative stress [22–25]. The hormone-mediated regulatory network is a key molecular mechanism of salt tolerance in various plants, and transcriptome analysis has indicated that abscisic acid (ABA) signaling plays an important role [26]. After signal perception and transmission, plants respond to salinity by coordinating the regulation of gene expression and triggering a series of physiological and biochemical changes to adapt to high-salt environments including the activation of specific transcription factors (TFs), and the control of downstream structural genes [23, 27]. In addition, the synthesis of osmolytes such as proline, betaine, mannitol, flavonoids, and organic acids in plants increases, and related synthetic genes are up-regulated [28, 29]. Nevertheless, salt stress response mechanisms in plants remain poorly understood due to the complexity of the response process and the genetic variability among plant species. Moreover, our knowledge of the genetic bases of salt tolerance is largely based on genetic studies in model or crop species [24]. De novo RNA sequencing (RNA-Seq) assembly might facilitate the study of transcriptomes for non-model plant species for which the genome sequence is not available by enabling an almost exhaustive survey of their transcriptomes and allowing the discovery of virtually all expressed genes in a plant tissue under abiotic stress. Useful *A. donax* genomic resources were provided by the work of Sablok et al. [30] which used tissue-specific NGS of four different organs (leaf, culm, bud and root) of one *A. donax* ecotype constituting a comprehensive reference catalog of transcripts aimed at characterizing and improving the spatial and temporal patterns of expression underlying the high productivity of biomass. Moreover, a shoot transcriptome was obtained from an *A. donax* invasive ecotype [31]. To provide a more complete gene expression catalogue and allow a comprehensive comparison among various assemblies, a genomic resource was generated using three ecotypes originating from distant geographical locations that, for this reason, could have accumulated heritable phenotypic differences [32]. Recently, the characterization of *A. donax* transcriptome in response to drought has been reported leading to the identification of early-responsive genes to water stress which might constitute a basin of information for the improvement of giant reed productivity under water limitation [33]. Considering the frequent occurrence of soil salinity in the Mediterranean area and the potential use of marginal soil for energy crop cultivation aimed to overcome the incoming food security risks, a deep knowledge of the global transcriptomic response of giant reed to salt is needed seeing as it is not yet available. In this study, we analyzed the effect of two levels of prolonged period of salt stress upon the *A. donax* whole leaf transcriptome by using a RNA-seq approach in order to elucidating the biological processes underlying the salt tolerance in a non- model plant. This study lays the foundation to select candidate genes for cis- but also trans-genesis with the aim to develop plants with improved salt stress tolerance.

## Results

### Effect of salt stress upon *A. donax* morpho-biophysiological parameters

As described in the Methods section, *A. donax* G2, G18 and G20 morpho-biometric and physiological parameters were measured at sampling date after being subjected to two levels of prolonged salt stress imposition (S3, severe and S4, extreme), being both doses much higher than that used to define a soil area as “salinized” (EC 4 dS m^− 1^). Considering the average values of the three clones, we observed that both the leaf number per pot, the stem number and the main stem height per pot, were significantly reduced by salt stress, and this effect was more pronounced in correspondence of the S4 treated samples (Additional file 1: Figure S1a, S1b and S1c). Similarly, physiological parameters such as SPAD, leaf chlorophyll content, net photosynthesis and biomass yield per pot decreased especially under extreme salt stress conditions (S4) compared with untreated S0 samples (Additional file 1: Figure S1d, S1e and S1f). The ecotypes under investigation exhibited different phenotypes in response to salt treatments, although they reproduce asexually and, for this reason, they should have low levels of genetic diversity. In particular, the whole data analysis revealed that G20 clone did not growth under extreme salt stress conditions, suggesting that it is highly sensitive to high salt concentration (Additional file 1: Figure S1). Although both G2 and G18 clone grew under severe (S3) and extreme (S4) salt stress conditions, G2 clone showed higher stem and leaf number per pot, and higher physiological parameters than those recorded in G18 clone in S4 conditions. Indeed, G2 clone produced considerable higher biomass yield than that reported in G18 clone in extreme salt stress conditions, in an environment in which likely none crops could have survived [34] (Additional file 1: Figure S1f). Therefore, further transcriptomic analysis was conducted upon G2 clone subjected to severe and extreme salt stress. The picture of giant reed phenotype under salt stress is shown in Additional file 2: Figure S2.

### Transcript assembly and annotation

In this study, we carried out a comprehensive identification of transcriptional responses of *A. donax* G2 clone to two different levels of prolonged salt stress by RNA-Seq (see experimental design in Methods section). In Fig. 1, a flow chart for de novo transcriptome assembly is reported (see details in Fig.1 caption). Raw reads were filtered to remove reads containing adapters or reads of low quality, so that the downstream analyses are based on a total of 643 million clean reads with an average of ~ 71.5 million reads (~ 10.7 G) per sample, the average percentage of Q30 and GC being 94.7 and 53.3%, respectively (Table 1). 

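The 9 leaf libraries analysed here come with lists of the assembled unigenes that were expressed above a minimum in each library. Together these lists hold 255855 different unigenes, of which 94824 are listed in all 9 libraries and 35285 in a single library. Their median length is 831 bp and their N50 1858 bp.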

De novo assembly of clean reads resulted in 255,809 transcripts and 186,740 unigenes with N50 length of 1857 and 1845, respectively (Table 1), in line with previous N50 reports [30, 33], indicating that a good coverage of the transcriptome has been achieved. To evaluate the assembly consistency, the filtered unique reads were mapped back to the final assembled leaf transcriptome and the average read mapping rate using the alignment software Bowtie2 was 71.85%. (Table 1). Both transcript and Unigene length distribution is reported in Additional file 2: Figure S3. These data showed that the throughput and sequencing quality were high enough to warrant further analysis.

**Fig. 1:**
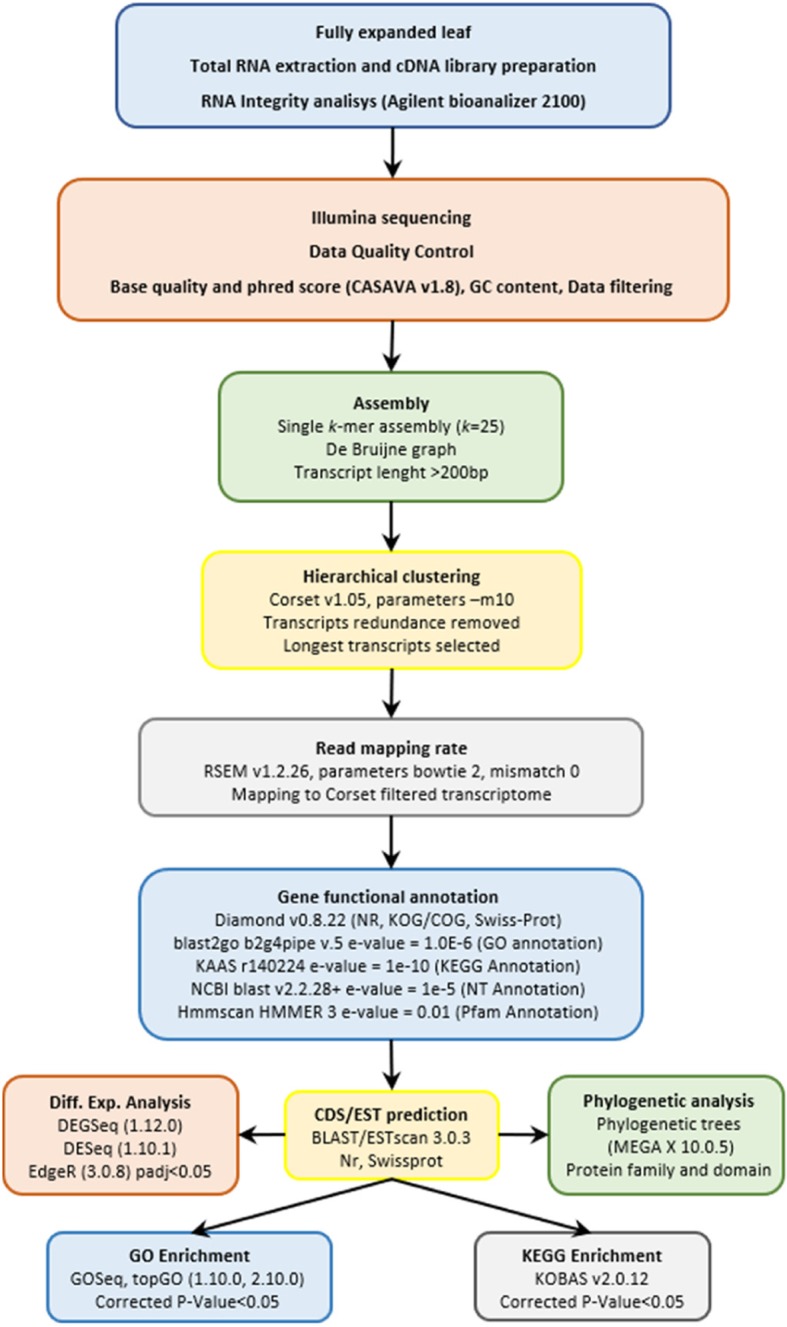
Flowchart of de novo assembly and analysis of *Arundo donax* leaf transcriptome. After the fully expanded leaf sampling, total RNA extraction and cDNA library preparation was carried out. The RNA integrity and quality analysis were performed (blue) before the Illumina sequencing. The sequencing output data were subjected to quality control of both reads and bases and data filtering (orange) in order to remove containing adapter reads or reads of low quality. Clean data were used for the de novo assembly of transcripts choosing the single k-mer approach (k = 25) (green), and the pre-assembled transcriptome obtained was further processed with Corset for hierarchical clustering by removing transcripts redundancy and by selecting the longest transcripts as unigenes (yellow). The quality of the assembly was assessed by mapping back the reads onto the filtered transcriptome (grey). Finally, gene functional annotation, CDS/EST prediction, differential expression analysis, phylogenetic analysis and GO and KEGG enrichment were carried out

**Table 1:** Summary statistics of the RNA quality and sequencing results

Average RIN	8
Clean reads	643 million
N° of transcripts	255,809
N° of Unigenes	186,740
Average of read mapped rate	71.85%
Transcripts N50 (bp)	1857
Unigenes N50 (bp)	1845
Q30 (%)	94.7
GC content (%)	53,3

To achieve comprehensive gene functional annotation, all assembled unigenes were blasted against public databases, including National Center for Biotechnology Information (NCBI), Protein family (Pfam), Clusters of Orthologous Groups of proteins (KOG/COG), Swiss-Prot, Ortholog database (KO) and Gene Ontology (GO) (Table 2). A total of 116,488 unigenes were annotated in at least one searched database, accounting for 62.38% of the obtained total unigenes. Among them, 35,630 (19.08%) and 41,101 (22.01%) assembled unigenes showed identity with sequences in the Nr and Nt databases, respectively. 

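Of the 255855 unigenes in the lists of the 9 libraries, 169998 (66.44%) carry an entry in at least 1 of the databases. An Nr entry was found for 148085 unigenes (57.88%) and an Nt entry for 135161 (52.83%). The annotated unigenes are the more abundant ones, since 93.97% of the listed reads fall on unigenes with an Nr entry and 96.12% on unigenes with an entry in any database. These percentages are counts over all listed unigenes, without a test.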

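Counted over the same lists, 41.22% of the unigenes have a Pfam domain and 43.34% at least 1 GO term. A Swiss-Prot description is given for 39.24%, and it is this description by which gene families were collected for the comparisons between salt doses. The share with a KO entry is 20.63% and that with a KOG entry 16.72%.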

The percentage of assembled unigenes homologous to sequences in KO, Swiss-Prot, Pfam, GO and KOG databases were 20.63, 32.41, 26.96, 42.28 and 16.72%, respectively (Table 2).

**Table 2:** The number and percentage of successful annotated genes

Database	Number of Unigenes	Percentage %
Annotated in Nr	35,630	19.08
Annotated in Nt	41,101	22.01
Annotated in KO	38,524	20.63
Annotated in SwissProt	60,522	32.41
Annotated in Pfam	50,345	26.96
Annotated in GO	78,954	42.28
Annotated in KOG	31,223	16.72
Annotated in at least one database	116,488	62.38

### Identification of differentially expressed genes (DEGs)

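Leaf RNA of the G2 clone was sequenced in 9 libraries, 3 from control plants (G2-CK), 3 from plants under severe salt stress (G2-S3) and 3 from plants under extreme salt stress (G2-S4). The electrical conductivity of the water was 32 dS/m for G2-S3 and 50 dS/m for G2-S4, for which the methods give 256.67 mM and 419.23 mM NaCl and the sample labels 250 mM and 420 mM. The authors assembled the paired-end reads de novo with Trinity, clustered the transcripts with Corset, mapped the reads of each library back with bowtie2 and deposited, for each unigene, the read count estimated by RSEM, the FPKM value and the annotation. Each list holds only unigenes above 0.3 FPKM, the smallest listed value being 0.31, so that a unigene missing from (unlisted in) a library lies at or below this limit and is not known to be 0. The number of listed unigenes was 166775 to 167604 per library in G2-CK, 160713 to 163526 in G2-S3 and 154642 to 157048 in G2-S4. The total behind the FPKM values, fitted from read count, FPKM and length, was 23.01 to 25.69 M reads per library in G2-CK (median 24.47), 23.29 to 23.90 M in G2-S3 (median 23.46) and 23.09 to 24.37 M in G2-S4 (median 23.81), and the listed reads made up 98.97% to 99.07% of it. The paper reports 71.5 as the mean reads per library in M, counting clean reads. The mean of the fitted totals is 23.9 M, and the values given here use the fitted totals.

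For the comparisons, the read counts were rounded to whole numbers and a missing value was set to its upper limit of 0.3 FPKM, expressed in reads of that library (median limit 3.93 reads), a handling chosen after the lists were seen. The 127554 unigenes that passed edgeR's filter on low counts (minimum count 10) were scaled by TMM and fitted in one model with all 9 libraries. The quasi-likelihood F-test (two-sided) with Benjamini-Hochberg adjustment was used for each pair of groups, and a unigene with an adjusted p under 0.05 is called differentially expressed, without a limit on the fold change. Because a de novo assembly of a polyploid plant splits one gene over several unigenes, the counts of all unigenes sharing a Swiss-Prot description were also summed into 76 gene families, with missing values as 0. The sums were tested in the same way, adjusted over all families and comparisons, and are given in CPM (counts scaled to library size) as mean ± SD of the 3 libraries. With RLE factors in place of TMM, none of the called family sums changed its direction.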

The characterization of *A. donax* transcriptional response to salt stress was carried out by the identification of the unigenes whose expression level changed upon NaCl treatments (Table 3). According to the experimental design, a total of 38,559 differentially expressed genes (DEGs) were identified from all the comparisons. 

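Over the 127554 unigenes tested, the 3 comparisons gave 61020 calls in total, in which a unigene called in several comparisons is counted in each. Of these calls, 17991 belong to G2-S4 vs G2-S3, with 9230 unigenes higher and 8761 lower in G2-S4. At an unadjusted p under 0.05 this comparison held 35588 unigenes. Leaving out each library in turn gave between 11453 and 16948 calls in it, the lowest number without G2-S4 replicate 2, while a limit of 1 on the log2 fold change left 10802.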

In details, 2086 up-regulated genes and 1766 down-regulated genes were detected in the G2-S3 vs G2-CK (severe salt stress samples versus control samples), whereas in the G2-S4 vs G2-CK set (extreme salt samples versus control samples) 13,835 up-regulated genes and 11,205 down-regulated genes were found, thus suggesting that G2 clone re-adjusts the network of transcriptional machinery in order to deeply modify gene expression under salt extreme stress conditions (S4) with respect to severe salt conditions (S3) (Table 3). 

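In G2-S3 vs G2-CK, 7307 unigenes were called, 4344 higher and 2963 lower under salt, and in G2-S4 vs G2-CK 35722, of which 18124 were higher and 17598 lower. The number in G2-S3 vs G2-CK moved most with single libraries, with 2270 calls without G2-CK replicate 2, 3954 without G2-CK replicate 1, 3007 without G2-CK replicate 3, 2758 without G2-S3 replicate 1, 2698 without G2-S3 replicate 2 and 11225 without G2-S3 replicate 3. The number in G2-S4 vs G2-CK stayed between 27479 and 38777 with any one library left out. Without the filter on low counts, 2968 and 28831 unigenes were called in the 2 comparisons.

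On the log2 CPM scale (prior count 2), the distance between libraries was the root mean square of their differences over the unigenes, in which large changes weigh most. It was on average 1.035 between a control and a G2-S4 library, and 0.764 between a control and a G2-S3 library. Libraries of one group lay 0.571 (G2-CK), 0.645 (G2-S3) and 0.589 (G2-S4) apart, so that on average both treatments were farther from the controls than replicates from each other. G2-S3 replicate 3 lay at 0.685 to 0.7 from the controls, 0.657 from G2-S3 replicate 1 and 0.706 from G2-S3 replicate 2. The distance of G2-S4 was 1.355 times that of G2-S3, and 1.917 times over the 500 most variable unigenes. On the first principal component, which held 47.5% of the variance, the controls lay at -155.5 to -145, the G2-S3 libraries at -73.4, -12.4 and 10.9 and the G2-S4 libraries at 173 to 178.1. G2-S3 replicate 3 was the salt-treated library nearest to the controls. From the larger number of regulated genes under the higher dose, the paper proposes that the G2 clone readjusts its transcriptional network more deeply under extreme than under severe salt stress.

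**Figure D1:**
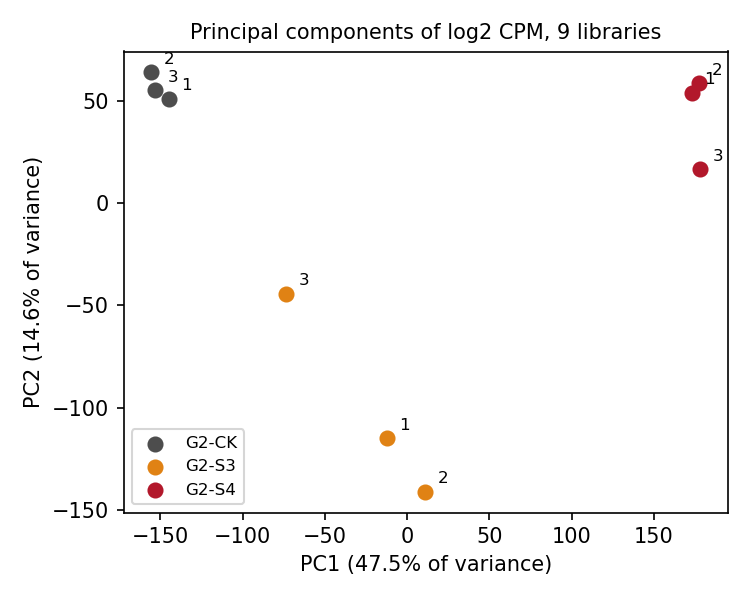
First and second principal component of log2 CPM of the 9 libraries, 1 point per library, coloured by group, with the share of the variance on each axis. The first component (47.5%) separates the controls (-155.5 to -145) from the G2-S4 libraries (173 to 178.1), with the G2-S3 libraries between them.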

Venn diagram analysis showed that 2702 common DEGs are in both G2-S3 vs G2-CK and in G2-S4 vs G2-CK comparisons thus suggesting that their specific involvement in the response to salt stress is not dependent by salt doses (Fig. 2). 

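Called in both G2-S3 vs G2-CK and G2-S4 vs G2-CK were 5885 unigenes, of which 5825 (98.98%) changed in the same direction. Both comparisons use the same 3 control libraries, so chance alone pulls them the same way. In 5 simulations of unchanged salt groups set against shared controls, edgeR called 0 unigenes in both, while 1273.2 on average had an unadjusted p under 0.05 in both, 99.6% of them with the same direction. Over all tested unigenes the sign of the 2 fold changes was the same for 73.3%, against 66.66% in the simulations. Of the shared unigenes, 4299 (73.1%) had the larger change in G2-S4, and the difference between the doses was itself called for 1751 of them, 1693 (28.8%) farther from the control in G2-S4 and 58 nearer to it. The count of shared unigenes fell to 1976 without G2-CK replicate 2, and was 3309 without G2-CK replicate 1, 2567 without G2-CK replicate 3, 2284 without G2-S3 replicate 1 and 2288 without G2-S3 replicate 2.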

A total of 1150 genes are exclusively regulated under severe salt stress condition (G2-S3 vs G2-CK data set), whereas a total of 22,338 genes are specifically regulated during extreme salt stress condition (G2-S4 vs G2-CK data set). 

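Called against the control at the severe dose and not at the extreme dose were 1422 unigenes, and at the extreme dose and not at the severe dose 29837. A call at one dose alone does not show that the doses differ, which was read from G2-S4 vs G2-S3. That comparison called 740 (52.0%) of the first group and 13023 (43.6%) of the second. Called in no other comparison were 682 unigenes in G2-S3 vs G2-CK and 16814 in G2-S4 vs G2-CK. The count of 682 ranged from 68 without G2-CK replicate 2 to 1208 without G2-S3 replicate 3, and was 229 without G2-CK replicate 1, 121 without G2-CK replicate 3, 158 without G2-S3 replicate 1 and 91 without G2-S3 replicate 2. By DESeq2 it was 1231.

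The largest increases in G2-S3 vs G2-CK, by the criteria of a called unigene with a Swiss-Prot description, a mean log2 CPM of at least 3 and no overlap between the groups, were those of the transcription factor bHLH96 (Cluster-14027.32207), a nitrate reductase (Cluster-14027.54182) and the protein EXORDIUM (Cluster-14027.254913), which are unlisted in all controls. Their means were at least 109-fold, 101-fold and 66.0-fold the limit in the controls (edgeR adjusted p = 0.00192, 0.0021 and 0.00697). Without G2-S3 replicate 2, the fitted log2 fold change of bHLH96, which is no bound, fell from 6.76 to 5.50, and without G2-CK replicate 2 EXORDIUM was not called. The same 3 unigenes had the largest increases in G2-S4 vs G2-CK, at least 640.0-fold, 421-fold and 736-fold (edgeR adjusted p = 4.46e-05, 5.7e-05 and 0.000109). The largest decreases at the severe dose were those of the tryptophan aminotransferase-related protein 4, Cluster-14027.156503 (-3.94, edgeR adjusted p = 9.58e-05) and Cluster-14027.129424 (-3.16, edgeR adjusted p = 8.24e-06), and of Cluster-14027.153819, a Rubisco large subunit-binding protein treated under photosynthesis. At the extreme dose they were those of the transcription factor bHLH100, Cluster-14027.165138 (-7.38, edgeR adjusted p = 0.000409) and Cluster-14027.153489 (-6.54, edgeR adjusted p = 0.000606), and of Cluster-14027.153819 (-5.57, edgeR adjusted p = 0.00198).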

Among a total of 9667 observed DEGs, 1554 genes were identified as specifically regulated in the G2-S4 vs G2-S3 (extreme salt samples versus severe salt samples) comparison (Fig. 2). 

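In G2-S4 vs G2-S3, 2477 of the called unigenes were called against the control at neither dose, so they differ between the doses without a called change from the control at either. This number was 1238 without G2-S4 replicate 2, 1404 without G2-S4 replicate 1, 1422 without G2-S3 replicate 1, 1577 without G2-S3 replicate 3 and 1559 without G2-S4 replicate 3. The largest changes in this comparison, by the same criteria (no overlap is given by chance for 10% of unigenes), were those of a probable sulfate transporter 3.5 (Cluster-14027.254608, 4.20, edgeR adjusted p = 0.00325), an uncharacterized protein (Cluster-14027.48972, 4.14) and a putative lipid-transfer protein DIR1 (Cluster-14027.207779, 3.93). Lower in G2-S4 were a prolyl endopeptidase (Cluster-14027.205295), which is unlisted in all 3 G2-S4 libraries and at least 56.8-fold lower there (edgeR adjusted p = 0.00113; its fitted log2 fold change, which is no bound, was -5.80, and -4.84 without G2-S3 replicate 2), a probable linoleate 9S-lipoxygenase 5 (Cluster-14027.100777, -4.56) and the transcription factor bHLH100 (Cluster-14027.165138, -4.49, edgeR adjusted p = 0.0111). Without G2-S3 replicate 2, the log2 fold change of the sulfate transporter was 4.93, and without G2-S3 replicate 3 that of bHLH100 was -3.37. For bHLH100 in G2-S4 vs G2-S3, the call was lost without G2-S4 replicate 3 (-4.01) and without the filter on low counts (-4.48). For the sulfate transporter in G2-S4 vs G2-S3, the call was lost with missing values set to 0 (4.23).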

Validation of expression levels for ten selected DEG candidates was carried out by quantitative real-time PCR (qRT-PCR) (Additional file 3: Table S1). 

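Of the 10 unigenes measured by qRT-PCR (Table S1), 9 passed the filter on low counts. Higher under extreme salt were ACC oxidase (Cluster-14027.99727, log2 fold change 2.24, SE 0.33, edgeR adjusted p = 0.000661), an uncharacterized protein (Cluster-14027.51601, 6.52, SE 0.55, edgeR adjusted p = 2.56e-05) and the senescence-associated protein DH (Cluster-14027.62961, 1.41, SE 0.25, edgeR adjusted p = 0.00212). The methyltransferase PMT26 (Cluster-14027.257437) is unlisted in all controls and was at least 3.8-fold higher in G2-S4 (edgeR adjusted p = 0.00016). Proline dehydrogenase 2 (Cluster-14027.163842) changed by -1.32 (SE 0.33, edgeR adjusted p = 0.0135). For this unigene in G2-S4 vs G2-CK, the call was lost without G2-CK replicate 2 (-1.15), G2-S4 replicate 2 (-1.19) or G2-S4 replicate 3 (-1.18) and with missing values set to 0 (-2.45). In G2-S3 vs G2-CK the anthocyanidin 3-O-glucosyltransferase (Cluster-14027.6881) changed by 2.61 (edgeR adjusted p = 0.00504) and NAC domain-containing protein 77 (Cluster-14027.24929) by -2.16 (edgeR adjusted p = 0.00514). For the glucosyltransferase in G2-S3 vs G2-CK, the call was lost with missing values set to 0 (2.60). In G2-S4 vs G2-S3 the palmitoyltransferase (Cluster-14027.231635) changed by -1.38 (edgeR adjusted p = 0.00314) and the Rubisco small chain unigene (Cluster-14027.159114) by -2.75 (edgeR adjusted p = 0.000608), or -3.36 without G2-S4 replicate 3. The WRKY transcription factor (Cluster-14027.226133) did not pass the filter on low counts, being listed in the 3 controls and in no salt-treated library, and its mean in the controls was at least 3.15 times the limit in G2-S3. The reference RPN6 (Cluster-14027.113435) changed by 0.02, 0.15 and 0.12 in G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3, with edgeR adjusted p values of 0.931, 0.337 and 0.503.

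Across these 9 unigenes, the log2 fold changes fitted here and the qRT-PCR values of the paper's Table S1 had a Pearson r of 0.954 (r squared 0.91, exact permutation test over 362880 pairings, two-sided, p = 0.000554) and a Spearman rho of 0.933 (p = 0.00075). Without the 2 unigenes farthest from the median, r was 0.876 (r squared 0.767). All 9 had the same sign by both methods. This is a correlation across genes, chosen by the study from the same libraries, and genes are not independent replicates. With missing values set to 0 in place of their upper limit, r squared was 0.607, and with any one library left out it was 0.876 to 0.916, in 7 of these 9 cases over all 10 unigenes, since the WRKY unigene then passed the filter.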

The results show high congruence between RNA-Seq results and qRT-PCR (coefficient of determination R^2^ = 0.91) indicating the reliability of RNA-Seq quantification of gene expression (Additional file 3: Figure S4). Therefore, the selected genes could also constitute useful markers of salt stress in *A. donax*.

**Table 3:** DEG number of different comparison under salt treatments

	Up-regulated	Down regulated	Total DEGs
G2-S3 vs G2-CK	2086	1766	3852
G2-S4 vs G2-CK	13,835	11,205	25,040
G2-S4 vs G2-S3	5765	3902	9667
Total DEGs	21,686	16,873	38,559

**Fig. 2:**
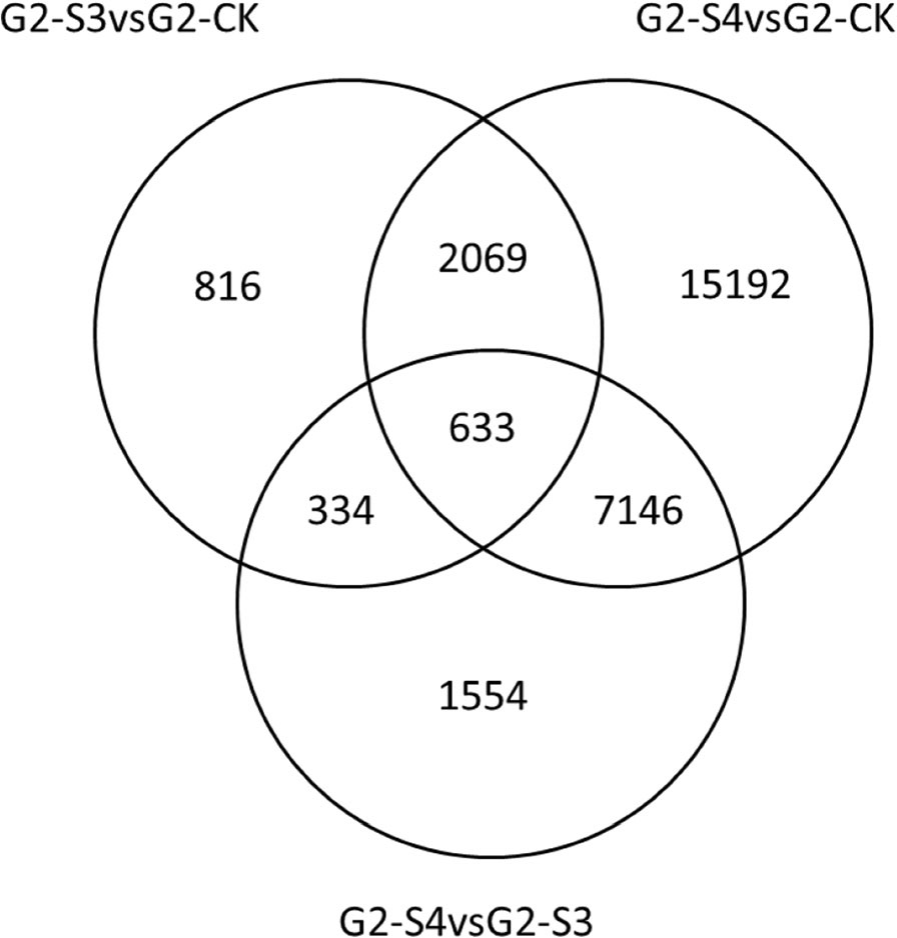
Venn diagram of differently regulated genes. Comparison among G2-S3 vs G2-CK, G2-S4 vs G2-CK, G2-S4 vs G2-S3 sample sets

### Functional classification of DEGs

Gene Ontology (GO) terms, Clusters of Orthologous Groups of proteins (KOG) classification and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway functional enrichment were performed to identify possible biological processes or pathways involved in salt stress response. 

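GO terms were counted as the lists annotate them, without adding the parent terms of each term. All GO tests count each unigene on its own. Unigenes split from the same gene can share a term and a call, so the p-values of these tests can be too small. The background was the 77959 tested unigenes with at least 1 GO term, and 12 terms were tested by a one-sided Fisher exact test for all called, higher and lower unigenes in the 3 comparisons, with Benjamini-Hochberg adjustment over these 108 tests. In G2-S3 vs G2-CK, 401 of the 6263 unigenes annotated with oxidation-reduction process were higher, 1.59 times the number expected by chance (adjusted p = 5.38e-20), and 187 were lower (1.2 times, adjusted p = 0.0115). Transmembrane transport held 141 higher (1.26 times, adjusted p = 0.00513) and 113 lower unigenes (1.63 times, adjusted p = 8.31e-07). For carbohydrate metabolic process the 144 higher unigenes were 1.95 times the expected number (adjusted p = 1.36e-13), whereas the 57 lower ones were not enriched (adjusted p = 0.0855). In total 64 of the 108 tests passed, and 61 to 71 under the alternatives. Against random sets of unigenes matched on expression, 65 passed, of which 62 are the same tests.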

Considering the G2-S3 vs G2-CK sample set (Fig. 3a), “oxidation-reduction process” (222 up- and 119 down-regulated genes), “transmembrane transport” (125 up- and 97 down-regulated genes) and “carbohydrate metabolic process” (152 up- and 54 down-regulated genes) are the three most enriched GO terms in the Biological Process (BP) ontology. 

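Among the molecular functions tested in G2-S3 vs G2-CK, the enrichment of oxidoreductase activity lay in its 194 higher unigenes, 1.56 times the expected number (one-sided Fisher exact test, adjusted p = 2.34e-09), while its 77 lower unigenes were 0.999 times the expected number (adjusted p = 0.659). Transporter activity had 57 higher (1.81 times, adjusted p = 3.4e-05) and 34 lower unigenes (1.74 times, adjusted p = 0.00293). The term response to salt stress, which was added to the list here, held 39 higher and 5 lower unigenes, the higher ones being 2.90 times the expected number (adjusted p = 1.04e-08).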

“Oxidoreductase activity” (216 up- and 122 down-regulated genes) is the most enriched GO terms in the Molecular Function (MF) category ontology indicating that genes acting in this process may play crucial roles in the response to salt treatment (Fig. 3a). 

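In G2-S4 vs G2-CK, 1411 unigenes annotated with oxidation-reduction process were higher (1.39 times the expected number, one-sided Fisher exact test, adjusted p = 3.01e-40) and 966 lower (1.12 times, adjusted p = 0.000119). Of the 3318 unigenes annotated with metabolic process itself, 817 were higher (1.52 times, adjusted p = 1.28e-35) and 451 lower (adjusted p = 0.769). Counted as annotated, without their child terms, single-organism process covers only 32 tested unigenes, 8 higher and 7 lower, and single-organism metabolic process 24, 8 higher and 2 lower.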

Among the DEGs belonging to G2-S4 vs G2-CK data set, “metabolic process” (5934 up- and 4493 down-regulated genes), “single organism process” (4834 up- and 3404 down-regulated genes), “single organism metabolic process” (2988 up- and 2090 down-regulated genes) and “oxidation-reduction process” (1355 up- and 831 down-regulated genes) are the most represented in the category of BP. “Catalytic activity” is the main category in the MF group (5380 up- and 3836 down-regulated genes) but also “oxidoreductase activity” and “transporter activity” are highly represented in this group (Fig. 3b). 

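Annotated with catalytic activity itself were 2661 tested unigenes, 564 higher (1.31 times the expected number, one-sided Fisher exact test, adjusted p = 2.09e-11) and 361 lower (adjusted p = 0.769). Oxidoreductase activity had 745 higher (1.49 times, adjusted p = 6.86e-30) and 460 lower unigenes (adjusted p = 0.0564). Transporter activity was enriched on both sides, with 189 higher (1.48 times, adjusted p = 2.32e-08) and 172 lower unigenes (1.59 times, adjusted p = 1.03e-09). Photosynthesis, added to the list here, was enriched among the lower unigenes, with 186 of 753 (1.79 times, adjusted p = 3.92e-15), and not among the 116 higher ones (adjusted p = 0.887).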

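In G2-S4 vs G2-S3, oxidation-reduction process held 813 higher (1.53 times the expected number, one-sided Fisher exact test, adjusted p = 3.04e-35) and 652 lower unigenes (1.45 times, adjusted p = 2.75e-22). Metabolic process had 480 higher (1.71 times, adjusted p = 1.38e-30) and 252 lower (adjusted p = 0.233). Both sides were enriched in oxidoreductase activity, with 456 higher (1.75 times, adjusted p = 4.4e-31) and 295 lower (1.34 times, adjusted p = 5.88e-07), and in transporter activity, with 123 higher (1.85 times, adjusted p = 8.95e-11) and 91 lower (1.62 times, adjusted p = 9.08e-06). Catalytic activity was enriched among the higher unigenes (304, 1.35 times, adjusted p = 1.51e-07). Unigenes of photosynthesis were lower in G2-S4 than in G2-S3 2.47 times as often as chance gives (adjusted p = 3.23e-21), and 176 unigenes of translation were lower (1.28 times, adjusted p = 0.00104). The enrichment of translation was lost against random sets matched on expression and with a limit on the log2 fold change.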

Interestingly, the same categories are represented in the G2-S4 vs G2-S3 sample set (Fig. 3c), although in this last comparison a lower numbers of genes are involved (Fig. 3c). To predict and classify possible functions, all unigenes (255,809) were aligned to the KOG database and were assigned to the KOG categories (Additional file 8: Figure S5). Among the KOG categories, the cluster for “general function” (16%) represented the largest group, followed by “posttranslational modification, protein turnover, chaperones” (13.4%) and “signal transduction mechanisms” (9.3%). “Translation, ribosomal structure and biogenesis” (8%), “RNA processing and modification” (6.4%) and “transcription” (5.6%) were the largest next categories, whereas, only a few unigenes were assigned to “nuclear structure” and “extracellular structure”. In addition, a discrete number of unigenes were assigned to “intracellular trafficking, secretion, and vesicular transport” (Additional file 8: Figure S5). The sets of DEGs originated from the above-described three comparisons were also mapped onto KEGG pathways. Additional file 4: Table S2 shows the main 50 KEGG pathway terms sorted by a decreasing order of the gene number involved in the pathways in relation to all the comparison under investigation (G2-S3 vs G2-CK, G2-S4 vs G2-CK, G2-S4 vs G2-S3). Overall, the results show that the maximum number of DEGs were observed in the “carbon metabolism” pathway, followed by the “biosynthesis of amino acids” and “carbon fixation in photosynthetic organisms” indicating that a deep reprogramming of these metabolisms under salt treatments occurred. The reprogramming activity of the metabolic pathways is supported by the involvement of other important pathways such as “ribosome”, “RNA transport”, “mRNA surveillance pathway” and “aminoacyl-tRNA biosynthesis” that gives support to an increased re-modulation of protein biosynthesis. “Plant hormone signal transduction”, which comprises the transcripts of several hormone-responsive proteins involved in regulation and signal transduction and two other important pathways, including ‘phenylalanine metabolism’ and ‘plant-pathogen interaction’ were also found to be regulated by salt in our study (Additional file 4: Table S2). Other examples of relevant pathways, which are known to be involved in responses to abiotic stresses, in general are ‘starch and sucrose metabolism’, ‘arginine and proline metabolism’ and “AMPK signaling pathway” (Additional file 4: Table S2) [33].

**Fig. 3:**
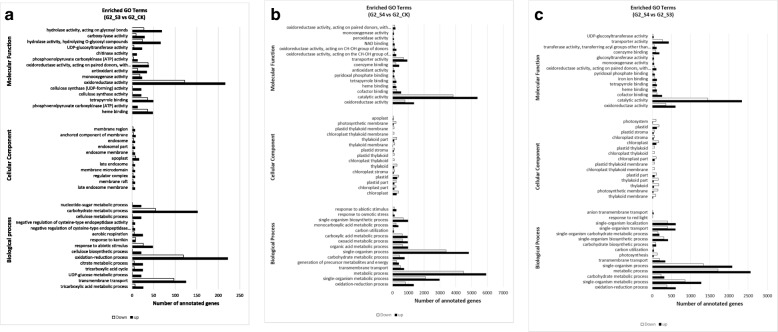
GO enrichment analysis for the DEGs in *A. donax*. **a** G2-S3 vs G2-CK. **b** G2-S4 vs G2-CK. **c** G2-S4 vs G2-S3. The Y-axis indicates the subcategories, and the X-axis indicates the numbers related to the total number of GO terms. BP, biological processes; CC, cellular components; MF, molecular functions

### Identification of functional genes related to salt stress tolerance

To unravel the *A. donax* G2 salt stress response and to investigate the effect of salt dose, we analyzed the RNA-Seq datasets from each of the aforementioned comparisons, focusing on genes and pathways known to be related to soil salinity. In this further analysis, those clusters showing a threshold of +/− 10.000 log_2_fold change have been considered as DEGs (up- or down-regulated) in the *A. donax* transcriptome (Tables 4, 5 and 6). 

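Tables 4, 5 and 6 name 83 entries with a unigene identifier, of which 79 passed the filter on low counts. Fitted here, 71 of the 79 were called in the comparison of their table, 23 of 29 in G2-S3 vs G2-CK, 30 of 30 in G2-S4 vs G2-CK and 18 of 20 in G2-S4 vs G2-S3. Adjusted over the list alone, 27, 30 and 19 were called, which is not independent evidence, since the study chose the entries from these libraries. In 28, 30 and 20 of them the libraries of the 2 groups did not overlap, where chance gives 10%. All 77 tested entries with a printed number changed in the printed direction. The printed values were, at the median, 10.1 times the log2 fold changes fitted here in Table 4, 10.2 times in Table 5 and 10.1 times in Table 6. In 11 of the entries at least 1 of the groups is unlisted in all 3 of its libraries. In 7 of these the other group is listed in all 3, so that only a lower bound of the fold change can be given, in 3 it is listed in 1 or 2, and GH3.8 (Cluster-14027.58358) is listed in neither group.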

For each cluster, the alignment of *A. donax* sequence has been performed and the score of these alignments was reported (% identity and *e* value) thus providing valuable indications of the cluster similarity with the reported genes (Tables 4, 5 and 6). Congruously, tables report clusters whose % of identity was higher than 50 and the *e* value< 0.05.

**Table 4:** List of DEGs related to salt stress response identified in G2-S3 vs G2-CK comparison

Cluster ID	Database description	Percent identity	Evalue	log_2_ fold change
Salt sensory and signaling mechanisms				
14027.182899	*Oryza sativa subsp. japonica* Group CBL-interacting protein kinase 1 (CIPK1-SOS2 like), (XM_015766590.1)	93.33%	4e-23	+ 39.581
14027.54233	*Setaria italica* probable cation transporter HKT9 (XM_004967183.2)	86.32%	1e-132	+ 18.352
14027.155903	*Phragmites australis* pcnhx1 mRNA for putative Na+/H+ antiporter (NHX1), (Nt ID: AB211145.1)	93.40%	3e-54	− 21.136
14027.181583	*Arabidopsis thaliana* Sodium/hydrogen exchanger 2 (NHX2), (Swissprot ID: Q56XP4)	77.78%	8e-79	− 19.411
Transcription factors				
14027.152638	*Setaria italica* protein TIFY 10B-like (Nr ID: XP_004958300.1)	84.77%	2e-131	− 25.354
14027.159286	*Setaria italica* trihelix transcription factor GTL1 (Nt ID: XM_012842882.1)	88.89%	2e-101	+ 14.963
14027.107730	*Panicum miliaceum* ABSCISIC ACID-INSENSITIVE 5-like protein 7 (Nr ID: RLM78209.1)	78.41%	4e-93	+ 15.107
Hormone regulation of salt stress response				
14027.74861	*Triticum urartu* Abscisic acid 8′-hydroxylase 1 (Nr ID: EMS68885.1)	85.54%	4e-112	+ 47.347
14027.144393	*Setaria italica* abscisic acid receptor PYL8 (Nt ID: XM_004951229.2).	77.85%	4e-80	+ 11.825
14027.137264	*Setaria italica* abscisic acid receptor PYR1-like (Nr ID: XP_004983564.1)	85.34%	1e-104	+ 12.624
14027.173535	*Oryza sativa* serine/threonine-protein kinase SnRK (SnRK), (Swissprot ID: Q75H77)	79.69%	8e-32	+ 14.238
14027.235757	*Setaria italica* probable protein phosphatase 2C 30 (Nt ID: XM_004984868.2)	87.80%	6e-170	+ 27.333
14027.228612	*Setaria italica* cytochrome P450 734A1 (Nr ID: XP_004962129.1)	89.90%	2e-58	+ 16.547
14027.99729	*Saccharum arundinaceum* 1-aminocyclopropane-1-carboxylate oxidase (ACC oxidase) (Nr ID: ABM74187.1)	91.46%	1e-122	+ 15.804
14027.265476	*Setaria italica* indole-3-pyruvate monooxygenase YUCCA2-like (Nr ID: XP_004967465.1)	75.33%	1e-107	− 40.837
ROS scavenging regulatory mechanisms				
14027.179813	*Setaria italica* L-ascorbate peroxidase (Nt ID: XM_004984762.3)	92.70%	2e-67	+ 17.074
14027.36507	*Zea mays* glutathione transferase 23 (GST) (Swissprot ID: Q9FQA3)	86.94%	1e-142	+ 14.004
14027.206288	*Setaria italica* NADP-dependent malic enzyme, chloroplastic (Nr ID: XP_004960887.1)	99.50%	4e-152	+ 15.008
14027.147540	*Setaria italica* malate dehydrogenase, mitochondrial (MDH), (Nt ID: XM_004961089.3)	84.14%	2e-167	+ 12.416
Osmolyte biosynthesis				
14027.146844	*Setaria italica* delta-1-pyrroline-5-carboxylate synthase (P5CS), (Nt ID: XM_004961829.3)	91.92%	6e-168	+ 40.924
14027.163839	*Setaria italica* proline dehydrogenase (PDH) (Nt ID: XM_004983669.2)	89.55%	3e-114	− 28.271
14027.196396	*Oryza sativa Japonica Group* Arginine decarboxylase 1 (ADC) (Nr ID: XP_015643038.1)	92.73%	1e-142	+ 46.553
Photosynthesis and photorespiration				
14027.153819	*Pisum sativum* RuBisCO large subunit-binding protein subunit alpha, chloroplastic (Swissprot ID: P08926)	74.89%	4e-110	− 35.119
14027.193818	*Setaria italica* peroxisomal (S)-2-hydroxy-acid oxidase (Nt ID: XM_004958250.2)	92.51%	5e-156	+ 22.634
Biomass digestibility and biofuel production				
14027.274380	*Setaria italica* cinnamoyl-CoA reductase 2-like (Nt ID: XP_004956337.1)	67.31%	3e-149	+ 39.522
14027.178971	*Zea mays* caffeoyl CoA 3-O-methyltransferase (Nr ID: AAP33129.1)	91.10%	6e-163	+ 13.644
14027.116333	*Setaria italica* sucrose synthase (Nr ID: XP_004984440.1)	70.19%	2e-136	+ 11.104
14027.238308	*Setaria italica* triacylglycerol lipase SDP1-like (Nr ID: XP_004970049.1)	78.83%	6e-112	+ 10.393
14027.166055	*Setaria italica* diacylglycerol kinase 1 (Nr ID: XP_004983987.1)	86.87%	2e-146	− 15.699

**Table 5:** List of DEGs *related to salt stress response identified in G2-S4* vs *G2-CK comparison*

Cluster ID	Database description	Identity score	Identity E value	log_2_ fold change
Salt sensory and signaling mechanisms				
14027.85357	*Setaria italica* CBL-interacting protein kinase 1 (CIPK1-SOS2-like) (Nt ID: XM_004967556.3)	92.31%	8e-73	Inf^a^
14027.198243	*Oryza sativa subsp. japonica* CBL-interacting protein kinase 24 (*SOS2*) (Swissprot ID: Q69Q47)	87.88%	8e-126	+ 11.098
14027.54233	*Setaria italica* probable cation transporter HKT9 (Nr ID: XP_004967240.1)	86.32%	1e-132	+ 35.667
14027.155893	*Arabidopsis thaliana* Sodium/hydrogen exchanger 1 (NHX1) (Swissprot ID: Q68KI4)	68.46%	6e-177	+ 14.324
Transcription factors				
14027.159287	*Setaria italica* trihelix transcription factor GTL1, (Nt ID: XM_012842882.1)	81.72%	6e-45	+ 29.044
14027.82197	*Setaria italica* bZIP ABSCISIC ACID-INSENSITIVE 5-like protein 7 (Swissprot ID: Q9M7Q2)	79.96%	9e-82	+ 17.106
Hormone regulation of salt stress response				
14027.234361	*Setaria italica* abscisic acid 8′-hydroxylase 3 (Nr ID: XP_004957014.1)	83.43%	0.0	+ 41.107
14027.144393	*Setaria italica* abscisic acid receptor PYL8 (Nt ID: XM_004951229.2)	77.85%	4e-80	+ 12.599
14027.36786	*Setaria italica* brassinosteroid-6-oxidase 2 cytochrome P450 85A1 (KO ID: K12640)	93.36%	4e-141	+ 19.415
14027.99735	*Oryza brachyantha* 1-amino cyclopropane-1-carboxylate oxidase (ACC oxidase) (Nt ID: XM_006647913.2)	72.38%	2e-149	+ 22.325
14027.89434	*Oryza sativa Japonica Group* ethylene receptor-like protein 1 (ETR1) (Nr ID: AAL29304.2)	51.05%	3e-48	− 18.141
14027.182197	*Arabidopsis thaliana* serine/threonine-protein kinase CTR1, (Swissprot ID: Q05609)	87.50%	3e-145	+ 11.918
14027.226694	*Setaria italica* ETHYLENE INSENSITIVE 3-like 3 protein (EIN3) (Nr ID: XP_004973869.1)	61.43%	1e-113	+ 14.849
14027.190058	*Zea mays* Indole-3-acetaldehyde oxidase (AAO) (Swissprot ID: O23887)	67.55%	4e-175	+ 13.436
14027.58358	*Setaria italica* probable indole-3-acetic acid-amido synthetase GH3.8 (Nr ID: XP_004958192.1)	69.87%	2e-133	Inf^a^
14027.189947	*Oryza sativa subsp. japonica* Jasmonic acid-amido synthetase JAR1 (Swissprot ID: Q6I581)	60.65%	2e-167	− 28.213
ROS scavenging regulatory mechanisms				
14027.42850	*Flaveria pringlei* NADP-dependent malic enzyme, chloroplastic (Swissprot ID: P36444)	55.29%	6e-111	Inf^a^
14027.184286	*Setaria italica* ubiquinol oxidase 2, mitochondrial-like (AOX) (Nr ID: XP_004976683.1)	93.02%	1e-64	+ 20.525
14027.154629	*Setaria italica* superoxide dismutase [Cu-Zn] (Nt ID: XM_004958551.3)	89.43%	2e-74	+ 36.275
14027.237926	*Setaria italica* superoxide dismutase [Fe] 2, chloroplastic-like (Nt ID: XM_004964461.2)	98.26%	2e-68	− 11.661
Osmolyte biosynthesis				
14027.146844	*Setaria italica* delta-1-pyrroline-5-carboxylate synthase (P5CS) (Nt ID: XM_004961829.3)	91.92%	6e-168	+ 68.438
14027.197137	*Brachypodium distachyon* delta-1-pyrroline-5-carboxylate dehydrogenase 12A1, mitochondrial (P5CSDH) (Nr ID: XP_010231104.1)	92.46%	5e-138	+ 17.285
14027.163909	*Oryza sativa subsp. indica* Betaine aldehyde dehydrogenase (BADH) (Swissprot ID: B3VMC0)	92.96%	1e-41	+ 15.021
5159.0	*Zea mays* ornithine decarboxylase-like (ODC) (Nr ID: XP_008653000.1)	52.96%	1e-112	+ 51.866
14027.196396	*Oryza sativa Japonica Group* Arginine decarboxylase 1 (ADC) (Nr ID: XP_015643038.1)	92.73%	1e-142	+ 65.072
14027.211822	*Setaria italica* spermine synthase-like (SPMS) (Nr ID: XP_004951294.1)	89.78%	2e-175	+ 10.003
Photosynthesis and photorespiration				
14027.158740	*Oryza sativa, subsp. japonica* Group Ribulose bisphosphate carboxylase small chain A (Swissprot ID: P18566)	88.96%	3e-100	− 24.091
14027.70509	*Arundo donax* ribulose-bisphosphate carboxylase large subunit (rbcL) (Nt ID: KJ880079.1)	100.00%	1e-104	− 17.789
14027.158959	*Setaria italica* ruBisCO large subunit-binding protein subunit beta (Nr ID: XP_004975721.1)	95.45%	2e-19	− 14.938
14027.168331	*Setaria italica* ribulose bisphosphate carboxylase/oxygenase activase (Nt ID: XM_004960085.2)	84.71%	1e-46	− 15.647
14027.198015	*Oryza brachyantha* phosphoenolpyruvate carboxylase (PEPC) (Nr ID: XP_006644735)	93,85%	1e-174	+ 11.496
14027.153211	*Oryza sativa* chloroplastic pyruvate phosphate dikinase 1 (PPDK1) (Swissprot ID: Q6AVA8)	88.41%	1e-163	+ 29.711
14027.158029	*Setaria italica* phosphoenolpyruvate carboxylase kinase (PEPC kinase) (Nr ID: XP_004976235.1)	84.05%	2e-127	− 40.627
Biomass digestibility and biofuel production				
14027.150588	*Setaria italica* putative cinnamyl alcohol dehydrogenase (Nt ID: XM_004972526.2)	79.53%	6e-116	+ 14.463

^a^it means that the read count value of CK samples is zero

**Table 6:** List of DEGs *related to salt stress response identified in G2-S4* vs *G2-S3 comparison*

Cluster	Database description	Identity score	Identity Evalue	log_2_ fold change
Salt sensory and signaling mechanisms				
14027.81324	*Setaria italica* probable cation transporter HKT9 (Nr ID: XP_004967240.1)	65.10%	5e-142	+ 25.926
Transcription factors				
14027.184776	*Setaria italica* trihelix transcription factor GTL1 (Nt ID: XM_012842882.1)	80.41%	2e-69	+ 29.515
Hormone regulation of salt stress response				
14027.238560	*Zea mays* 9-cis-epoxycarotenoid dioxygenase 1, chloroplastic (Swissprot ID: O24592)	85.48%	6e-177	− 18.703
14027.234358	*Setaria italica* abscisic acid 8′-hydroxylase 3 (Nr ID: XP_004957014.1)	70.33%	4e-163	+ 23.595
14027.36785	*Setaria italica* brassinosteroid-6-oxidase 2 cytochrome P450 85A1 (KO ID: K12640)	93.12%	2e-105	+ 24.019
ROS scavenging regulatory mechanisms				
14027.104252	*Flaveria pringlei* NADP-dependent malic enzyme, chloroplastic (Swissprot ID: P36444)	70.49%	5e-135	Inf^a^
14027.141579	*Setaria italica* ubiquinol oxidase 2, mitochondrial-like (AOX) (Nr ID: XP_004953576.1)	80.65%	4e-87	+ 13.511
14027.159513	*Zea Mays* superoxide dismutase [Cu-Zn] (Swissprot ID: P23345)	89.67%	2e-164	+ 11.777
14027.172733	*Setaria italica* superoxide dismutase [Fe] 1, chloroplastic-like (Nt ID: XM_004981985.2)	72.96%	1e-165	− 11.799
Osmolyte biosynthesis				
14027.166473	*Setaria italica* delta-1-pyrroline-5-carboxylate synthase (P5CS) (Nt ID: XM_004970516.2)	95.94%	8e-175	+ 44.106
14027.197137	*Brachypodium distachyon* delta-1-pyrroline-5-carboxylate dehydrogenase 12A1, mitochondrial (P5CSDH) (Nr ID: XP_010231104.1)	92.46%	5e-138	+ 17.324
14027.116788	*Oryza sativa* subsp*. japonica* Betaine aldehyde dehydrogenase 1 (BADH) (Swissprot ID: O24174)	85.80%	2e-94	+ 16.655
14027.196396	*Oryza sativa Japonica Group* Arginine decarboxylase 1 (ADC) *(Nr ID: XP_015643038.1)*	92.73%	1e-142	+ 18.455
Photosynthesis and photorespiration				
14027.157747	*Oryza sativa* subsp. j*aponica* Group Ribulose bisphosphate carboxylase small chain A (Swissprot ID: Q0INY7)	94.59%	3e-20	− 13.548
14027.70510	*Adiantum capillus-veneris* ribulose-bisphosphate carboxylase large subunit (rbcL) (Swissprot ID: P36476)	94.33%	9e-180	− 13.342
14027.168328	*Setaria italica* ribulose bisphosphate carboxylase/oxygenase activase (Nt ID: XM_004960085.2)	80.30%	4e-66	− 10.404
14027.153211	*Oryza sativa* subsp. *japonica* chloroplastic pyruvate phosphate dikinase 1 (PPDK1) (Swissprot ID: Q6AVA8)	88.41%	1e-163	+ 28.312
14027.170986	*Setaria italica* phosphoenolpyruvate carboxylase kinase (PEPC kinase) (Nt ID: XM_004953094.3)	83.33%	7e-05	− 17.751
Biomass digestibility and biofuel production				
14027.76193	*Setaria italica* cinnamyl alcohol dehydrogenase (Nt ID: XM_004951572.2)	82.35%	2e-132	− 11.287
14027.238308	*Setaria italica* triacylglycerol lipase SDP1-like (Nr ID: XP_004970049.1)	75.07%	4e-168	+ 10.139

^a^it means that the read count value of CK samples is zero

### Salt sensory and signaling mechanisms

The analysis of different expressed genes between G2-S3 and G2-CK revealed that homologous to *Oryza sativa* (CBL-interacting protein kinases 1) CIPK1-SOS2-like protein and homologous to *Setaria italica* HKT9 gene are up-regulated in the salt treated samples, whereas genes homologous to the *Arabidopsis* NHX1 and NHX2 (Na^+^/H^+^ antiporters) are down regulated in response to severe S3 salt stress (Table 4). 

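The sum of the 25 unigenes described as CIPK1 was 79.9 ± 6.27 CPM in G2-CK and 187 ± 21.0 CPM in G2-S3 (SD, n = 3 libraries each), a log2 fold change of 1.23 (SE 0.14, edgeR adjusted p = 4.63e-05), with 11 of 21 tested unigenes called higher. Over the alternatives the CIPK1 sum in G2-S3 vs G2-CK moved most with the family taken by its Nr descriptions, to 0.61. The unigene of Table 4, Cluster-14027.182899, is listed in 1 of 3 controls and in all G2-S3 libraries and changed by 2.77 (SE 0.49, edgeR adjusted p = 0.0103). For Cluster-14027.182899 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (2.75) or G2-CK replicate 3 (2.73), without the filter on low counts (2.77) and with missing values set to 0 (4.21). HKT9 rose from 3.55 ± 0.58 to 7.41 ± 0.291 CPM over 7 unigenes (1.06, SE 0.17, edgeR adjusted p = 0.000457), and Cluster-14027.54233 by 1.82 (SE 0.24, edgeR adjusted p = 0.00285). The Table 4 entry for NHX1, Cluster-14027.155903, carries the Swiss-Prot description sodium/hydrogen exchanger 2 and changed by -2.12 (SE 0.49, edgeR adjusted p = 0.0324), and the NHX2 entry, Cluster-14027.181583, by -1.95 (SE 0.50, edgeR adjusted p = 0.0477). For Cluster-14027.155903 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicate 2 (-2.33 to -1.77), without the filter on low counts (-2.11) and with missing values set to 0 (-2.13). For Cluster-14027.181583 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicate 1 and G2-S4 replicates 1, 2 and 3 (-2.11 to -1.69), without the filter on low counts (-1.93), with a fit to the 6 libraries compared (-1.94), with missing values set to 0 (-1.95) and with missing values set to 0.5 of their upper limit (-1.94). Without G2-S3 replicate 3, the 2 values were -2.76 and -2.63.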

CIPK1-SOS2-like protein is a serine/threonine protein kinase involved in the activation of plasma membrane Na^+^/H^+^ antiporter (SOS1) which mediates the exclusion of Na^+^ excess out of the cells, whereas HKT9 gene encodes a probable cation transporter. Consequently, the data suggest that the plant response to the S3 salt dose is likely either to increase the activation upon the existing Na^+^/H^+^ antiporter (SOS1) by the CIPK1-SOS2 like activity, or to adjust the K^+^ homeostasis by inducing the expression of HKT9. 

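The Na+/H+ antiporter SOS1, summed over 11 unigenes, was 86.1 ± 3.02 CPM in G2-CK and 87.1 ± 7.38 CPM in G2-S3, a log2 fold change of 0.02 (SE 0.10, edgeR adjusted p = 0.893) that lies within the spread of the replicates, and edgeR called 0 of its 10 tested unigenes in this comparison (2 at an unadjusted p under 0.05, 0 by DESeq2). In G2-S4 it was 119.7 ± 6.71 CPM, higher than in the controls by 0.47 (SE 0.10, edgeR adjusted p = 0.00231) and than in G2-S3 by 0.46 (SE 0.10, edgeR adjusted p = 0.00278). For SOS1 in G2-S4 vs G2-S3, the call was lost without the most abundant unigene (0.33).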

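Summed over the 46 unigenes described as NHX1 to NHX4, the vacuolar Na+/H+ exchangers were 289 ± 110.4 CPM in G2-CK and 136 ± 45.5 CPM in G2-S3 (log2 fold change -1.09, SE 0.29, edgeR adjusted p = 0.00749). Of the 36 tested unigenes, 6 were called lower and 1 higher.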

The down regulation of NHXs indicates that the vacuolar sequestration of Na^+^ excess seems to be impaired in the *A. donax* subjected to severe salt stress condition. Considering the G2-S4 vs G2-CK data set, a distinct response to extreme salt stress has been detected (Table 5). Along with the up regulation of CIPK1-SOS2 like and HKT9, the induction of CBL-interacting protein kinase 24 SOS2 (homologs of *Oryza sativa subsp. japonica* protein) is also specifically up regulated under extreme salt stress conditions (S4). 

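In G2-S4 the CIPK1 sum reached 239 ± 35.4 CPM, a log2 fold change of 1.58 (SE 0.14, edgeR adjusted p = 1.11e-05) against the controls and of 0.35 (SE 0.14, edgeR adjusted p = 0.043) against G2-S3. For CIPK1 in G2-S4 vs G2-S3, the call was lost without any one of G2-CK replicates 2 and 3, G2-S3 replicates 1 and 3 and G2-S4 replicates 2 and 3 (0.25 to 0.36). The CIPK1 unigene of Table 5, Cluster-14027.85357, is unlisted in all controls and did not pass the filter on low counts, and its mean in G2-S4 was at least 9.51-fold the limit in the controls. HKT9 rose to 18.0 ± 1.23 CPM (2.34 (SE 0.17, edgeR adjusted p = 4.82e-06), and 1.28 (SE 0.16, edgeR adjusted p = 8.86e-05) against G2-S3), with Cluster-14027.54233 at 3.53 (SE 0.24, edgeR adjusted p = 7.97e-06). The unigene Cluster-14027.81324, listed in all G2-S4 libraries, 1 G2-S3 library and no control, was not called in G2-S4 vs G2-S3 (1.07, SE 0.33, edgeR adjusted p = 0.0529). For Cluster-14027.81324 in G2-S4 vs G2-S3, a call was made without G2-S4 replicate 1 (1.36), with RLE factors (1.10) and with missing values set to 0.5 of their upper limit (1.64). CIPK24 (SOS2), 13 unigenes, was 68.2 ± 4.03, 84.1 ± 5.96 and 114 ± 1.78 CPM in G2-CK, G2-S3 and G2-S4. Its sum was higher in G2-S4 than in the controls (0.74, SE 0.10, edgeR adjusted p = 0.000102) and than in G2-S3 (0.44, SE 0.10, edgeR adjusted p = 0.00297), and also higher in G2-S3 than in the controls (0.30, SE 0.10, edgeR adjusted p = 0.0195). For CIPK24 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 3 (0.26) or G2-S3 replicate 2 (0.25). Among its 10 tested unigenes, 4 were called in G2-S4 vs G2-CK, Cluster-14027.198243 with 1.07 (SE 0.12, edgeR adjusted p = 0.000114).

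**Figure D2:**
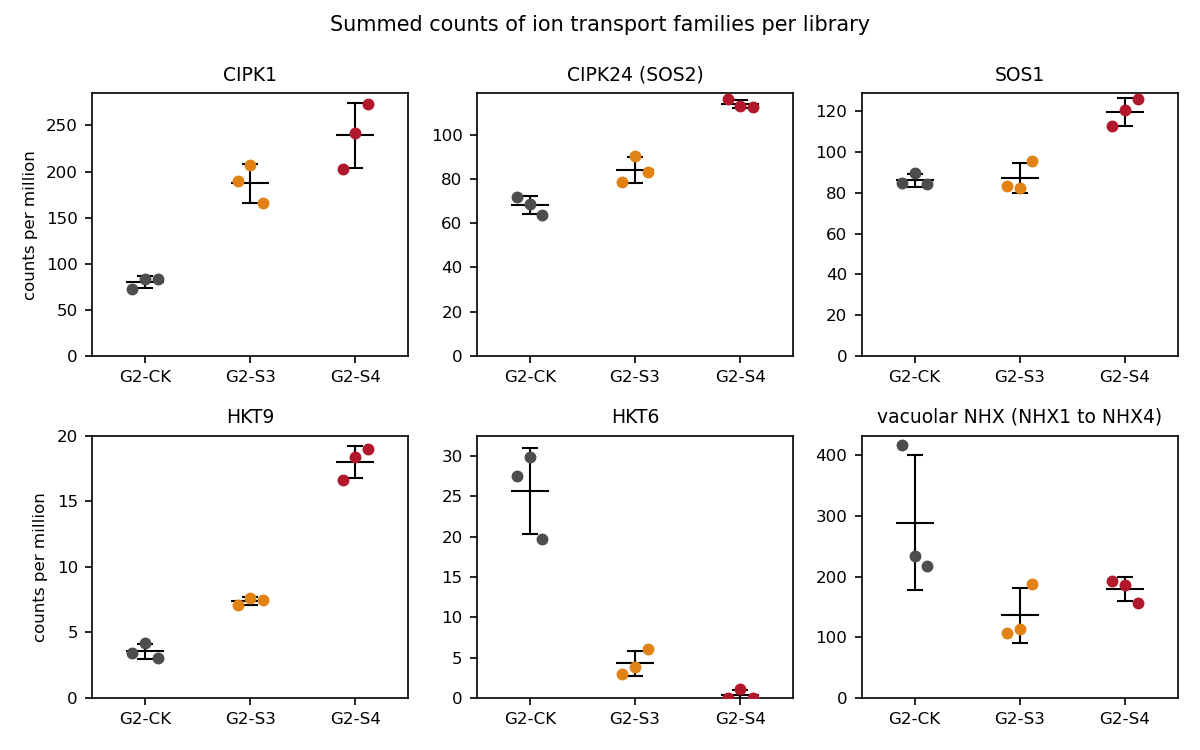
CPM of 6 gene families of ion transport and its regulation in each library, by group, with mean (line) and SD (bar) of 3 libraries. HKT6 falls from 25.7 to 0.352 CPM and HKT9 rises to 18.0 CPM in G2-S4.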

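Vacuolar NHX unigenes changed in both directions in G2-S4 vs G2-CK, 5 higher and 10 lower of 36 tested. The unigene Cluster-14027.155893, described as NHX1, changed by 1.40 (SE 0.16, edgeR adjusted p = 0.000142). The sum of the family was 179 ± 19.7 CPM in G2-S4, -0.69 (SE 0.28, edgeR adjusted p = 0.0533) against the controls, and 0.39 (SE 0.28, edgeR adjusted p = 0.237) against G2-S3. For the family sum in G2-S4 vs G2-CK, a call was made without G2-CK replicate 2 (-0.82), G2-CK replicate 3 (-0.86) or G2-S3 replicate 3 (-0.69), with the family taken by its Nr descriptions (-0.85) and by DESeq2 (-0.69). For the family sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 3 (0.70).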

Morevover, the up regulation of NHX1 expression (*Arabidopsis thaliana* sodium/hydrogen exchanger 1) encoding the vacuolar Na^+^/H^+^ antiporter is observed (Table 5).

### Transcription factors

In our study, DEGs encoding TFs were identified and divided in 16 subfamilies, as showed in Fig. 4, which reports the transcription factor subfamilies sorted by the G2-S4 vs G2-CK DEG number. 

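For the 449 unigenes of Table S3, which the study matched to salt-responsive rice transcription factors, 421 passed the filter on low counts, and 112 of these were called in G2-S3 vs G2-CK, 47 higher and 65 lower. The study marks 87 of the listed unigenes in this comparison, of which 83 were tested and 71 (81.6%) called here, 70 of them in the paper's direction. Adjusted over the list alone, 79 of the 83 were called, which is not independent evidence. The libraries of the 2 groups did not overlap for 79 of them, where chance gives 10%. The number of 71 fell to 43 without G2-CK replicate 2, 47 without G2-CK replicate 3, 44 without G2-S3 replicate 1 and 45 without G2-S3 replicate 2, and to 43 without the filter on low counts.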

The results showed that under S3 severe stress condition, an average of 12 TFs for each family are differently regulated. In particular, 23 DEGs belong to auxin/indole acetic acid (AUX/IAA), 21 to bHLH and 19 to NAC families, respectively, indicating that these are the most represented subfamilies and they probably play a key role in regulating the changes of transcriptional regulation in response to salt (Fig. 4). It worthwhile to mention that among the downregulated genes belonging to G2-S3 vs G2-CK DEGs, a homolog of *Setaria italica* protein TIFY 10B-like (LOC101761171) known to be a repressor of jasmonate (JA) responses, has been found (Table 4). Moreover, a homolog of *Setaria italica* trihelix transcription factor GTL1 (LOC101762434), that acts as negative regulator of water use efficiency [35, 36] has been found up-regulated in G2-S3 vs G2-CK DEGs (Table 4). 

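By family, the called unigenes of Table S3 in G2-S3 vs G2-CK were 12 higher and 4 lower in AUX-IAA, 4 and 12 in NAC, 4 and 10 in MYB-related, 1 and 11 in AP2-EREBP and 1 and 9 in HSF. In the bHLH family 3 were higher and 2 lower, and of the 11 listed dof unigenes 7 were higher and none was lower. These counts cover the unigenes of Table S3 and not all unigenes of each family in the assembly.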

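The unigene Cluster-14027.152638, described as protein TIFY 10b, was 6.08 ± 1.80 CPM in G2-CK and lower in G2-S3 (log2 fold change -2.55, SE 0.41, edgeR adjusted p = 0.00675), and is unlisted in all G2-S4 libraries. Without G2-S3 replicate 2 its log2 fold change was -3.26. For TIFY 10b in G2-S3 vs G2-CK, the call was lost with missing values set to 0 (-2.55). The 15 TIFY 10 unigenes summed changed by -0.73 (SE 0.19, edgeR adjusted p = 0.00747) in G2-S3 vs G2-CK and by -1.16 (SE 0.19, edgeR adjusted p = 0.000502) in G2-S4 vs G2-CK. Their difference between the doses was -0.43 (SE 0.19, edgeR adjusted p = 0.0684). For the TIFY 10 sum in G2-S4 vs G2-CK, the call was lost with the family taken by its Nr descriptions (-0.51). For the TIFY 10 sum in G2-S4 vs G2-S3, a call was made without G2-CK replicate 1 (-0.43) or G2-CK replicate 2 (-0.43).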

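The unigene Cluster-14027.159286 has the Swiss-Prot description trihelix transcription factor GT-2 and was not called in G2-S3 vs G2-CK, with a log2 fold change of 1.48 (SE 0.42, edgeR adjusted p = 0.0672), although every G2-S3 library lay above every control. For Cluster-14027.159286 in G2-S3 vs G2-CK, a call was made without G2-CK replicate 1 (2.09) and by DESeq2 (1.49). Summed over 20 unigenes, GTL1 changed by 0.31 (SE 0.13, edgeR adjusted p = 0.0559) at the severe dose. For the GTL1 sum in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.34), without the most abundant unigene (0.60) and by DESeq2 (0.31). At the extreme dose the sum changed by 1.25 (SE 0.13, edgeR adjusted p = 2.84e-05) against the controls and 0.94 (SE 0.13, edgeR adjusted p = 0.000131) against G2-S3. The GTL1 unigenes of Tables 5 and 6 were called, Cluster-14027.159287 with 2.87 (SE 0.24, edgeR adjusted p = 2.39e-05) in G2-S4 vs G2-CK and Cluster-14027.184776, which has no Swiss-Prot description, with 2.69 (SE 0.47, edgeR adjusted p = 0.00386) in G2-S4 vs G2-S3. For Cluster-14027.184776 in G2-S4 vs G2-S3, the call was lost by DESeq2 (2.77) and with missing values set to 0 (3.07).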

Finally, homologs of *Setaria italica* bZIP *ABSCISIC ACID-INSENSITIVE* 5-like protein 7 functioning as transcriptional activator in the ABA-inducible expression of rd29B have been also found among the up-regulated clusters. 

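The unigene Cluster-14027.107730, with the Swiss-Prot description bZIP transcription factor 23, was 7.16 ± 1.49 CPM in G2-CK and 20.2 ± 2.56 CPM in G2-S3 (1.50, SE 0.26, edgeR adjusted p = 0.00983). For Cluster-14027.107730 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (1.37) and without the filter on low counts (1.50). Its value in G2-S4 was 10.5 ± 4.13 CPM. The 4 unigenes described as ABSCISIC ACID-INSENSITIVE 5-like protein 7 summed to a log2 fold change of 0.38 (SE 0.15, edgeR adjusted p = 0.0493) in G2-S3 vs G2-CK and 0.63 (SE 0.15, edgeR adjusted p = 0.00442) in G2-S4 vs G2-CK, where Cluster-14027.82197 changed by 1.67 (SE 0.30, edgeR adjusted p = 0.00194). For their sum in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1, 2 and 3 and G2-S4 replicates 1 and 3 (0.34 to 0.41), without the most abundant unigene (0.40) and by DESeq2 (0.38). For their sum in G2-S4 vs G2-CK, the call was lost without the most abundant unigene (0.54) and with the family taken by its Nr descriptions (0.37). For their sum in G2-S4 vs G2-S3, a call was made without G2-S4 replicate 2 (0.40).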

The role of these differently regulated clusters will be discussed below.

**Fig. 4:**
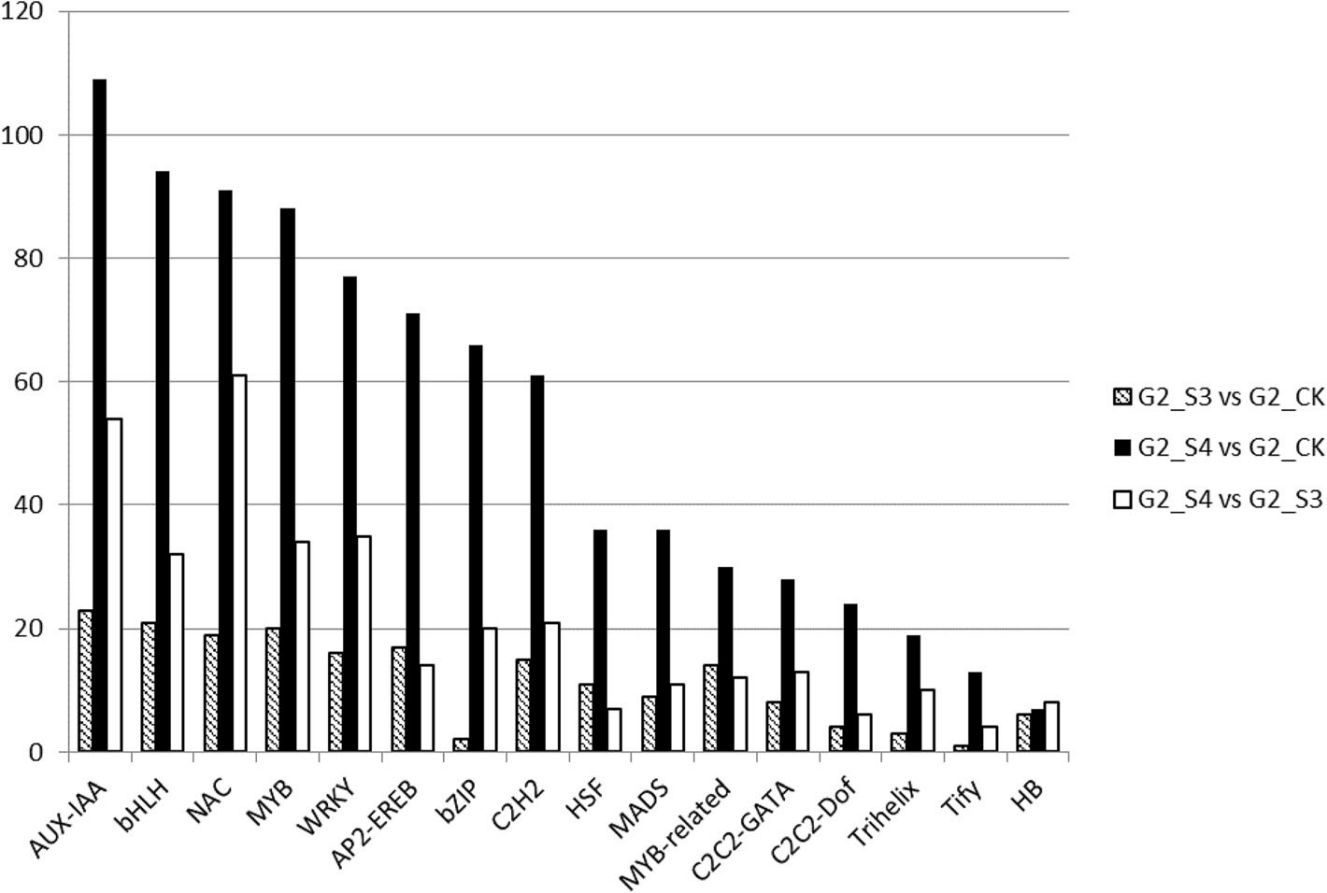
Distribution of transcription factors responsive to salt stress. Data are sorted by number of G2-S4 vs G2 CK DEGs. Only categories with more than 3 DEGs identified as transcription factors are shown

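In G2-S4 vs G2-CK, 355 of the 421 tested transcription factor unigenes of Table S3 were called, 222 of them higher. In NAC 42 were higher and 9 lower, in MYB 27 and 16, in AUX-IAA 24 and 15, in bHLH 16 and 9, in WRKY 16 and 10 and in AP2-EREBP 16 and 17. Besides AP2-EREBP, lower unigenes outnumbered the higher ones in HSF (16 against 9), MADS (10 against 7), MYB-related (12 against 11) and Tify (4 against 3). All 11 dof unigenes were higher. These counts cover the unigenes of Table S3 alone.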

In the G2-S4 vs G2-CK comparison, a deeper modification of the transcription regulation is detected since an average of 53 TFs for each family resulted differently regulated in comparison with untreated samples, being the bHLH (94 DEGs), AUX/IAA (109 DEGs), MYB (88 DEGs) and NAC (91 DEGs) subfamilies the most represented (Fig. 4). 

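Of the unigenes that Table S3 marks, 378 in G2-S4 vs G2-CK and 176 in G2-S4 vs G2-S3, 336 (88.9%) and 156 (88.6%) were called here in the same comparison, 336 and 153 in the paper's direction. Tested were 358 and 166, of which 354 and 166 were called when adjusted over the list alone. This is not independent evidence, as the study selected the marked unigenes from these libraries. In G2-S4 vs G2-S3, 228 of all listed unigenes were called, 163 higher and 65 lower.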

A comparative analysis performed using the available database of rice transcription factors under salt stress led to the identification of 449 *A. donax* unigenes, corresponding to high confidence rice TF homologs previously identified as salt or salt/drought genes (Additional file 5: Table S3) [37]. Probably because of the altered water potential under salt stress, the majority of these genes (434) are also responsive to drought. A total of 15 genes are specifically responding to salt (Additional file 5: Table S3), and among them, 9 (six up regulated and three downregulated) belong to the AP2-EREBP family [38]. 

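The 15 transcription factor unigenes that Table S3 lists as responding to salt alone include 13 that passed the filter on low counts. In G2-S4 vs G2-CK 12 of them were called, and the MYB unigene Cluster-14027.248285 was not (log2 fold change 1.00, edgeR adjusted p = 0.093). The AP2-EREBP unigenes Cluster-14027.250058 and Cluster-9227.0 were not tested. In G2-S3 vs G2-CK 1 was called, the AP2-EREBP unigene Cluster-14027.4111 (-1.75, edgeR adjusted p = 0.0106). A call at one dose alone does not show a difference between the doses, and 5 of the 15 were called in G2-S4 vs G2-S3. These 4 unigenes are named because they fall outside the common result, after their values were seen.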

Interestingly, 14 out of the 15 specific salt-related transcription factors are differently regulated exclusively in extreme salt stress condition (G2-S4 vs G2-CK) (Additional file 5: Table S3).

### Hormone regulation of salt stress response

We focused our attention on the main plant hormones involved in salt stress response, such as abscisic acid, brassinosteroid, ethylene, auxin/IAA and jasmonic acid [39, 40]. 

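Among the families of abscisic acid biosynthesis, zeaxanthin epoxidase rose from 197 ± 16.1 CPM in G2-CK to 309 ± 62.8 CPM in G2-S3 (0.65, SE 0.19, edgeR adjusted p = 0.0116, 4 of 13 tested unigenes called higher). For zeaxanthin epoxidase in G2-S3 vs G2-CK, the call was lost with the family taken by its Nr descriptions (0.41). NCED changed by 0.65 (SE 0.34, edgeR adjusted p = 0.118) and was not called. For NCED in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 2 (0.92). The aldehyde oxidases are treated with auxin, under the description indole-3-acetaldehyde oxidase. ABA 8'-hydroxylase, the catabolic enzyme, summed to 34.5 ± 5.03 CPM in G2-CK and 39.7 ± 8.36 CPM in G2-S3 (0.20, SE 0.17, edgeR adjusted p = 0.313), and 4 of its 17 tested unigenes were called higher and 1 lower. For the ABA 8'-hydroxylase sum in G2-S3 vs G2-CK, a call was made without the most abundant unigene (0.65). The unigene of Table 4, Cluster-14027.74861, is listed in none of the controls and in 2 of 3 G2-S3 libraries and was not called in any of the fits (edgeR adjusted p = 0.766).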

The analysis of G2-S3 vs G2-CK data set revealed that the genes involved in abscisic acid biosynthesis (NCED, zeathaxin oxidase and aldehyde oxidase) are not differently regulated by the long term salt stress, otherwise homolog of *Triticum urartu* (Nr ID: EMS68885.1) abscisic acid 8′-hydroxylase 1 (LOC101782596), involved in ABA catabolism, has been found among the up-regulated genes (Table 4). Based on these differential expressions, it seems that circulating ABA is channeled in a degradation pathway and the plant responds to prolonged severe stress by lowering ABA levels. Among the up-regulated genes, homologs of *Setaria italica* abscisic acid receptor PYL8 (LOC101768693), of *Setaria italica* ABSCISIC ACID-INSENSITIVE 5-like protein 7 (LOC101778442), *Setaria italica* abscisic acid receptor PYR1-like (LOC101776342), *Oryza sativa* serine/threonine-protein kinase SnRK (SnRK) and to *Setaria italica* probable protein phosphatase 2C 30 (LOC101766228) were discovered. 

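PYL8 (Cluster-14027.144393) was 82.7 ± 11.5 CPM in G2-CK and 186 ± 28.3 CPM in G2-S3 (1.17, SE 0.14, edgeR adjusted p = 0.0018). The unigene named PYR1-like by its Nr entry, Cluster-14027.137264, has the Swiss-Prot description ATP-dependent (S)-NAD(P)H-hydrate dehydratase and was not called (1.24, SE 0.34, edgeR adjusted p = 0.0613). For Cluster-14027.137264 in G2-S3 vs G2-CK, a call was made by DESeq2 (1.25). SnRK (Cluster-14027.173535, Swiss-Prot description SAPK10) changed by 1.41 (SE 0.19, edgeR adjusted p = 0.00285), and protein phosphatase 2C 30 (Cluster-14027.235757) by 2.62 (SE 0.73, edgeR adjusted p = 0.064). For Cluster-14027.235757 in G2-S3 vs G2-CK, a call was made without G2-CK replicate 2 (4.84). As family sums, the PYR/PYL receptors changed by 0.70 (SE 0.11, edgeR adjusted p = 0.000426) with 2 unigenes called higher and 4 lower of 16, and protein phosphatase 2C 30 by 1.2 (SE 0.20, edgeR adjusted p = 0.000466). For protein phosphatase 2C 30 in G2-S3 vs G2-CK, the call was lost without the most abundant unigene (0.68) and with the family taken by its Nr descriptions (0.51).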

According to these results, although ABA levels seems to be lowered, as the up regulation of abscisic acid 8′-hydroxylase homolog suggests, ABA signal is probably persisting since ABA nucleoplasmatic receptors are up-regulated as well as the SnRK2 which active many downstream ABA-responsive processes [39]. 

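The 84 unigenes described as SAPK (the SnRK2 kinases of rice) summed to 491 ± 20.3 CPM in G2-CK and 606 ± 15.9 CPM in G2-S3 (0.30, SE 0.09, edgeR adjusted p = 0.0139), with 10 of 63 tested unigenes called higher and 1 lower. For the SAPK sum in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 3 (0.29) or G2-S3 replicate 1 (0.28). Abscisic acid itself was not measured in these libraries.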

As regards G2-S4 vs G2-CK and G2-S4 vs G2-S3 sample data, *Setaria italica* abscisic acid 8′-hydroxylase 3 (LOC101760218) and *Setaria italica* abscisic acid receptor PYL8 (LOC101768693) are up-regulated (Tables 5 and 6). Moreover, the downregulation of homolog to *Oryza sativa* 9-cis-epoxycarotenoid dioxygenase (NCED) in the G2-S4 vs G2-S3 comparison, which is not detected in the G2-S3 vs G2-CK, is observed and it might more clearly indicate that ABA synthesis is not induced in samples subjected to long-term extreme salt stress. 

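At the extreme dose the sum of ABA 8'-hydroxylase was 109.9 ± 10.7 CPM, 1.67 (SE 0.17, edgeR adjusted p = 3.06e-05) against the controls and 1.47 (SE 0.17, edgeR adjusted p = 5.47e-05) against G2-S3, and 7 of 17 tested unigenes were called higher in each comparison. The unigenes of Tables 5 and 6 changed by 4.06 (SE 0.40, edgeR adjusted p = 6.15e-05) (Cluster-14027.234361, G2-S4 vs G2-CK) and 2.35 (SE 0.30, edgeR adjusted p = 0.000793) (Cluster-14027.234358, G2-S4 vs G2-S3). PYL8 (Cluster-14027.144393) changed by 1.23 (SE 0.14, edgeR adjusted p = 0.000146) against the controls. The PYR/PYL sum changed by 0.75 (SE 0.11, edgeR adjusted p = 0.00025) against the controls and by 0.05 (SE 0.11, edgeR adjusted p = 0.687) between the doses. SAPK kinases rose by 0.70 (SE 0.09, edgeR adjusted p = 8.86e-05) and 0.40 (SE 0.09, edgeR adjusted p = 0.00322), and protein phosphatase 2C 30 by 1.74 (SE 0.20, edgeR adjusted p = 4.66e-05) and 0.54 (SE 0.19, edgeR adjusted p = 0.0319), in G2-S4 vs G2-CK and G2-S4 vs G2-S3. For the SAPK sum in G2-S4 vs G2-S3, the call was lost with the family taken by its Nr descriptions (0.08). For protein phosphatase 2C 30 in G2-S4 vs G2-CK, the call was lost with the family taken by its Nr descriptions (0.55). For protein phosphatase 2C 30 in G2-S4 vs G2-S3, the call was lost without any one of G2-S3 replicates 1 and 3 and G2-S4 replicates 2 and 3 (0.42 to 0.51), without the most abundant unigene (0.31) and with the family taken by its Nr descriptions (0.04).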

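The NCED unigene Cluster-14027.238560 was 2.99 ± 0.769 CPM in G2-S3 and 0.81 ± 0.197 CPM in G2-S4 (log2 fold change -1.87, SE 0.30, edgeR adjusted p = 0.00266), and 1 of the 4 tested NCED unigenes was called in this comparison. The sum of the 14 NCED unigenes changed by -0.61 (SE 0.35, edgeR adjusted p = 0.142) in G2-S4 vs G2-S3 and by 0.04 (SE 0.35, edgeR adjusted p = 0.918) in G2-S4 vs G2-CK. For the NCED sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 2 (-0.88) and with the unigenes passing the filter alone (-0.98). Zeaxanthin epoxidase rose by 1.66 (SE 0.19, edgeR adjusted p = 4.66e-05) against the controls and by 1.01 (SE 0.19, edgeR adjusted p = 0.00108) against G2-S3, with 8 of 13 tested unigenes called higher in each.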

As regards brassinosteroid, in the G2-S3 vs G2-CK data set, homolog of *Setaria italica* cytochrome P450 734A6-like BAS1 (LOC101760518), a brassinosteroid inactivator, is up-regulated indicating that brassinosteroid signaling is likely interrupted in response to S3 severe salt treatment (Table 4). Conversely, by the analysis of the G2-S4 vs G2-CK data set (Table 5), confirmed by the G2-S4 vs G2-S3 comparison (Table 6), we discovered that homolog of *Setaria italica* cytochrome P450 85A1 (LOC101770408) encoding brassinosteroid-6-oxidase 2, that is implicated in brassinosteroid biosynthesis, is up- regulated under extreme salt stress (Table 5). 

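The unigene Cluster-14027.228612, described as cytochrome P450 734A1, was not called in G2-S3 vs G2-CK (1.35, SE 0.37, edgeR adjusted p = 0.0606). For Cluster-14027.228612 in G2-S3 vs G2-CK, a call was made by DESeq2 (1.36). Summed over 12 unigenes, CYP734A was 39.1 ± 2.89 CPM in G2-CK and 33.5 ± 1.43 CPM in G2-S3 (-0.22, SE 0.23, edgeR adjusted p = 0.401), and 1 of 7 tested unigenes was called lower. Its sum in G2-S4 was 55.5 ± 19.1 CPM, 0.51 (SE 0.23, edgeR adjusted p = 0.0718) against the controls and 0.73 (SE 0.23, edgeR adjusted p = 0.0179) against G2-S3. For CYP734A in G2-S4 vs G2-CK, a call was made without G2-S4 replicate 3 (0.76) and with the family taken by its Nr descriptions (0.58). For CYP734A in G2-S4 vs G2-S3, the call was lost without G2-S3 replicate 1 (0.72), G2-S4 replicate 1 (0.50) or G2-S4 replicate 2 (0.66) and without the most abundant unigene (0.19).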

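Cytochrome P450 85A1, summed over 5 unigenes, was 4.56 ± 1.42 CPM in G2-CK, 4.32 ± 1.77 CPM in G2-S3 and 18.8 ± 4.88 CPM in G2-S4. The log2 fold change of G2-S4 was 2.04 (SE 0.34, edgeR adjusted p = 0.000554) against the controls and 2.12 (SE 0.35, edgeR adjusted p = 0.000466) against G2-S3, with all 4 tested unigenes called higher in both, and that of G2-S3 vs G2-CK was -0.08 (SE 0.35, edgeR adjusted p = 0.861). The unigene of Table 5, Cluster-14027.36786, changed by 1.90 (SE 0.41, edgeR adjusted p = 0.00581), and that of Table 6, Cluster-14027.36785, by 2.38 (SE 0.47, edgeR adjusted p = 0.00719), or 3.04 without G2-S3 replicate 3. For Cluster-14027.36786 in G2-S4 vs G2-CK, the call was lost with missing values set to 0 (1.89).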

Transcripts encoding ACC oxidase, namely the ethylene-forming enzyme, have been found up-regulated both under severe (homolog of *Saccharum arundinaceum* 1-aminocyclopropane-1-carboxylate oxidase) and extreme salt stress (homolog of *Oryza brachyantha* 1-aminocyclopropane-1-carboxylate oxidase (LOC102702913). However, in G2-S3 vs G2-CK sample data, none of the ethylene downstream acting genes have been found, neither among the up-regulated nor among the down-regulated clusters (Table 4). Conversely, the analysis of the G2-S4 vs G2-CK revealed that homolog of *Arabidopsis thaliana* receptor ethylene response 1 (ETR 1) is downregulated, whereas clusters related to CTR1 (*Zea mays* serine/threonine-protein kinase CTR1-like) and EIN3 (*Setaria italica* ETHYLENE INSENSITIVE 3-like 3 protein), both implicated in quenching the ethylene signal, are up-regulated (Table 5). 

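ACC oxidase was read from 43 unigenes, of which 3 were called higher and none lower in G2-S3 vs G2-CK, and 9 higher and 4 lower in G2-S4 vs G2-CK. The sum was 203 ± 56.4 CPM in G2-CK, 269.6 ± 7.08 CPM in G2-S3 (0.41, SE 0.17, edgeR adjusted p = 0.0621) and 325 ± 29.3 CPM in G2-S4 (0.68, SE 0.18, edgeR adjusted p = 0.00698). For the ACC oxidase sum in G2-S3 vs G2-CK, a call was made without G2-CK replicate 1 (0.65) and by DESeq2 (0.41). For the ACC oxidase sum in G2-S4 vs G2-CK, the call was lost without the most abundant unigene (0.09) and the sign changed with the family taken by its Nr descriptions (-0.48). The unigenes of the tables changed by 1.56 (SE 0.26, edgeR adjusted p = 0.00829) at the severe dose (Cluster-14027.99729) and by 2.20 (SE 0.30, edgeR adjusted p = 0.000435) at the extreme dose (Cluster-14027.99735). For Cluster-14027.99729 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (1.42).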

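Downstream of ethylene synthesis, the summed receptors changed by 0.01 (SE 0.09, edgeR adjusted p = 0.893) in G2-S3 vs G2-CK with 1 of 30 tested unigenes called lower, CTR1 by -0.09 (SE 0.08, edgeR adjusted p = 0.348) with 2 higher and 3 lower of 44, and EIN3/EIL by -0.06 (SE 0.14, edgeR adjusted p = 0.707) with 1 higher and none lower of 13. No unigene carries the Swiss-Prot description EIN2, while 11 are named EIN2 by their Nr description.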

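The unigene Cluster-14027.89434, named ETR1 in Table 5 and ethylene receptor 4 by Swiss-Prot, is listed in the 3 controls and in no G2-S4 library, and was at least 2.31-fold lower in G2-S4 (edgeR adjusted p = 0.023). For Cluster-14027.89434, whose fitted log2 fold changes are no bounds, in G2-S4 vs G2-CK, the call was lost without any one of G2-CK replicate 1 and G2-S4 replicates 1, 2 and 3 (-1.22 to -0.90), without the filter on low counts (-1.18) and with missing values set to 0 (-8.61). All 34 receptor unigenes summed changed by -0.03 (SE 0.09, edgeR adjusted p = 0.811), with 2 called higher and 5 lower. CTR1 (Cluster-14027.182197) changed by 1.16 (SE 0.25, edgeR adjusted p = 0.00572), and the CTR1 sum by 0.18 (SE 0.08, edgeR adjusted p = 0.0767) against the controls and 0.27 (SE 0.08, edgeR adjusted p = 0.0156) against G2-S3. For the CTR1 sum in G2-S4 vs G2-CK, a call was made with RLE factors (0.21) and by DESeq2 (0.18). For the CTR1 sum in G2-S4 vs G2-S3, the call was lost without G2-S4 replicate 2 (0.24) and the sign changed with the family taken by its Nr descriptions (-0.06). EIN3 (Cluster-14027.226694) changed by 1.45 (SE 0.15, edgeR adjusted p = 7.19e-05) and the sum of 14 EIN3/EIL unigenes by 0.16 (SE 0.14, edgeR adjusted p = 0.348).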

Sharp differences between the response of *A. donax* to salt dose have been detected once we considered the role of auxin/IAA as signal molecule. In this respect, the genes encoding the main biosynthetic enzyme, such as indole-3-pyruvate monooxygenase YUCCA2-like (LOC101757189) [41], is downregulated in G2-S3 vs G2-CK comparison indicating that severe salt stress seems not to implicate an increase in IAA levels. 

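The YUCCA2-like unigene Cluster-14027.265476 was 1.45 ± 0.419 CPM in G2-CK and is listed in 1 of 3 G2-S3 libraries, a log2 fold change of -2.85 (SE 0.44, edgeR adjusted p = 0.00573). For Cluster-14027.265476 in G2-S3 vs G2-CK, the call was lost with missing values set to 0 (-4.02). The 32 YUCCA unigenes summed changed by -0.69 (SE 0.32, edgeR adjusted p = 0.0751), with 1 of 19 tested unigenes called higher and 5 lower. For the YUCCA sum in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (-0.97) or G2-S4 replicate 3 (-0.69).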

Analyzing the response to extreme salt stress upon *A. donax* leaves, we found a strong induction of different clusters relative to YUCCA-like indole-3-pyruvate monooxygenases, which have been described as a high redundant gene family [41]. 

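Of the 19 tested YUCCA unigenes, 5 were called higher and 7 lower in G2-S4 vs G2-CK. Their sum was 59.2 ± 7.17 CPM in G2-CK and 53.1 ± 21.7 CPM in G2-S4, a log2 fold change of -0.16 (SE 0.31, edgeR adjusted p = 0.68), smaller than the spread of the replicates. In G2-S4 vs G2-S3 it was 0.54 (SE 0.32, edgeR adjusted p = 0.152), with 4 unigenes called higher and 5 lower. For the YUCCA sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 3 (0.82) or G2-S4 replicate 3 (0.83) and with the family taken by its Nr descriptions (1.18).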

Unfortunely, several clusters are also found among the downregulated genes thus rendering difficult to make general conclusions (data not shown). However, a homolog of *Zea mays* indole-3-acetaldehyde oxidase (AAO), involved in the biosynthesis of auxin, is upregulated in S4 samples and also in the G2-S4 vs G2-S3 comparison suggesting that IAA might be synthesized in S4 extreme conditions (Table 6). Moreover, exclusively under extreme stress condition a homolog of auxin responsive GH3 gene family, regulating levels of biologically active auxin, is also up-regulated (Table 5). 

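The indole-3-acetaldehyde oxidase unigene Cluster-14027.190058 was 9.57 ± 1.59 CPM in G2-CK and 23.7 ± 2.67 CPM in G2-S4 (1.31, SE 0.15, edgeR adjusted p = 0.000121). Summed over 34 unigenes, the enzyme changed by -0.03 (SE 0.12, edgeR adjusted p = 0.856) in G2-S3 vs G2-CK, 0.08 (SE 0.12, edgeR adjusted p = 0.573) in G2-S4 vs G2-CK and 0.11 (SE 0.12, edgeR adjusted p = 0.442) in G2-S4 vs G2-S3, and 2 of 20 tested unigenes were called higher in each of the comparisons with G2-S4.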

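The GH3.8 unigene of Table 5, Cluster-14027.58358, is listed in 1 of the 9 libraries, G2-S3 replicate 1, and did not pass the filter on low counts. GH3 unigenes summed to 247 ± 20.3 CPM in G2-CK, 297 ± 53.8 CPM in G2-S3 (0.26, SE 0.13, edgeR adjusted p = 0.103) and 317 ± 9.32 CPM in G2-S4 (0.36, SE 0.13, edgeR adjusted p = 0.0357), with 4 of 32 tested unigenes called higher and none lower in G2-S4 vs G2-CK. For the GH3 sum in G2-S4 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3 and G2-S4 replicates 1, 2 and 3 (0.31 to 0.38) and without the most abundant unigene (0.18). The difference between the doses was 0.10 (SE 0.13, edgeR adjusted p = 0.534). For the GH3 sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 3 (0.26).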

Finally, homolog of *Oryza sativa subsp. japonica* jasmonic acid-amido synthetase JAR1 is down regulated in G2-S4 vs G2-CK comparison (Table 5) but not in the G2-S3 vs G2-CK samples indicating that under extreme salt stress conditions jasmonic acid biosynthesis might be impaired.

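The JAR1 unigene of Table 5, Cluster-14027.189947, is listed in 2 controls and in no salt-treated library and did not pass the filter on low counts. Over all 26 JAR1 unigenes the sum was 238 ± 18.6 CPM in G2-CK and 302 ± 10.3 CPM in G2-S4, a log2 fold change of 0.34 (SE 0.14, edgeR adjusted p = 0.0505) that was not called, and 2 of 23 tested unigenes were called higher and none lower. For the JAR1 sum in G2-S4 vs G2-CK, a call was made without G2-CK replicate 1 (0.41) or G2-S3 replicate 3 (0.34), with missing values set to their upper limit (0.35), with RLE factors (0.37), with the unigenes passing the filter alone (0.35) and by DESeq2 (0.34). Under the severe dose the sum changed by 0.24 (SE 0.14, edgeR adjusted p = 0.144).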

### ROS scavenging regulatory mechanisms

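Ascorbate peroxidase, 65 unigenes, summed to 1382 ± 99.4 CPM in G2-CK and 1876 ± 267 CPM in G2-S3 (0.44, SE 0.11, edgeR adjusted p = 0.00584), with 11 of 57 tested unigenes called higher and none lower. The cytosolic ascorbate peroxidase 1 unigene Cluster-14027.179813 changed by 1.69 (SE 0.24, edgeR adjusted p = 0.00389). For the superoxide dismutases, the Cu-Zn enzyme changed by -0.23 (SE 0.09, edgeR adjusted p = 0.0497) and the Fe enzyme by -0.40 (SE 0.11, edgeR adjusted p = 0.00794). For the Cu-Zn enzyme in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1, 2 and 3 and G2-S4 replicates 1 and 2 (-0.27 to -0.19) and with RLE factors (-0.22). For the Fe enzyme in G2-S3 vs G2-CK, the call was lost with the family taken by its Nr descriptions (-0.16).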

The analysis of G2-S3 vs G2-CK revealed that, among the antioxidant enzymes, ascorbate peroxidase (APX) expression is up-regulated suggesting that H_2_O_2_ could be the main ROS the *A. donax* cells have to cope with under severe salt stress (Table 4). 

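Of 186 tested glutathione S-transferase (GST) unigenes, 9 were called higher and 9 lower in G2-S3 vs G2-CK, among the higher ones GST 23 (Cluster-14027.36507, 1.39, SE 0.21, edgeR adjusted p = 0.00533). The sum of all 289 was 1453 ± 124 CPM in G2-CK and 1664 ± 173 CPM in G2-S3 (0.20, SE 0.10, edgeR adjusted p = 0.109). For the GST sum in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.28).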

Many GSTs are also up-regulated concordantly with their role in salt stress relief [42, 43]. Also the plastid NADP-malic dehydrogenase, reducing oxalacetate to malate, thus regenerating the NADP^+^, is among the up-regulated genes of the G2-S3 vs G2-CK data set, this result being consistent with the electron drainage from an over-reduced photosynthetic chain to other cellular compartments, in particular towards the mitochondria. Indeed, homolog of the mitochondrial malate dehydrogenase (MHD) are also induced by salinity (Table 4). 

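The Table 4 entry, Cluster-14027.206288, is described as chloroplastic NADP-dependent malic enzyme and changed by 1.49 (SE 0.31, edgeR adjusted p = 0.0208). For Cluster-14027.206288 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3 and G2-S3 replicates 1 and 2 (1.34 to 1.46), without the filter on low counts (1.49) and with missing values set to 0 (1.48). All 33 NADP-dependent malic enzyme unigenes summed changed by 0.58 (SE 0.13, edgeR adjusted p = 0.00313), with 11 of 29 tested unigenes called higher. The 29 unigenes described as chloroplastic NADP-malate dehydrogenase summed to 699.7 ± 59.2 CPM in G2-CK and 631 ± 75.2 CPM in G2-S3 (-0.15, SE 0.11, edgeR adjusted p = 0.257), and edgeR called 0 of 21 tested (1 higher and 1 lower at an unadjusted p under 0.05, 0 by DESeq2).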

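Mitochondrial malate dehydrogenase 2 (Cluster-14027.147540) was 23.8 ± 1.07 CPM in G2-CK and 55.8 ± 12.8 CPM in G2-S3 (1.23, SE 0.16, edgeR adjusted p = 0.00236). The NAD-dependent malate dehydrogenases, 46 unigenes, summed to a log2 fold change of 0.42 (SE 0.09, edgeR adjusted p = 0.00236), with 8 of 39 tested unigenes called higher and none lower. In G2-S4 vs G2-CK this sum changed by 0.15 (SE 0.09, edgeR adjusted p = 0.157) and in G2-S4 vs G2-S3 by -0.27 (SE 0.09, edgeR adjusted p = 0.0221). For the sum in G2-S4 vs G2-CK, a call was made without the most abundant unigene (0.30) and the sign changed with the family taken by its Nr descriptions (-0.20). For the sum in G2-S4 vs G2-S3, the call was lost without G2-S3 replicate 1 (-0.27), G2-S3 replicate 2 (-0.19) or G2-S4 replicate 2 (-0.26) and without the most abundant unigene (-0.13).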

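Chloroplastic NADP-malate dehydrogenase was lower in G2-S4 than in the controls (-0.89, SE 0.11, edgeR adjusted p = 8.44e-05, 15 of 21 tested unigenes called lower) and than in G2-S3 (-0.74, SE 0.11, edgeR adjusted p = 0.000288). The malic enzyme unigene of Table 5, Cluster-14027.42850, is unlisted in G2-CK and G2-S3 and was at least 8.11-fold higher in G2-S4 than in G2-CK (edgeR adjusted p = 0.000142), while that of Table 6, Cluster-14027.104252, at least 1.27-fold higher than the limit in G2-S3, was not called (edgeR adjusted p = 0.524). For Cluster-14027.104252, a call was made with missing values set to 0.5 of their upper limit. Summed, NADP-dependent malic enzyme rose by 1.66 (SE 0.13, edgeR adjusted p = 5.49e-06) against the controls and 1.08 (SE 0.13, edgeR adjusted p = 5.72e-05) against G2-S3. Alternative oxidase was 272 ± 43.2, 352 ± 75.2 and 491 ± 50.9 CPM in G2-CK, G2-S3 and G2-S4, a change of 0.85 (SE 0.17, edgeR adjusted p = 0.00195) against the controls and 0.48 (SE 0.17, edgeR adjusted p = 0.0344) against G2-S3, with 7 and 4 of 21 tested unigenes called higher and none lower. Its unigenes of the tables changed by 2.02 (edgeR adjusted p = 0.000729) (Cluster-14027.184286, G2-S4 vs G2-CK) and 1.33 (edgeR adjusted p = 0.00509) (Cluster-14027.141579, G2-S4 vs G2-S3). For alternative oxidase in G2-S4 vs G2-CK, the call was lost with the family taken by its Nr descriptions (0.72). For alternative oxidase in G2-S4 vs G2-S3, the call was lost without any one of G2-S3 replicates 1 and 3 and G2-S4 replicates 1 and 2 (0.34 to 0.48), without the most abundant unigene (0.36) and with the family taken by its Nr descriptions (0.46).

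Tables 5 and 6 also list superoxide dismutases. The Cu-Zn unigene Cluster-14027.154629 changed by 3.56 (edgeR adjusted p = 0.000156) in G2-S4 vs G2-CK, or 4.21 without G2-CK replicate 2, and Cluster-14027.159513 by 1.17 (edgeR adjusted p = 0.000388) in G2-S4 vs G2-S3, whereas the Fe unigenes Cluster-14027.237926 and Cluster-14027.172733 changed by -1.20 and -1.19 in the same comparisons (edgeR adjusted p = 0.000211 and 0.0017). As sums, the Cu-Zn enzymes changed by 0.17 (SE 0.09, edgeR adjusted p = 0.131) and 0.40 (SE 0.09, edgeR adjusted p = 0.00389), and the Fe enzymes by -0.94 (SE 0.11, edgeR adjusted p = 4.66e-05) and -0.54 (SE 0.11, edgeR adjusted p = 0.00156). For the Cu-Zn sum in G2-S4 vs G2-CK, the sign changed with the family taken by its Nr descriptions (-0.33). For the Cu-Zn sum in G2-S4 vs G2-S3, the sign changed with the family taken by its Nr descriptions (-0.01).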

As concerns either the G2-S4 vs G2-CK or G2-S4 vs G2-S3 comparisons (Tables 5 and 6), the plastid NADP-malic dehydrogenase and alternative oxidase (AOX), that transfers electrons towards the respiratory electron chain for energy dissipation, are unequivocally up regulated under extreme salt stress conditions.

### Osmolyte biosynthesis

The accumulation of compatible osmolytes, such as proline, glycine betaine, polyamines and sugar alcohols plays a key role in maintaining the low intracellular osmotic potential of plants and in preventing the harmful effects of salinity stress [23, 40, 44]. In our study, 1-delta-pyrroline-5-carboxylate synthase (P5CS), the key enzyme of proline biosynthesis, was found up regulated in all comparisons (G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3) (Tables 4, 5 and 6) suggesting that proline accumulation might represent a pivotal mechanism to overcome the hypersaline conditions and adjust the osmotic status in *A. donax*. 

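P5CS, 20 unigenes, summed to 145 ± 15.7 CPM in G2-CK, 338 ± 83.2 CPM in G2-S3 and 1686 ± 114 CPM in G2-S4. Its log2 fold change was 1.22 (SE 0.18, edgeR adjusted p = 0.000195), 3.54 (SE 0.19, edgeR adjusted p = 8.52e-07) and 2.32 (SE 0.18, edgeR adjusted p = 5.49e-06) in G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3, with 12, 15 and 15 of 15 tested unigenes called higher. The P5CS unigene Cluster-14027.146844 changed by 4.07 (SE 0.48, edgeR adjusted p = 0.00172) and 6.80 (SE 0.53, edgeR adjusted p = 1.74e-05) against the controls, and Cluster-14027.166473 by 4.39 (SE 0.30, edgeR adjusted p = 2.69e-05) between the doses.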

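The proline dehydrogenase unigene Cluster-14027.163839 was 30.1 ± 15.6 CPM in G2-CK and 4.20 ± 1.83 CPM in G2-S3 (log2 fold change -2.84, SE 0.48, edgeR adjusted p = 0.00841). For Cluster-14027.163839 in G2-S3 vs G2-CK, the call was lost without G2-S3 replicate 1 (-2.78) and without the filter on low counts (-2.82). Summed over 10 unigenes the enzyme was 320.4 ± 120.3 CPM in G2-CK and 149 ± 66.1 CPM in G2-S3 (-1.11, SE 0.37, edgeR adjusted p = 0.0239), and 1 of the 10 was called lower. For the sum in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 1 (-0.75), G2-S3 replicate 1 (-0.88) or G2-S3 replicate 2.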

Consistent with its catabolic role, proline dehydrogenase (PDH) expression is down regulated in G2-S3 vs G2-CK data set suggesting that the mitochondrial degradation of proline is prevented (Table 4). Conversely, PDH and 1-delta-pyrroline-5-carboxylate dehydrogenase (P5CSDH), both involved in proline catabolism, resulted up regulated in both G2-S4 vs G2-CK and G2-S4 vs G2-S3 data sets (Tables 5 and 6). 

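At the extreme dose proline dehydrogenase summed to 213 ± 74.4 CPM, a change of -0.59 (SE 0.37, edgeR adjusted p = 0.176) against the controls, with 1 unigene called higher and 3 lower, and of 0.52 (SE 0.37, edgeR adjusted p = 0.228) against G2-S3, with 2 called higher and 2 lower. Neither sum was called. For the sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 3 (0.94). P5C dehydrogenase, 6 unigenes, was 57.7 ± 0.948, 58.7 ± 5.08 and 153 ± 4.80 CPM in G2-CK, G2-S3 and G2-S4 and changed by 1.41 (SE 0.10, edgeR adjusted p = 3.79e-06) and 1.38 (SE 0.10, edgeR adjusted p = 3.88e-06) in the comparisons with G2-S4. Its unigene Cluster-14027.197137 changed by 1.69 (SE 0.11, edgeR adjusted p = 6.96e-06) and 1.72 (SE 0.11, edgeR adjusted p = 1.91e-05). Against the controls, the sum at the severe dose changed by 0.03 (SE 0.10, edgeR adjusted p = 0.838).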

Biosynthesis pathway of betaine comprises a two steps oxidation of choline in which betaine aldehyde dehydrogenase (BADH) synthesizes betaine from betaine aldehyde. BADH expression is up regulated in G2-S4 vs G2-CK and G2-S4 vs G2-S3 comparisons indicating that betaine might play a crucial role under S4 extreme stress conditions (Tables 5 and 6). 

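BADH, 27 unigenes, was 262 ± 18.9 CPM in G2-CK, 370.2 ± 96.5 CPM in G2-S3 and 451 ± 28.6 CPM in G2-S4. Against the controls the sum changed by 0.79 (SE 0.18, edgeR adjusted p = 0.00333) at the extreme dose, with 6 of 22 tested unigenes called higher and none lower, and by 0.50 (SE 0.18, edgeR adjusted p = 0.0307) at the severe dose, with 3 higher and 3 lower. For the BADH sum in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 2 and G2-S3 replicates 1 and 2 (0.34 to 0.48) and the sign changed without the most abundant unigene (-0.01) and with the family taken by its Nr descriptions (-0.07). Between the doses it changed by 0.28 (SE 0.18, edgeR adjusted p = 0.173), with 8 unigenes called higher and none lower. For the BADH sum in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 2 (0.45), without the most abundant unigene (0.55) and with the family taken by its Nr descriptions (0.61). The unigenes of the tables changed by 1.47 (SE 0.17, edgeR adjusted p = 0.000129) (Cluster-14027.163909, BADH 2, G2-S4 vs G2-CK) and 1.65 (SE 0.13, edgeR adjusted p = 6.36e-05) (Cluster-14027.116788, BADH 1, G2-S4 vs G2-S3).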

Due to their cationic nature, polyamines can interact with proteins, nucleic acids, membrane phospholipids and cell wall constituents, either activating or stabilizing these molecules. Considering all the comparison data set, clusters encoding arginine decarboxylase (ADC, polyamine biosynthetic enzyme) are up-regulated suggesting that polyamines biosynthesis is induced during long term salt stress in *A.donax*, having most likely a role in the salt tolerance mechanism, both under severe and extreme stress condition (Tables 4, 5 and 6). In addition, clusters homolog to ornithine decarboxylase (ODC) and to spermine synthase (SPMS) are exclusively up-regulated in G2-S4 vs G2-CK comparison, indicating that a stronger activation of the polyamine biosynthesis occurs under extreme salt stress, also involving the polyamine biosynthetic pathway starting from ornithine by the action of ODC (Table 5). 

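Arginine decarboxylase rose from 51.9 ± 4.06 CPM in G2-CK to 427 ± 192 CPM in G2-S3 and 1219 ± 294 CPM in G2-S4, summed over 15 unigenes. The log2 fold changes were 3.04 (SE 0.32, edgeR adjusted p = 3.54e-05), 4.55 (SE 0.35, edgeR adjusted p = 5.49e-06) and 1.51 (SE 0.30, edgeR adjusted p = 0.00181) in G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3. The unigene Cluster-14027.196396 changed by 4.64 (SE 0.46, edgeR adjusted p = 0.000878), 6.47 (SE 0.50, edgeR adjusted p = 1.59e-05) and 1.83 (SE 0.40, edgeR adjusted p = 0.0114). For Cluster-14027.196396 in G2-S4 vs G2-S3, the call was lost without G2-S3 replicate 1 (1.81) and without the filter on low counts (1.86). Of the 15 tested unigenes, 4, 7 and 4 were called higher, and 3 and 1 lower in the 2 comparisons with G2-S4.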

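The only unigene described as ornithine decarboxylase, Cluster-5159.0, is listed in 1 of the 9 libraries, G2-S4 replicate 3, with 16 reads, and did not pass the filter on low counts. Spermine synthase, 17 unigenes, was 76.8 ± 3.59, 94.7 ± 11.1 and 128 ± 10.8 CPM in G2-CK, G2-S3 and G2-S4. Its sum changed by 0.74 (SE 0.12, edgeR adjusted p = 0.000368) in G2-S4 vs G2-CK, where Cluster-14027.211822 changed by 0.96 (SE 0.11, edgeR adjusted p = 0.000134), and by 0.44 (SE 0.12, edgeR adjusted p = 0.0077) in G2-S4 vs G2-S3. At the severe dose it changed by 0.30 (SE 0.12, edgeR adjusted p = 0.043), with 2 unigenes called higher and 1 lower. For spermine synthase in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 2 and 3 (0.22 to 0.34), without the most abundant unigene (0.25) and with the family taken by its Nr descriptions (0.29).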

Sugar alcohols are compatible solutes classified into two major types cyclic (e.g., pinitol) and acyclic (e.g., mannitol) [40]. In our study, neither mannitol-1-phosphate dehydrogenase (*mldh*) nor inositol methyl transferase (*imt*) transcripts, respectively involved in mannitol and pinitol biosynthesis, were in the all the comparisons under investigation, indicating that the synthesis of these compounds might be not crucial for salt stress overcoming in *A. donax*.

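None of the 255855 listed unigenes carries a Swiss-Prot description of mannitol dehydrogenase or of inositol methyltransferase. By the Nr description, which is not the source of the family sums, 10 unigenes are named mannitol dehydrogenase, and none is named inositol methyltransferase. A gene whose expression stays at or below 0.3 FPKM in every library is not in the lists, so its absence from them leaves open how far it is expressed.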

### Photosynthesis and photorespiration

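In G2-S3 vs G2-CK, the Rubisco small subunit, 14 unigenes, went from 3198 ± 292 to 2197 ± 173 CPM (-0.54, SE 0.10, edgeR adjusted p = 0.00111), with 4 of 10 tested unigenes called lower and none higher. The Rubisco large subunit, 3 unigenes, changed by -0.25 (SE 0.14, edgeR adjusted p = 0.136), and edgeR called 0 of its 2 tested unigenes (0 at an unadjusted p under 0.05 and 0 by DESeq2).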

The analysis of G2-S3 vs G2-CK DEGs reveals that homologs of both small and large subunits of ribulose-1,5-bisphoshate carboxylase/oxygenase (Rubisco) are not represented neither in the up-regulated or in the down regulated clusters (Table 4). However, homologs of *Pisum sativum* Rubisco large subunit-binding protein subunit alpha, required for the correct assembly of Rubisco, have been discovered among the down-regulated genes, indicating that the process of Rubisco assembly could be strongly affected under S3 salt stress (Table 4). Moreover, clusters encoding glycolate oxidase (*Setaria italica* peroxisomal (S)-2-hydroxy-acid oxidase, LOC101764130), which is a key enzyme of the glycolate recovery pathway induced by photorespiration, is up-regulated in G2-S3 vs G2-CK comparison suggesting that CO_2_ assimilation via the C3 Calvin cycle might be impaired in favor of oxygen fixation through the photorespiration pathway (Table 4). This result is consistent with the decrease of net photosynthesis showed in Additional file 1: Figure S1. Conversely, a surprising scenario takes place in the case of *A. donax* samples subjected to extreme salt stress conditions (Table 5). 

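The unigene Cluster-14027.153819, described as the alpha subunit of the Rubisco large subunit-binding protein, was 94.3 ± 48.9 CPM in G2-CK and is listed in 2 of 3 G2-S3 libraries (log2 fold change -3.51, SE 0.87, edgeR adjusted p = 0.0411, and -5.40 without G2-S3 replicate 3). For Cluster-14027.153819 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 1, 2 and 3 (-3.81 to -2.95), without the filter on low counts (-3.49), with a fit to the 6 libraries compared (-3.51), with missing values set to 0 (-3.54) and with missing values set to 0.5 of their upper limit (-3.52). All 24 unigenes of this protein summed to 2098 ± 69.3 CPM in G2-CK and 1573 ± 171 CPM in G2-S3 (-0.42, SE 0.10, edgeR adjusted p = 0.0046), with 3 of 17 tested unigenes called lower and 1 higher.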

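The glycolate oxidase unigene Cluster-14027.193818, described as peroxisomal (S)-2-hydroxy-acid oxidase GLO4, was 3.03 ± 0.777 CPM in G2-CK and 14.5 ± 1.11 CPM in G2-S3 (2.25, SE 0.24, edgeR adjusted p = 0.00121). Of 53 tested glycolate oxidase unigenes 5 were called higher and none lower. The sum of all 75 was 6131 ± 72.6 CPM in G2-CK and 5721 ± 485 CPM in G2-S3 (-0.10, SE 0.07, edgeR adjusted p = 0.214). For the sum in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (-0.17). Of the other enzymes of photorespiration, glycine dehydrogenase changed by 0.48 (SE 0.18, edgeR adjusted p = 0.0409), serine hydroxymethyltransferase by 0.06 (SE 0.09, edgeR adjusted p = 0.601) and hydroxypyruvate reductase by -0.30 (SE 0.09, edgeR adjusted p = 0.0172). For glycine dehydrogenase in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 1, 2 and 3 (0.27 to 0.48). For hydroxypyruvate reductase in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (-0.23) or G2-S3 replicate 1 (-0.27) and with the family taken by its Nr descriptions (-0.24).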

Mainly, clusters encoding both the small and the large Rubisco subunits (homologs of *Oryza sativa* ribulose bisphosphate carboxylase small chain), clusters encoding *Arundo donax* Rubisco large subunit-binding proteins (involved in Rubisco assembly) and *Setaria italica* ribulose bisphosphate carboxylase/oxygenase activase, are among the down-regulated genes. 

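In G2-S4 the Rubisco small subunit summed to 617 ± 49.7 CPM, -2.37 (SE 0.11, edgeR adjusted p = 4.42e-07) against the controls and -1.83 (SE 0.10, edgeR adjusted p = 9.16e-07) against G2-S3, with all 10 tested unigenes called lower in both. The unigenes Cluster-14027.158740 and Cluster-14027.157747 changed by -2.44 (edgeR adjusted p = 5.4e-06) in G2-S4 vs G2-CK and by -1.37 (edgeR adjusted p = 0.000203) in G2-S4 vs G2-S3. The large subunit changed by -1.58 (SE 0.15, edgeR adjusted p = 1.5e-05) and -1.33 (SE 0.15, edgeR adjusted p = 4.53e-05), Cluster-14027.70509 by -1.80 and Cluster-14027.70510 by -1.35. Its binding protein changed by -0.90 (SE 0.10, edgeR adjusted p = 4.63e-05) and -0.48 (SE 0.10, edgeR adjusted p = 0.00211), with Cluster-14027.158959 at -1.53 in G2-S4 vs G2-CK. The activase unigenes Cluster-14027.168331 and Cluster-14027.168328 changed by -1.60 (edgeR adjusted p = 0.000378) and -1.05 (edgeR adjusted p = 0.00142), and 5 of 11 tested activase unigenes were called lower in G2-S4 vs G2-CK and 3 in G2-S4 vs G2-S3. The activase sum, in which 1 unigene holds 87.1% of the reads, changed by 0.29 (SE 0.16, edgeR adjusted p = 0.127) and 0.30 (SE 0.16, edgeR adjusted p = 0.113). For the activase sum in G2-S4 vs G2-CK, a call was made without G2-CK replicate 2 (0.46).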

Rubisco activase plays an important role adjusting the conformation of the active center of Rubisco by removing tightly bound inhibitors thus contributing to the enzyme rapid carboxylation [45]. These findings indicate that extreme salt treatment induce a strong slowdown if not even a dramatic stop of the C3 Calvin cycle (Tables 5 and 6). However, specifically under S4 extreme salt stress, among the up-regulated DEGs, homologs of *Flaveria trinervia* phosphoenolpyruvate carboxylase (PEPC) and of *Oryza sativa* chloroplastic pyruvate phosphate dikinase 1 (PPDK1) have been identified, both involved in C4 photosynthesis, in which the spatial separation of the initial fixation of atmospheric CO_2_ from the Calvin cycle occurs. 

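Each of the other Calvin cycle families tested was lower in G2-S4 than in the controls. Phosphoribulokinase changed by -0.97 (SE 0.11, edgeR adjusted p = 5.45e-05), chloroplast GAPDH by -0.81 (SE 0.09, edgeR adjusted p = 4.57e-05), sedoheptulose-1,7-bisphosphatase by -1.35 (SE 0.10, edgeR adjusted p = 5.49e-06) and chloroplastic fructose-1,6-bisphosphatase by -0.93 (SE 0.11, edgeR adjusted p = 4.66e-05). Their differences to G2-S3 lay between -0.92 and -0.71 and were all called. At the severe dose, sedoheptulose-1,7-bisphosphatase was called (-0.45, SE 0.10, edgeR adjusted p = 0.00341), and the others changed by -0.14, -0.10 and -0.01 (edgeR adjusted p = 0.307, 0.356 and 0.941). In the light reactions, the chlorophyll a-b binding proteins changed by -1.03 (edgeR adjusted p = 1.99e-05), the oxygen-evolving enhancer proteins by -0.99 (edgeR adjusted p = 1.99e-05) and photosystem I subunits by -1.50 (edgeR adjusted p = 5.87e-07) in G2-S4 vs G2-CK.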

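PEPC, 56 unigenes, summed to 968, 949 and 1004 CPM in G2-CK, G2-S3 and G2-S4, a log2 fold change of 0.05 (SE 0.16, edgeR adjusted p = 0.798) in G2-S4 vs G2-CK, with 4 of 47 tested unigenes called higher and 19 lower. The unigene of Table 5, Cluster-14027.198015, is described as the housekeeping isozyme and changed by 1.11 (SE 0.29, edgeR adjusted p = 0.0163). For Cluster-14027.198015 in G2-S4 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 3 and G2-S4 replicates 2 and 3 (0.95 to 1.03). PPDK, 11 unigenes, was 233 ± 10.1, 292 ± 71.1 and 1099.7 ± 188 CPM, 2.24 (SE 0.19, edgeR adjusted p = 8.36e-06) against the controls and 1.91 (SE 0.19, edgeR adjusted p = 1.99e-05) against G2-S3, with 7 of 8 tested unigenes called higher in each, and Cluster-14027.153211 changed by 2.94 (edgeR adjusted p = 4e-05) and 2.82 (edgeR adjusted p = 0.000148). At the severe dose PPDK changed by 0.33 (SE 0.18, edgeR adjusted p = 0.133). For PPDK in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.49). The other families of a C4 cycle went in both directions in G2-S4 vs G2-CK. NAD-dependent malic enzyme rose by 1.25 (edgeR adjusted p = 5.47e-05), aspartate aminotransferase by 1.26 (edgeR adjusted p = 5.49e-06), alanine aminotransferase by 1.76 (edgeR adjusted p = 4.66e-05) and PEP carboxykinase by 3.96 (edgeR adjusted p = 8.36e-06), while carbonic anhydrase changed by -0.38 (edgeR adjusted p = 0.0373). For carbonic anhydrase in G2-S4 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3, G2-S3 replicate 1 and G2-S4 replicates 2 and 3 (-0.41 to -0.27) and without the most abundant unigene (-0.13). For NAD-dependent malic enzyme, the difference to G2-S3 was 0.37 (edgeR adjusted p = 0.048). For this enzyme in G2-S4 vs G2-S3, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 3 and G2-S4 replicates 2 and 3 (0.22 to 0.41) and without the most abundant unigene (0.35). From the higher PEPC and PPDK unigenes beside the lower Calvin cycle unigenes, the paper proposes a likely switch under extreme salt stress to carbon fixation through the enzymes of the C4 cycle, in which the first fixation of CO2 is separated from the Calvin cycle.

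**Figure D3:**
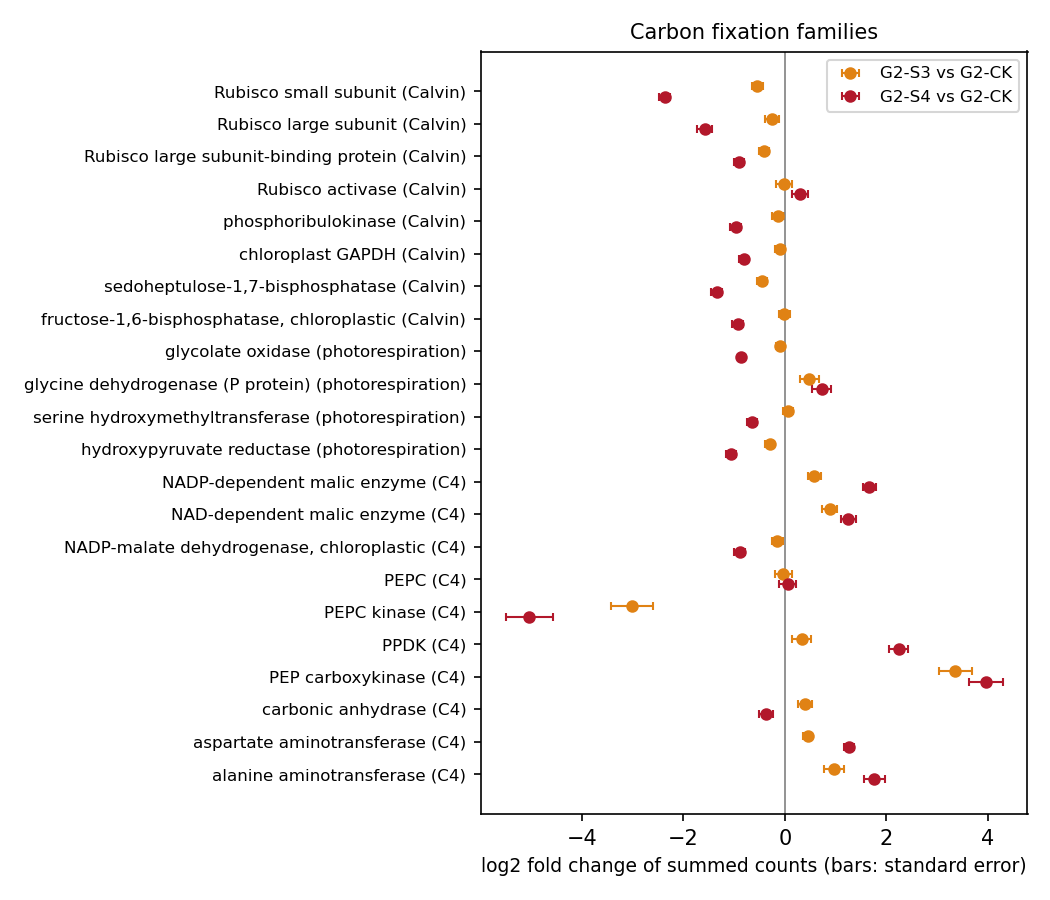
Log2 fold change (± SE) of the summed counts of families of the Calvin cycle, photorespiration and the C4 cycle, for G2-S3 vs G2-CK and G2-S4 vs G2-CK. In G2-S4 vs G2-CK, Rubisco small subunit lies at -2.37, PPDK at 2.24 and PEPC at 0.05.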

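PEPC kinase, 7 unigenes, fell from 154 ± 25.5 CPM in G2-CK to 19.2 ± 13.2 CPM in G2-S3 and 4.69 ± 1.02 CPM in G2-S4. The changes were -3.01 (SE 0.42, edgeR adjusted p = 0.000147) in G2-S3 vs G2-CK, -5.04 (SE 0.47, edgeR adjusted p = 1.47e-05) in G2-S4 vs G2-CK and -2.03 (SE 0.42, edgeR adjusted p = 0.00222) in G2-S4 vs G2-S3, so that the fall was already present at the severe dose. Without G2-S3 replicate 3, the first was -3.74 and the last -1.30. The unigene Cluster-14027.158029 is unlisted in all salt-treated libraries and was at least 5.65-fold lower in G2-S4 than in G2-CK (edgeR adjusted p = 0.000346), and Cluster-14027.170986 changed by -1.79 (SE 0.32, edgeR adjusted p = 0.00415) in G2-S4 vs G2-S3.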

Concordantly, homologs of *Setaria italica* phosphoenolpyruvate carboxylase kinase 2-like (LOC101779241), the PEPC inactivating enzyme by decreasing of maximal reaction rate, were found down-regulated, suggesting that giant reed response to extreme salt stress tends to maximize the catalytic efficiency of PEPC (Tables 5 and 6).

### Biomass digestibility and biofuel production

Considering the economical relevance that bioenergy crops assume as source of bioethanol, we analyzed the regulation of several genes involved in the improvement of lignocellulosic biomass. In the *A. donax* transcriptome subjected to both severe and extreme salt stress, several homologs of phenylpropanoid biosynthetic genes were highly expressed (Table 4, 5 and 6). In particular, homologs of *Setaria italica* cinnamoyl-CoA reductase 2-like and *Zea mays* caffeoyl CoA 3-O-methyltransferase are among the up-regulated clusters in G2-S3 vs G2-CK samples, being both specifically involved in lignin biosynthesis (Tables 5 and 6) [46]. Similarly, homolog of *Setaria italica* cinnamyl alcohol dehydrogenase was observed among the up-regulated clusters in the G2-S4 vs G2- CK but also in G2-S4 vs G2-S3 sample indicating that lignin biosynthesis is induced under extreme salt stress condition. 

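The cinnamoyl-CoA reductase unigene Cluster-14027.274380 is unlisted in all controls, was at least 1.66-fold higher in G2-S3 than the limit and was not called in any of the fits (edgeR adjusted p = 0.371). Summed over 116 unigenes, cinnamoyl-CoA reductase changed by 0.28 (SE 0.12, edgeR adjusted p = 0.059), with 1 of 81 tested unigenes called higher and 2 lower. For the reductase sum in G2-S3 vs G2-CK, a call was made without G2-CK replicate 1 (0.42), without the most abundant unigene (0.29) and by DESeq2 (0.28). The caffeoyl-CoA O-methyltransferase unigene Cluster-14027.178971 changed by 1.35 (SE 0.27, edgeR adjusted p = 0.0187). For Cluster-14027.178971 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3 and G2-S3 replicates 1 and 2 (1.13 to 1.37), without the filter on low counts (1.35) and with missing values set to 0 (1.34). Its family, 9 unigenes, was 84.7 ± 27.7 CPM in G2-CK and 149 ± 24.0 CPM in G2-S3 (0.82, SE 0.24, edgeR adjusted p = 0.0139), with 2 of 5 tested unigenes called higher. For the methyltransferase sum in G2-S3 vs G2-CK, the call was lost with the family taken by its Nr descriptions (0.41).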

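Cinnamyl alcohol dehydrogenase (CAD), 48 unigenes, summed to 324 ± 47.8, 361 ± 67.4 and 682 ± 182 CPM in G2-CK, G2-S3 and G2-S4. G2-S4 differed by 1.07 (SE 0.21, edgeR adjusted p = 0.00178) from the controls, with 6 of 31 tested unigenes called higher and 6 lower, and by 0.92 (SE 0.21, edgeR adjusted p = 0.00406) from G2-S3, with 5 higher and 5 lower. For the CAD sum in G2-S4 vs G2-S3, the call was lost without the most abundant unigene (0.15). The unigene of Table 5, Cluster-14027.150588, changed by 1.41 (SE 0.29, edgeR adjusted p = 0.00418), and that of Table 6, Cluster-14027.76193, by -1.14 (SE 0.22, edgeR adjusted p = 0.00655). The other lignin families changed by 0.71 (edgeR adjusted p = 0.000522) (cinnamoyl-CoA reductase) and 1.03 (edgeR adjusted p = 0.00425) (caffeoyl-CoA O-methyltransferase) in G2-S4 vs G2-CK.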

Besides the homologs of the phenylpropanoid pathway discussed above, we identified transcripts homologous to sucrose synthase (*Setaria italica* sucrose synthase) in the G2-S3 vs G2-CK comparison, a key enzyme in cellulose biosynthesis. 

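The sucrose synthase 4 unigene Cluster-14027.116333 changed by 1.10 (SE 0.26, edgeR adjusted p = 0.0335) in G2-S3 vs G2-CK. For Cluster-14027.116333 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 2, G2-S3 replicates 1 and 2 and G2-S4 replicate 1 (0.84 to 1.11), without the filter on low counts (1.10), with a fit to the 6 libraries compared (1.11) and with missing values set to 0 (1.09). Sucrose synthase, 38 unigenes, summed to 389 ± 46.2, 495 ± 70.7 and 636 ± 72.4 CPM in G2-CK, G2-S3 and G2-S4, a change of 0.35 (SE 0.14, edgeR adjusted p = 0.0495) at the severe dose, with 4 of 25 tested unigenes called higher and 1 lower, and of 0.71 (SE 0.14, edgeR adjusted p = 0.00161) at the extreme dose. For the sucrose synthase sum in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 1, 2 and 3 (0.23 to 0.41) and without the most abundant unigene (0.28).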

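The triacylglycerol lipase SDP1 unigene Cluster-14027.238308 changed by 1.02 (SE 0.18, edgeR adjusted p = 0.00983) in G2-S3 vs G2-CK and by 1.00 (SE 0.17, edgeR adjusted p = 0.00386) in G2-S4 vs G2-S3. For Cluster-14027.238308 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (1.01) and without the filter on low counts (1.03). Summed over 9 unigenes, SDP1 changed by 0.30 (SE 0.10, edgeR adjusted p = 0.0285) at the severe dose and 0.70 (SE 0.10, edgeR adjusted p = 0.000236) at the extreme dose, the difference between them being 0.40 (edgeR adjusted p = 0.0066). For the SDP1 sum in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 2 and 3 and G2-S3 replicates 1 and 3 (0.24 to 0.31). The diacylglycerol kinase 1 unigene Cluster-14027.166055 is listed in the 3 controls and in no G2-S3 library, at least 2.11-fold lower in G2-S3 (edgeR adjusted p = 0.0111), and was not called with missing values set to 0. Diacylglycerol kinase as a family, 69 unigenes, changed by -0.48 (SE 0.10, edgeR adjusted p = 0.00275), with 4 of 55 tested unigenes called lower and none higher.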

Considered that also lipids can participate to biomass yield, we focused our attention on genes encoding key enzymes such as triacylglycerol lipase and diacylglycerol kinase that were found to be up regulated under severe salt stress (Table 4).

### Retrieval and analysis of genes targeted as “salt stress responsive”

The GO terms were further analyzed in order to retrieve clusters specifically involved in the salt stress response, thus excluding all transcripts also regulated by different abiotic stress, such as water deprivation, cold, heavy metals and oxidative stresses (geneontology.org/). All the retrieved clusters are also found to be involved in salt-induced osmotic stress according to the finding that levels of NaCl higher than 100–150 mM cause osmotic stress, that normally arises up at salinity levels ranging between 50 and 100 mM NaCl [47]. 

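Table S4 holds 9 unigenes for G2-S3 vs G2-CK. All 9 passed the filter on low counts and changed in the direction given there, 7 higher and 2 lower, and 7 of them were called here, 5 higher and 2 lower. Not called were the CIPK1 unigene Cluster-14027.182901 (log2 fold change 2.31, edgeR adjusted p = 0.135) and the CIPK21 unigene Cluster-14027.266446 (0.90, edgeR adjusted p = 0.112). Adjusted over the list alone, 9 were called, which is not independent evidence because the study chose the list on these libraries, and in all 9 the libraries of the groups did not overlap, where chance gives 10%. Without G2-CK replicate 2 the number called was 4 and with missing values set to 0 it was 3. The unigenes of Table S4 are named after their values were seen.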

The results shown in Additional file 6: Table S4 reveal that among 9 clusters specifically regulated by salt, 7 are up regulated and 2 are down regulated in the G2-S3 vs G2-CK comparison. 

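Of the CIPK1 unigenes in Table S4, Cluster-14027.196826 changed by 3.46 (edgeR adjusted p = 0.00119) and Cluster-14027.190185 by 2.49 (edgeR adjusted p = 0.00532) in G2-S3 vs G2-CK, beside Cluster-14027.182899, which is also in Table 4.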

Among the up regulated genes, the CBL-interacting protein kinase 1 (CIPK1-SOS2 like) has been found (Additional file 6: Table S4) thus suggesting that it induces specific signal transduction pathways under severe salt stress conditions. Instead, clusters related to plasma membrane Na^+^/K^+^ transporter are down regulated by severe salt stress treatment (Additional file 6: Table S4), both results being already highlighted in Table 4. 

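The unigenes of the Na+ transporter HKT6 in Table S4, Cluster-14027.230649 and Cluster-14027.230650, changed by -2.28 (edgeR adjusted p = 0.00136) and -2.61 (edgeR adjusted p = 0.00573) in G2-S3 vs G2-CK. Summed over its 3 unigenes, HKT6 was 25.7 ± 5.31 CPM in G2-CK and 4.30 ± 1.56 CPM in G2-S3 (-2.58, SE 0.58, edgeR adjusted p = 0.00336), and all 3 were called lower.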

A higher number of up and down regulated genes have been found among the G2-S4 vs G2-CK data set, they being 29 and 7, respectively, for a total of 36 clusters (Additional file 6: Table S4). Similarly to G2-S3 vs G2-CK comparison, clusters encoding the CBL-interacting protein kinase 1 (CIPK1-SOS2 like) have been found up regulated under extreme salt stress S4 (Additional file 6: Table S4, Table 5). Moreover, CBL-interacting protein kinase 24 SOS2 (homolog of *Oryza sativa subsp. japonica* protein, Table 5) is specifically up regulated under extreme salt stress conditions (S4). 

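The part of Table S4 on G2-S4 vs G2-CK holds 37 unigenes, 29 marked as higher and 8 as lower. All 37 changed in the marked direction here and 36 were called, 29 higher and 7 lower, and also 36 when adjusted over the list alone, which is not independent evidence. The exception is Cluster-14027.225205 (log2 fold change -0.44, edgeR adjusted p = 0.407). With a limit of 1 on the log2 fold change 19 were called, and 28 without G2-CK replicate 3 or without G2-S4 replicate 3.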

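Among the CIPK1 unigenes of Table S4 in G2-S4 vs G2-CK, Cluster-14027.196826 changed by 4.19 (edgeR adjusted p = 3.14e-05), Cluster-14027.190185 by 3.37 (edgeR adjusted p = 0.000127) and Cluster-14027.190190 by 3.20 (edgeR adjusted p = 0.000834). A further CIPK1 unigene of the same table, Cluster-14027.180958, was lower (-3.99, edgeR adjusted p = 0.000885).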

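Besides Cluster-14027.198243, Table S4 lists the CIPK24 unigenes Cluster-14027.176822 and Cluster-14027.180575, which changed by 0.89 (edgeR adjusted p = 0.000435) and 0.68 (edgeR adjusted p = 0.00216) in G2-S4 vs G2-CK.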

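The persulfide dioxygenase ETHE1, 4 unigenes, summed to 27.5 ± 0.693, 36.1 ± 5.37 and 48.1 ± 2.18 CPM in G2-CK, G2-S3 and G2-S4. The sum changed by 0.80 (SE 0.13, edgeR adjusted p = 0.000431) in G2-S4 vs G2-CK, with 3 of 4 unigenes called higher (Cluster-14027.231386 by 4.45, Cluster-14027.130203 by 2.48 and Cluster-14027.189242 by 1.57), by 0.41 (SE 0.13, edgeR adjusted p = 0.0179) in G2-S4 vs G2-S3 and by 0.39 (SE 0.13, edgeR adjusted p = 0.0227) in G2-S3 vs G2-CK, with 2 called higher. For ETHE1 in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 3 and G2-S3 replicates 1 and 2 (0.33 to 0.39). For ETHE1 in G2-S4 vs G2-S3, the call was lost without G2-S4 replicate 1 (0.38).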

Interestingly, clusters encoding homologs of the mitochondrial persulfide dioxygenase ETHE1 (ETHYLMALONIC ENCEPHALOPATHY PROTEIN1), that catalyzes the oxidation of persulfides derived from either cysteine or hydrogen sulfide to thiosulfate and sulfate [48] have been found up regulated in S4 conditions. 

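The cation transporter HKT6 was 0.352 ± 0.61 CPM in G2-S4, where 2 of the 3 libraries list none of its unigenes and G2-S4 replicate 2 holds all of the signal (1.06 CPM). With missing values as 0 in the sum, the change was -6.21 (SE 0.78, edgeR adjusted p = 8.21e-05) against the controls and -3.63 (SE 0.81, edgeR adjusted p = 0.00317) against G2-S3. Without G2-S4 replicate 3 these were -5.60 and -3.03, and without G2-S4 replicate 2 no size can be given, since no HKT6 unigene is then listed. With missing values at their upper limit, the unigenes of Table S4 changed by -4.20 (Cluster-14027.230649), -2.06 (Cluster-14027.230647) and -4.37 (Cluster-14027.230650).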

Finally, clusters mainly related to a probable *Oryza sativa subsp. japonica* cation transporter HKT6 are down regulated under extreme salt conditions (Additional file 6: Table S4). In order to support the relationship among the main specific salt responsive genes (CIPK1-SOS2 like, cation transporter HKT9, NHX1, NHX2, SOS2 and ETHE 1, Table 4 and Additional file 6: Table S4) and their orthologues, each *A.donax* cluster was aligned with 15 orthologues from different plant sources and phylogenetic trees were constructed (Additional file 9: Figure S6). The sequence alignments allowed to classify the proteins within the respective protein family and, in the case of CIPK1-SOS2 like, of persulfide dioxygenase ETHE1 and CBL-interacting protein kinase 24 (SOS2) sequence alignment revealed the presence of specific protein functional domains (Additional file 7: Table S5). The findings of the phylogenetic trees depicted that all the genes from different plant sources can be subcategorized into subgroups (Additional file 9: Figure S6a-f) and that, all the giant reed genes were clustered into one of these subgroups.

## Discussion

Plants generate high yields if the growth demands are properly supplied as well as light and temperature fit to their optimum requirements. Yield-associated traits are inversely related to abiotic stress conditions such as salt during plant development. Under conditions of moderate salinity (EC 4–8 dS m^− 1^), all important glycophytic crops reduce average yields by 50–80% [49]. Plants have developed the ability to sense both the hyperosmotic component and the toxic ionic Na^+^ component of salt stress [23]. To date the molecular identities of plant hyperosmotic sensors and Na^+^ sensors present at the plasma membrane have remained unknown. Recently, Choi et al. [50] suggested that Ca^2+^-dependent signaling plays a role in the systemic transmission of signaling as a Ca^2+^ wave propagates preferentially through cortical and endodermal cells from roots to distal shoots. In salt tolerant plants, the cytosolic calcium perturbation actives the Salt Overly Sensitive (SOS) pathway [51, 52]. The components of this pathway are the Ca^2+^ sensor (SOS3) which accordingly changes its conformation in a Ca^2+^-dependent manner and interacts with SOS2, a serine/threonine protein kinase, forming the active SOS2-SOS3 complex. This interaction results in the activation through its phosphorylation of SOS1 (plasma membrane Na^+^/H^+^ antiporter) which mediates the exclusion of Na^+^ excess out of the cells. In addition, the SOS2-SOS3 complex activates NHX, the vacuolar Na^+^/H^+^ exchanger resulting in the vacuolar sequestration of Na^+^ excess thus further contributing to the restore of ion homeostasis [53, 54]. Consequently, the data suggest that the SOS pathway is only partially activated under severe salt stress (up-regulation of CIPK1-SOS2-like protein and HKT9) and the down regulation of NHX indicates that the vacuolar sequestration of Na^+^ excess seems to be impaired (Table 4). A specific response to extreme salt stress has been detected (Table 5), since the up regulation of CIPK1-SOS2 like and HKT9 (*Setaria italica* probable cation transporter HKT9) was accompanied by the up-regulation of NHX1 (*Arabidopsis thaliana* sodium/hydrogen exchanger 1) encoding the vacuolar Na^+^/H^+^ antiporter. Moreover, CBL-interacting protein kinase 24 (homologs of *Oryza sativa subsp. japonica* protein, Table 5), involved in the regulatory pathway for the control of intracellular Na^+^ and K^+^ homeostasis and salt tolerance, is specifically up regulated under extreme salt stress conditions (S4). It activates the vacuolar H^+^/Ca^2+^ antiporter and operates in synergy with CBL4/SOS3 to activate the plasma membrane Na^+^/H+ antiporter SOS1 [55]. As expected, the components of the SOS response are among the salt induced specific genes, indicating their key role in salt detoxification. In addition to that, several transcripts homologous to *Arabidopsis* NHX5 and NHX6 encoding endosomal Na^+^/H^+^ antiporters are also up-regulated (data not shown). 

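The 24 unigenes described as NHX5 or NHX6 summed to 79.4 ± 4.02, 78.7 ± 4.66 and 105 ± 10.8 CPM in G2-CK, G2-S3 and G2-S4. The sum changed by 0.40 (SE 0.11, edgeR adjusted p = 0.00871) in G2-S4 vs G2-CK and 0.41 (SE 0.11, edgeR adjusted p = 0.00747) in G2-S4 vs G2-S3, with 4 of 16 tested unigenes called higher and none lower in each, and by -0.01 (SE 0.11, edgeR adjusted p = 0.918) in G2-S3 vs G2-CK.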

Although the relative log_2_ fold changes of these clusters are below the + 10.000 threshold we established at the beginning of the analysis, these results anyway suggest that the cellular components devoted to Na^+^ excess expulsion, located in the tonoplast and in the endosomal membranes all together might participate in reducing the Na^+^ cytoplasmic concentrations. The importance of these genes in salt stress relief is supported by the finding that *Arabidopsis nhx5 nhx6* double knockout showed reduced growth and increased sensitivity to salinity [56]. Downstream of aforementioned activation of Ca^2+^ alteration induced by salinity, kinases become activated and may transduce the hyperosmotic signal to induce protein activities and gene transcription. The activation of transcription factors can occur by the direct binding with calmodulin-binding transcriptional activators (CAMTAs), GT-element binding proteins and MYBs [23, 57]. Transcription factors (TFs) are considered as the most important regulators controlling the expression of a broad range of target genes ultimately influencing the level of salt tolerance in plants. It is well documented that TFs belonging to the DREB, NAC, MYB, MYC, C2H2 zinc finger, bZIP, AP2/ERF (Ethylene Responsive Factor) and WRKY families are relevant in salt stress response [39]. In most cases, the overexpression of these transcription factors successfully enhanced salinity tolerance in many crops [24]. By comparing our results with those obtained in *A. donax* subjected to water deficit [33], slight differences can be observed in terms of TF subfamilies involved in salt and water stresses, but a greater number of all TFs for each family resulted differently regulated under both severe and extreme salt stress. Interestingly, a major involvement of AUX/IAA TFs is detected under salt stress with respect to *A. donax* plants subjected to drought thus indicating that a different regulation network is induced. Moreover, a total of 449 *A. donax* unigenes correspond to high confidence rice homologs previously identified as salt or salt/drought responsive genes (Additional file 5: Table S3) [37]. Most of them (434) resulted also responsive to drought, indicating that the plant responses to these stresses probably overlap each other and that the downstream metabolic pathways can crosstalk. Significantly, few genes (15) specifically respond to salt treatments and they have been found especially (14 out of 15) among the G2-S4 vs G2-CK DEGs (Additional file 5: Table S3), suggesting they might have a crucial role in the response to extreme salt conditions. Among these clusters, 9 (six up regulated and three downregulated) belong to the AP2-EREBP family [38]. They have been implicated in various hormones-related signal transduction pathway including abscisic acid (ABA), ethylene and jasmonates (JAs) [38], which seem to be strongly involved in *A. donax* extreme salt stress response.

In our study, among the downregulated genes belonging to G2-S3 vs G2-CK DEGs, a homolog of *Setaria italica* protein TIFY 10B-like (LOC101761171) known to be a repressor of jasmonate (JA) responses, has been found (Table 4). As detailed below, an important attribute of JA is its ability to act both as a potent inhibitor of vegetative growth and as a positive regulator of reproductive and defensive processes [58]. These antagonistic JA activities suggest that, in *A. donax* subjected to severe salt stress, the dilemma of plant “to grow or defend itself” seems to be resolved trying to growth in an unfavorable environment. A homolog of *Setaria italica* trihelix transcription factor GTL1 (LOC101762434) that acts as negative regulator of water use efficiency via the promotion of stomatal density and distribution [35, 36] has been found up-regulated in G2-S3 vs G2-CK DEGs (Table 4). It has been reported that GTL1 is expressed when *Arabidopsis* plants have sufficient available water but is downregulated by water deficit. *Arabidopsis thaliana* GTL1 loss-of-function mutations result in increased water deficit tolerance and higher integrated water use efficiency by reducing daytime transpiration without a demonstrable reduction in biomass accumulation. Moreover, GTL1 does not regulate ABA responsiveness, and the lower transpiration rates of *gtl1* defective plants are not caused by differences in stomatal aperture or ABA-induced stomatal closure [35]. The observed up-regulation of GTL1 under S3 severe salt stress reveals the susceptibility of *A. donax* plants to salt-induced water deficit and that it might be a target for gene knockout in order to genetically improve the *A. donax* performance in salty soil. Finally, homologs of *Setaria italica* bZIP *ABSCISIC ACID-INSENSITIVE* 5-like protein 7 functioning as transcriptional activator in the ABA-inducible expression of rd29B have been also found among the up-regulated clusters. Although their role is still unknown, rd29B proteins has potential to confer abiotic stress resistance in crop species grown in arid and semi-arid regions [59].

The synthesis, sequestration, transportation, and turnover of hormones generate a net of signals that correlates plant growth in dependence on internal and external cues. Among these hormones, abscisic acid regulates important abiotic stress responses, in particular water balance and osmotic stress tolerance under drought and salt stress [60]. ABA levels depend on the equilibrium between synthesis and degradation pathways. Several ABA biosynthetic genes have been isolated from different sources including zeathanxin epoxidase (ABA1), 9-cis-epoxycarotenoid dioxygenase (NCED), ABA aldehyde oxidase (AOX) and ABA3/LOS5 [61]. The hydroxylation at the 8′-position of ABA is known as the key step of ABA catabolism, and this reaction is catalyzed by ABA 8′-hydroxylase, a cytochrome P450 [62]. ABA signals are perceived by different cellular receptors operating in distinct cellular compartments (Fig. 5a). The PYR/PYL/RCARs receptors bind ABA and inhibit type 2C protein phosphatases (PP2C) [39]. The PP2C inactivation leads to the accumulation of the active form of SNF1-RELATED PROTEIN KINASE (SnRK2) which in turn positively regulates ABA-responsive transcription factor as well the downstream ABA-responsive metabolic pathways. In this context, the analysis of G2-S3 vs G2-CK means to propose that plant responds to prolonged severe stress by lowering ABA levels (Table 4). However, ABA signal is probably persisting since ABA nucleoplasmatic receptors are up-regulated as well as the PP2C and SnRK2 which, as detailed before, active many downstream ABA-responsive processes [39] (Fig. 5a). Recently, the increase of leaf tissue ABA concentrations at two h after plants were exposed to 50 mM of the ions was observed in maize indicating that ABA synthesis and accumulation are part of the early response to salt [63]. Interestingly, the putative ortholog of AT1G78390, nine-cis-epoxycarotenoid dioxygenase 9 (NCED), is strongly upregulated in both *Arundo* shoots and roots during the early responses to water stress [33], this finding being in line with our suggestion that ABA might be not strictly involved in the response to a prolonged salt stress treatment. Brassinosteroids are growth-promoting plant hormones that act to enhance cell expansion and increase tolerance to stresses, including salinity, by mediating the synthesis of enzymatic or non-enzymatic antioxidant systems, proline, or lectins [64]. The specific induction under extreme salt stress (S4) but not in severe (S3) conditions of cytochrome P450 85A1 (LOC101770408) encoding brassinosteroid-6-oxidase 2, involved in active brassinosteroid biosynthesis might suggest a key role of these hormones in the case extreme environmental conditions are reached. Ethylene is biosynthesized by the plant in response to life-cycle events or environmental cues including among other diseases, mechanical stress, drought or flood. The phenotypes that can be observed with respect to ethylene signaling typically relate to the inhibition of plant growth and seasonal changes in a plant’s life cycle. Ethylene is efficiently biosynthesized from 1-aminocyclopropane-1-carboxylic acid (ACC) [65]. The mechanism of ethylene action, from perception to function, has been referred to as the “cleave and shuttle model” [66] (Fig. 5b). The most studied of the receptors is ethylene response 1 (ETR1) and downstream of ETR1 *in A. thaliana* is the kinase constitutive triple response 1 protein (CTR1) [67]. In absence of ethylene, this protein directly interacts with the ethylene receptors and it is required to be localized to the endoplasmic reticulum and be kinase active to be signaling active. CTR1 phosphorylates the putative metal transporter ethylene insensitive 2 (EIN2) that triggers its degradation by the Ub/26S proteasome [67]. In the presence of ethylene, CTR1 is inactivated by the interaction with ETR1 and the EIN2 dephosphorylated form is proteolytically cleaved to generate a C-terminal fragment called CEND EIN2. The CEND fragment localizes to the nucleus and initiates transcriptional regulation involving ethylene insensitive 3 (EIN3) and EIN3 like proteins (EIL1) (Fig. 5b). Interestingly, transcripts encoding ACC oxidase have been found up-regulated both under severe and extreme salt stress, whereas homolog of *Arabidopsis thaliana* ETR is downregulated and clusters related to CTR1 and EIN3 are exclusively up-regulated in G2-S4 vs G2-CK samples (Table 5). In our opinion, this condition might describe a situation in which a low perception of emitted ethylene is attempted under extreme salt stress (down regulation of ETR1 expression), concomitantly to an increased expression of CTR1, of EIN2 and EIN3 with the aim to minimize the negative effect of ethylene upon plant growth. Salt also alters the expression of auxin responsive genes and auxin/IAA pathways in different plants [68] conferring higher tolerance to NaCl treatment [69]. Auxin is assumed to activate the proton pump of the plasma membrane pumping protons from the cytosol into the apoplast, resulting in wall loosening and an increase in wall extensibility [69]. In this respect, a homolog of *Zea mays* indole-3-acetaldehyde oxidase (AAO), involved in the biosynthesis of auxin, is upregulated in S4 samples and also in the G2-S4 vs G2-S3 comparison suggesting that IAA is synthesized in S4 extreme conditions (Table 6). Moreover, exclusively under extreme stress condition (Table 5) a homolog of auxin responsive GH3 gene family is also up-regulated. All the results, considering the role of GH3 genes in regulating levels of biologically active auxin through amino acid conjugation, thereby targeting them for degradation [70], indicate that auxin level might be finely tuned under S4 extreme stress condition. Globally, the high number of AUX/IAA transcription factors differently regulated in extreme salt environment accounts for a key role of auxins during long-term salt treatment (Fig. 4). Finally, jasmonic acid-amido synthetase JAR1 is exclusively down regulated under extreme salt stress (Table 5), indicating that jasmonic acid signaling is likely impaired. The relationship between the salt stress response and the JA pathway is not well understood at molecular and cellular levels. However, large-scale transcriptomic studies have shown JA signaling pathway is activated by salt stress leading to root growth inhibition in *Arabidopsis* [71]. The observed down regulation of JAR1 (Table 5) indicates that the pathway involved in the inhibition of root elongation might be not activated in *A. donax,* likely to address the plant demand to explore soil in the attempt of avoiding stress.

**Fig. 5:**
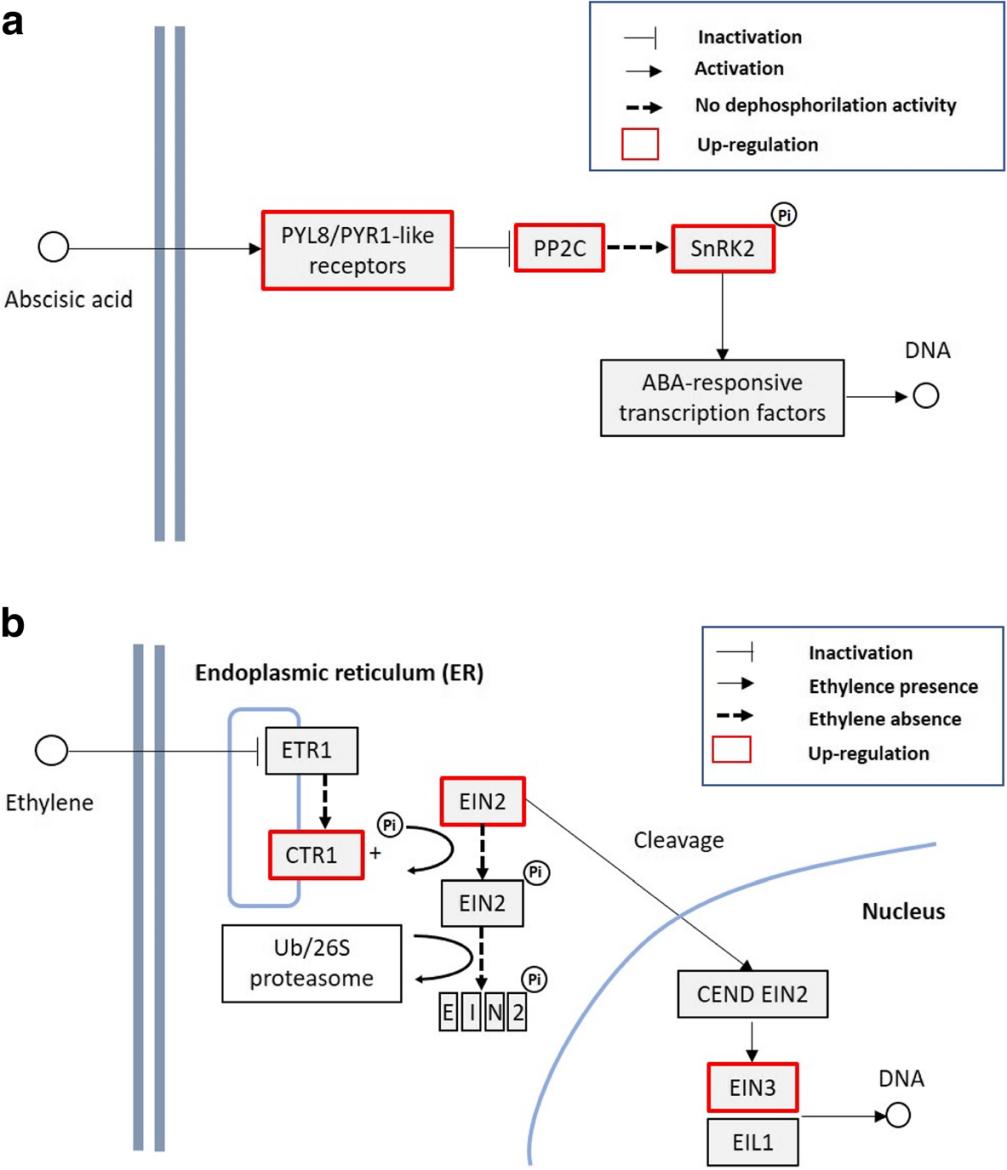
Abscisic acid and ethylene signal pathways. **a** abscisic acid receptor (PYL8), abscisic acid receptor (PYR1-like), serine/threonine-protein kinase (SnRK); protein phosphatase 2C (PP2C). The PYR/PYL/RCARs receptors bind ABA and inhibit type 2C protein phosphatases (PP2C). The active form of SnRK2 accumulates and positively regulates ABA-responsive metabolic pathways. **b** ethylene response 1 (ETR1), kinase constitutive triple response 1 protein (CTR1), putative metal transporter ethylene insensitive 2 (EIN2), EIN2 C-terminal fragment (CEND EIN2), ethylene insensitive 3 (EIN3) and EIN3 like proteins (EIL1). In absence of ethylene, CTR1 directly interacts with ETR1 and phosphorylates EIN2 that is in turn degraded. In the presence of ethylene, CTR1 is inactivated and the EIN2 dephosphorylated form is proteolytically cleaved to generate the CEND EIN2, initiating transcriptional regulation involving ethylene insensitive 3 (EIN3) and EIN3 like proteins (EIL1). See the text for details

A consequence of high salt in the soil is the generation of a low water potential zone around the roots area making extremely difficult for the plants to obtain water and nutrients. Stomatal closure occurs in order to low water loss by transpiration, but it is at the same time responsible of sharp decrease in CO_2_ availability for Calvin cycle and a depletion of oxidized NADP^+^. The overproduced electrons are transferred to O_2_ to generate O_2_^●-^ and a series of dangerous oxygen reactive species (ROSs) causing unrestricted oxidation of various cellular components such as membrane lipids, proteins, and nucleic acid [72]. Therefore, salinity tolerance is positively correlated with the induction of ROS scavenging enzymes such as superoxide dismutase (SOD), catalase (CAT), glutathione peroxidase (GPX), ascorbate peroxidase (APX), monodehydroascorbate reductase (MDHAR), dehydroascorbate reductase (DHAR) and glutathione transferases (GSTs) [40]. Moreover, under stress conditions, the activation of malate-oxalacetate (OAA) shuttle permits the transfer of reducing equivalents among compartments. In particular, the plastid NADP-malate dehydrogenase reduces oxalacetate to malate, thus regenerating the NADP^+^. Malate is then translocated into the cytoplasm where is converted back in oxaloacetate, generating NADH by the cytosolic malate dehydrogenase. This called malate-valve appears to play a primary role under salinity constituting an important mechanism in salt acclimation [73]. Drainage of electron flow towards the AOX oxidase pathway increases under salt stress [74] and prevents over-reduction of ubiquinone thus lowering excessive ROS generations. The malate-valve seems to be activated under S3 severe salt stress conditions (up-regulation of plastid NADP-malic dehydrogenase encoding gene), this result being consistent with a putative electron drainage from the over-reduced photosynthetic chain to other cellular compartments, in particular towards the mitochondria as homolog of the mitochondrial malate dehydrogenase (MHD) are also induced by salinity (Table 4). Under extreme salt stress, the unequivocal up regulation of the NADP-malic dehydrogenase and AOX oxidase is probably aimed to move the excess of reducing power from plastids to the cytosol and to avoid over-reduction of the mitochondrial respiratory chain. However, most of the other considered clusters related with the cellular antioxidant machinery have been found between both the down and up-regulated clusters. In our opinion, this is because under extreme stress conditions, which is certainly an emergency condition, a discerning regulation is needed both among and inside the cell compartments. To support our hypothesis, the SOD plastid pool comprising Cu/Zn SOD and Fe/SOD results differently regulated, with Cu/Zn SOD up regulated and Fe/SOD down regulated (Tables 5 and 6). As multifunctional amino acid, proline seems to have diverse roles under stress conditions, such as stabilization of proteins, membranes, and subcellular structures, and protecting cellular functions by scavenging ROSs. Biosynthesis of proline occurs in the chloroplast or cytosol via glutamate pathway in which 1-delta-pyrroline-5-carboxylate synthase (P5CS) catalyzes the key regulatory and rate limiting reaction [75]. During proline synthesis, 2 mol of NADPH per mole are consumed thus draining electrons from chloroplasts and contributing to the stabilization of redox balance and maintenance of cellular homeostasis when electron transport chain is saturated because of adverse conditions. Proline catabolism occurs predominantly in the mitochondria involving proline dehydrogenase (PDH) or proline oxidase (POX) and 1-delta-pyrroline-5-carboxylate dehydrogenase (P5CSDH). The PDH and P5CSDH use NAD and FAD as electron acceptor, respectively, that deliver electrons to the respiratory chain to gain energy and resume growth after stress [75]. The up-regulation of P5CS found in all comparisons suggests that that proline biosynthesis represents a pivotal mechanism to overcome the hypersaline conditions and adjust the osmotic status in *A. donax*. However, since PDH and P5CSDH resulted up regulated in extreme salt stress conditions (Tables 5 and 6), we propose that S4 salt dose triggers a specific response that is not related to the mere proline synthesis to cope with osmotic stress. Regarding this aspect, it has been shown that proline catabolism is enhanced during stress recovery attempts. During this phase, it might function as signaling molecule proposed to regulate the expression of stress recovery genes [76]. Therefore, under extreme salt stress, proline levels might be accurately regulated in order to accommodate the whole cell demand in terms of both osmotic potential and redox homeostasis adjustments. Polyamines play a crucial role in abiotic stress tolerance including salinity and increases in the level of polyamines are correlated with stress tolerance in plants [77, 78]. The comparison of all data sets indicates that polyamines biosynthesis is induced during long term salt stress in *A.donax* having most likely a role in salt tolerance mechanism, especially under extreme stress condition (Tables 4, 5 and 6). Photosynthesis is the primary processes to be affected by salinity [22, 79]. Stomata close in response to leaf turgor declines, therefore supply of CO_2_ to Rubisco (EC 4.1.1.39) is impaired thus inducing sharp alterations of photosynthetic metabolism. In *A. donax* under severe salt stress condition, CO_2_ assimilation via the C3 Calvin cycle seems to be impaired in favor of oxygen fixation through the photorespiration pathway. Moreover, the findings indicate that extreme salt treatment induces a down regulation of all C3 Calvin cycle enzymes and a concomitant switch on of C4 photosynthesis. The induction of PEPC activity and its expression following salt stress is documented in the facultative CAM plant *Mesembryanthemum crystallinum* and it is involved in the change from C3 to CAM photosynthesis [80]. In *A. donax* leaves, the activation of C4 pathway associated to a down-regulation of Rubisco biosynthesis, assembly and activation could be construed as an ultimate rescue attempt to overcome the long term extreme conditions.

As concern metabolic pathways related to bioenergy production, it has been shown that lignin content in cell wall is inversely related to yield and conversion efficiency of polysaccharides into ethanol [46]. Unfortunately, in the *A. donax* transcriptome subjected to both severe and extreme salt stress, several cluster involved in lignin biosynthesis are induced and this unwanted consequence of soil salinization might negatively affect biomass digestibility. This unfavorable circumstance could be compensated by the fact that, after biomass saccharification, lignin residue can be used to produce biodegradable plastic and chemicals [81]. Furthermore, the induction of transcripts homologous to sucrose synthase (*Setaria italica* sucrose synthase) in the G2-S3 vs G2-CK comparison accounts for a probable increase in cellulose content that it has been shown to be without negative effects on growth [82]. Recently, the lipid fraction has been proposed as pivotal component of green biomass since it stores twice as much energy than cellulose per unit of weight [83]. The up-regulation of key enzymes, such as triacylglycerol lipase and diacylglycerol kinase under severe salt stress supports the hypothesis that *A. donax* G2 response is trying to cope stress by inducing gene expression of pathways involved in biomass yield. The further analysis performed to identify genes which are regulated uniquely under salt stress conditions highlighted that a very small subset of clusters are up or down regulated by salt and not by other abiotic stress thus suggesting that the response pathways to different environmental cues often cross-talk and overlap each other in plants. As expected, the main salt-specific pathways are related to the SOS response [51, 52] and to the activation of ETHE1 [84] (Additional file 6: Table S4). In *Arabidopsis* leaves, ETHE1 sulfur dioxygenase has a key function in the degradation of sulfur-containing amino acids and strongly affects the oxidation of branched-chain aminoacids as alternative respiratory substrates in situations of carbohydrate starvation [84]. Therefore, ETHE1 could be relevant for stress tolerance against soil salinity in giant reed.

## Conclusions

The possibility to assign marginal land to bioenergy crop cultivation represents the main strategy to overcome the forthcoming conflict between land demand for feeding the world population and the request of new energy sources to sustain it. Salt affected soils are a widespread agricultural problem limiting crop production due to ionic, osmotic and oxidative stresses with negative impact on plant growth. In this work, the bioenergy crop *A. donax*, known to be able to growth in unfavorable environments, was subjected to two levels of long-term salt stress both doses being much higher than that used to define a soil area as “salinized”. To cultivate bioenergy crops in such soils might represent the unique possibility of their utilization, releasing suitable soil for crop cultivation. Moreover, considering that in S4 extreme salt treatment, the Na^+^ is very close to that of seawater, we propose, as water-saving strategy, to irrigate the soil allocated to *A. donax* cultivation with opportune seawater dilutions. To fill the lack of information about the molecular mechanism involved in *A.donax* response to salt stress, we de novo sequenced, assembled and analyzed the *A. donax* G2 leaf transcriptome in response to the above detailed salt stresses. The response to salt and other environmental constrains such as drought share similar attributes. However, we found that most of the *A. donax* annotated DEGs are homologs of genes belonging also to other species (*Setaria italica* and *Zea mays*) thus suggesting that long term salt stress regulates a specific set of genes providing a general overview of the prolonged salt stress transcriptional responses in *A. donax* (Tables 4, 5 and 6). The picture that emerges from the identification of functional genes related to salt stress is consistent with a dose-dependent response to salt. The number of DEGs under extreme salt stress is much higher than that observed in severe salt stress suggesting that a deep re-programming of the gene expression must occur in S4 samples, which, during the experiment, certainly grew in an “*emergency*” state. As concerns hormone regulation, the response to S3 severe salt stress seems not to be dependent by ABA levels as gene involved in its biosynthesis are not differently regulated whereas the clusters encoding the main catabolic enzyme are strongly up-regulated. Moreover, once *A. donax* plants were subjected to S4 extreme salt stress a clear down regulation of ABA biosynthetic genes is registered suggesting that ABA synthesis might have a key role during the onset of stressful conditions as demonstrated in other species [63] and in the case of water stress [33] but not in the case of long term stress. Another distinct trait of the *A. donax* response to S4 extreme salt stress is the induction of clusters involved in brassinosteroid and IAA/AUX biosynthesis which probably have a key role in those more unfavorable conditions. Similarly, the down-regulation of gene involved in jasmonic acid biosynthesis suggests that JA signaling, leading to root growth inhibition, is repressed likely in the attempt to let the roots explore the surrounding soil more efficiently. The analysis of clusters related to ethylene biosynthesis and signaling indicated that, exclusively under S4 extreme salt stress, the gene transcription is modulated towards the minimization of ethylene negative effects upon plant growth. The *A. donax* leaves subjected to S3 severe salt stress respond to salt-induced oxidative stress by the induction of genes involved in ROS scavenging (APX) and in redistributing the reducing power excess among cell compartments (malate valve). Along with the clusters implicated in the malate valve, under S4 extreme salt stress, also gene encoding the alternative oxidase (AOX) have been found up regulated, highlighting once more that the induction of some pathways occurs in the case of more stringent environmental conditions. A clear involvement of proline and polyamines in coping the salt-induced osmotic stress can be suggested whereas sugars seem not to be involved as osmolytes protecting cell homeostasis. Certainly, the photosynthesis and photorespiration processes are strongly affected since under S3 severe salt treatment, genes involved in Rubisco assembly are down-regulated, and the fact that *A. donax* leaf are impeded to operate CO_2_ fixation via C3 Calvin cycle is also supported by the up-regulation of genes involved in photorespiration (glycolate oxidase). Conversely, in S4 extreme salt treated samples, a dramatic change from C3 Calvin cycle to C4 photosynthesis is likely to occur as all gene regulation is addressed to repress Rubisco synthesis and assembly, and to activate the primary CO_2_ fixation to PEP in mesophyll cells (C4 pathway), this probably being the main finding of our work. Considered the distinct response to salt dose, either genes involved in S3 severe or in S4 extreme salt response could constitute useful markers of the physiological status of *A. donax* in salinized soil. Moreover, many of the unigenes identified in the present study have the potential to be used for the development of novel *A. donax* varieties with improved productivity and stress tolerance, in particular the knock out of the GTL1 gene acting as negative regulator of water use efficiency has been proposed as good target for genome editing experiments.

## Methods

### Plant material and application of salt stress

The experiment was conducted at the Department of Agriculture, Food and Environment (Di3A) of the University of Catania, initially using three different giant reed clones, namely G2, G18 and G20 ecotypes, originated from Caltagirone (Italy), (latitude 37°14′, longitude 14°31′), Biancavilla (Italy) (latitude 37°38′, longitude 14°52′) and Capo D’ Orlando (Italy) (latitude 38°08′, longitude 14°43′), respectively, and collected for the *Giant reed Network* project [14]. The trial started on July 7th, 2017, by transplanting *A. donax* rhizomes into 25 l pots (40 cm diameter and 30 cm height) containing a sandy soil as substrate. Before transplantation, the rhizomes were weighed using a laboratory scale and the number of buds was counted. For each ecotypes, samples showing homogeneous rhizome weight and same bud number were used for transplanting. The individual rhizomes were then placed at 15 cm depth, one for each pot. The pots were arranged according to a randomized block factor scheme, performing three biological replicates for treatments. During the experiment, the irrigation was performed on a weekly basis, and until the first sprouts have been released, tap water (5 l per pot) has been used. Irrigation was carried out manually using a watering can, avoiding possible leaks by leaching. The first irrigation with saline water was carried out on August 3rd, 2017. Salt stress was imposed by adding different concentrations of NaCl to the irrigation water. In particular, S0 samples (no salt added), S3 (severe salt stress, 256.67 mM NaCl corresponding to 32 dS m^− 1^ electric conducibility, EC), S4 (extreme salt stress, 419.23 mM NaCl corresponding to 50 dS m^− 1^ electric conducibility, EC), this last concentration being very close to the seawater NaCl concentration (3%), where Na^+^ molarity is about 460 mM and Cl^−^ is around 540 mM [57]. Before leaf harvest, the following morpho-biometric and physiological parameters were measured: number of culms, height of the main culm, number of green and senescent leaves, net photosynthesis and chlorophyll content measured in SPAD units (SPAD 502, Konica Minolta). Moreover, the measurement of the yielded biomass was also carried out [14]. The collected data were submitted to ANOVA analysis, using CoStat 6.003 software. The averages were separated by the Student Newman Keuls (SNK) test when *P* ≤ 0.05. On the basis of the aforementioned parameters suggesting contrasting behavior under salinity stress (S3 and S4 salt levels) among the clones under investigation, G2 was selected to perform the global transcriptomic analysis.

### Sample collection and RNA extraction

In November 17th, 2017, fully expanded, no senescing G2 leaves (the 3rd leaf from the top) were harvested and immediately frozen with liquid nitrogen. Then, plant material, kept frozen by continuously liquid nitrogen adding, was ground using precooled mortar and pestle followed by RNA isolation using the Spectrum Plant Total RNA Extraction Kit (Sigma-Aldrich, St. Louis, MO, USA) according to the manufacturer’s instructions. RNA degradation and contamination were monitored on 1% agarose gels. RNA purity and concentration were assayed using the NanoDrop spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA). RNA integrity was assessed using the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Before to be sequenced, the RNA samples were subjected to quality parameter evaluation. The average RNA Integrity Number (RIN) was of 8.0 and there was very slight genomic DNA contamination confirming that all the samples have such high quality level to be processed (Table 1).

### Library preparation for transcriptome sequencing

A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (New England Biolabs, Ipswich, MA, USA) following manufacturer’s recommendations. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase (RNase H-). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3′ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 150~200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then 3 μl USER Enzyme by NEB was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system.

### Clustering and next generation RNA sequencing

Cluster generation and sequencing were performed by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using a PE Cluster kit cBot-HS (Illumina). After cluster generation, the library preparations were sequenced on Illumina HiSeq2000 platform to generate pair-end reads. Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads. At the same time, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality (Fig. 1).

### De novo transcriptome assembling and gene functional annotation

De novo transcriptome assembly was accomplished using Trinity (r20140413p1 version) with min_kmer_cov:5 parameters (k = 25). Then Hierarchical Clustering was performed by Corset (v1.05 version) to remove redundancy (parameter -m 10). Afterwards the longest transcripts of each cluster were selected as Unigenes. Gene function was annotated based on the following databases: National Center for Biotechnology Information (NCBI) non-redundant protein sequences (Nr), NCBI non-redundant nucleotide sequences (Nt), Protein family (Pfam), Clusters of Orthologous Groups of proteins (KOG/COG), Swiss-Prot, Kyoto Encyclopedia of Genes and Genomes (KEGG), Ortholog database (KO) and Gene Ontology (GO) (Fig.1).

### Identification of clusters specifically involved in the salt stress response

In order to discriminate among clusters specifically regulated by salt treatment from those also involved in the response to other abiotic stress (oxidative, water deprivation stress, cold, heavy metals), the GO term lists relative to each comparison (G2_S3 vs G2_CK and G2_S4 vs G2_CK) were filtered and exclusively salt-regulated clusters were extrapolated. For the identification of transcription factors responsive to salt stress in *A. donax*, we mined the available salt stress-responsive transcription factor database of rice (SRTFDB) [35] by Blastn searches with an *e* value cutoff of 1e− 5.

### Multiple sequence alignment and phylogenetic analysis

Multiple alignment analysis of 15 amino acid sequences of selected proteins (CIPK1-SOS2 like, cation transporter HKT9, NHX1, NHX2, SOS2 and ETHE 1) was carried out by MUSCLE by executing MEGA X 10.0.5 (https://www.megasoftware.net/). The phylogenetic tree was created using MEGA X 10.0.5 by the ML (maximum likelihood) method following the Jones, Taylor and Thornton (JTT) substitution model and 1000 bootstrap replicate with other default parameters.

### Quantification of gene expression and differential expression analysis

Gene expression levels were estimated by RSEM (v1.2.26 version) with bowtie2 mismatch 0 parameters in order to map to Corset filtered transcriptome. For each sample, clean data were mapped back onto the assembled transcriptome and readcount for each gene was then obtained from the mapping results. Differential expression analysis between control and salt stressed samples was performed using the DESeq R package (1.12.0 version, padj< 0.05). The resulting *p-*values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *p*-value < 0.05 found by DESeq were assigned as differentially expressed. The GO enrichment analysis of the differentially expressed genes (DEGs) was implemented by the GOseq R packages (1.10.0, 2.10.0 version, corrected *P*-Value< 0.05 based) Wallenius non-central hyper-geometric distribution [85]. Furthermore, to analyze the *Arundo donax* transcriptome all of the unigenes were submitted to the KEGG pathway database for the systematic analysis of gene functions. KOBAS software (v2.0.12 version, corrected P-Value< 0.05) was used to test the statistical enrichment of differential expression genes in KEGG pathways.

### Real-time validation of selected DEG candidates using qRT-PCR

Total RNA (2.5 μg) extracted from sample leaves as described above, was reversed transcribed using the SuperScript™ Vilo™ cDNA synthesis kit by ThermoFisher Scientific, according to the manufacturer’s instructions. Real-time qRT-PCR was performed for a total of 10 DEGs with PowerUp SYBR Green Master mix by ThermoFisher Scientific and carried out in the Bio-Rad iQ5 Thermal Cycler detection system. All the genes were normalized with *A. donax* 26 S proteasome non-ATPase regulatory subunit 11 gene (RPN6) that was reported to be a suitable housekeeping gene in abiotic stress conditions [86]. All reactions were performed in triplicate and fold change measurements calculated with the 2^−ΔΔCT^ method. Sequences of primers used for real-time PCR are provided in Additional file 3: Table S1.

## Additional files

Additional file 1: **Figure S1.** Effect of salt stress upon G2, G18 and G20 ecotype morpho-biometric and physiological parameters. . a Leaf number per pot. b Stem number per pot. c Main stem height. d SPAD. e Net photosynthesis. f Dry biomass

Additional file 2: **Figure S2.** Picture of giant reed phenotype under salt stress. **Figure S3.** Length distribution of transcripts and Unigenes

Additional file 3: **Table S1. and Figure S4.**. Validation of *A. donax* DEGs by Real Time qRT-PCR

Additional file 4: **Table S2.** Distribution of KEGG pathways for DEGs in the three sample sets.

Additional file 5: **Table S3.** Transcription factors responsive to salt, to drought or both to salt and drought stresses in *A. donax (XLSX 44 kb)*

Additional file 6: **Table S4.** Clusters specific regulated by salinity

Additional file 7: **Table S5.** Protein family and domain description.

Additional file 8: **Figure S5.** Kog functional classification. Clusters of orthologous groups (KOG) classification. All unigenes were aligned to KOG database to predict and classify possible functions. Out of 255,809 unigenes, 49,848 sequences were assigned to 25 KOG classifications. (A) RNA processing and modification; (B) chromatin structure and dynamics; (C) energy production and conversion; (D) cell cycle control, cell division, chromosome partitioning; (E) amino acid transport and metabolism; (F) nucleotide transport and metabolism; (G) carbohydrate transport and metabolism; (H) coenzyme transport and metabolism; (I) lipid transport and metabolism; (J) transition, ribosomal structure and biogenesis; (K) transcription; (L) replication, recombination and repair; (M) cell wall/membrane/envelope biogenesis; (N) cell motility; (O) posttranslational modification, protein turnover, chaperones; (P) inorganic ion transport and metabolism; (Q) secondary metabolites biosynthesis, transport and catabolism; (R) general function prediction only; (S) function unknown; (T) signal transduction mechanisms; (U) intracellular trafficking, secretion, and vesicular transport; (V) defense mechanisms; (W) extracellular structures; (X) unnamed protein; (Y) nuclear structure; (Z) cytoskeleton.

Additional file 9: **Figure S6.** Phylogenetic relationship among *A. donax* salt responsive clusters and orthologues belonging to different plant sources. **a** cluster 14,027–155,903 homolog of *Phramites australis* Na^+^/H^+^ antiporter (NHX1). **b** cluster 14,027–181,583 homolog of *Arabidopsis thaliana* Na^+^/H^+^ exchanger 2 (NHX2). **c** cluster 14,027–182,899 homolog of *Oryza sativa* CBL-interacting protein kinase 1 (CIPK1-SOS2-like). **d** cluster 14,027–182,899 homolog of *Oryza sativa* CBL-interacting protein kinase 24 (SOS2). **e** cluster 14,027–54,233 homolog of *Setaria italica* cation transporter (HKT9). **f** cluster 14,027–231,386 homolog of *Arabidopsis thaliana* persulfide dioxygenase (ETHE1).

## Data Availability

The *Arundo donax* transcriptome was submitted to NCBI (https://www.ncbi.nlm.nih.gov/geo/) accession number GSE121552.

## Abbreviations

ABA: Abscisic acid
AUX/IAA: Auxin/indole acetic acid
BP: Biological process
DEGs: Differentially expressed genes
ERF: Ethylene responsive factor
ETHE1: ETHYLMALONIC ENCEPHALOPATHY PROTEIN1
GHG: Greenhouse gases emission
GO: Gene ontology
GTL1: Trihelix transcription factor GTL1
JA: Jasmonic acid
KEGG: Kyoto encyclopedia of genes and genomes
KO: Ortholog database
KOG/COG: Clusters of orthologous groups of proteins
MF: Molecular function
NCBI: National center for biotechnology information
Nr: NCBI non-redundant protein sequences
Nt: NCBI non-redundant nucleotide sequences
OPTIMA: Optimization of Perennial Grasses for Biomass Production in the Mediterranean Area
PEPC: Phosphoenolpyruvate carboxylase
Pfam: Protein family
qRT-PCR: Quantitative real-time PCR
RIN: RNA integrity number
RNA-seq: RNA sequencing
ROS: Reactive oxygen species
Rubisco: Ribulose-1,5-bisphosphate carboxylase/oxygenase
S0: No salt stress
S3: Severe salt stress
S4: Extreme salt stress
SOS: Salt overly sensitive
TFs: Transcription factors

# Supplementary material for: RNASeq analysis of giant cane reveals the leaf transcriptome dynamics under long-term salt stress
**Source:** BMC Plant Biol. 2019 Aug 15;19:355. doi: 10.1186/s12870-019-1964-y
**Supplement:** Supplementary file 4 — Table S2. Distribution of KEGG pathways for DEGs in the three sample sets.

**Table S2 - Distribution of KEGG pathways for DEGs in the three sample sets.** Data are sorted by number of G2-S4 vs G2-CK DEGs mapping to KEGG pathways.

How the deposited data were processed for this re-analysis (not part of the article)

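Leaf RNA of the G2 clone was measured in 9 libraries, 3 of control plants (G2-CK), 3 under severe salt (G2-S3) and 3 under extreme salt (G2-S4), and no library was pooled or left out. The groups were taken from the sample labels, whose doses of 250 mM and 420 mM stand beside 256.67 mM and 419.23 mM in the paper's methods, and the groups are named by the paper's codes. The expected counts were deposited by the authors, who, by the paper's methods, filtered the paired-end reads, assembled them de novo with Trinity, clustered the transcripts with Corset, mapped each library back with bowtie2 and estimated the read count of each unigene with RSEM, without normalization. The FPKM values were deposited by the authors beside them and the paper's methods do not describe how they were made. The length of each unigene and its best hits in the annotation databases were deposited by the authors too. That the values are not whole numbers, and that each list ends at 0.3 FPKM, was read from the values themselves. Of all pairs of unigene and library, 36.8% are missing from the lists for this reason.

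From the deposited expected counts, read counts per unigene were formed by rounding. Counts, and not normalized values, were present, so the test set beforehand for counts was used. What was not foreseen is that low values are missing. A missing value was therefore set to its upper limit in reads (median 3.93, 95th percentile 21.8), a handling chosen after the lists were seen and after it was tested on simulated data. Library sizes are the totals fitted from count, FPKM and length, 23.01 to 25.69 M reads per library. The fit used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3 (data.table 1.17.8): filterByExpr by group with a minimum count of 10, TMM factors (0.94 to 1.06), a group-means design over all 9 libraries and the quasi-likelihood F-test. Benjamini-Hochberg adjustment was made over the 127554 unigenes tested, with a threshold of 0.05 and no limit on the fold change. Log2 CPM for distances and principal components used a prior count of 2. Tables and tests on counts were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

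Gene families were defined by search terms on the Swiss-Prot description, and the 76 families with a sum were tested with the library sizes and TMM factors of the unigene fit, adjusted over 228 tests. In the sums a missing value counts as 0. For ornithine decarboxylase the search was narrowed after the lists were seen, because it had also taken an antizyme. GO terms were tested with a one-sided Fisher exact test of the called, higher and lower unigenes among the tested unigenes with a GO term, adjusted over 108 tests. The GO terms are those entered for each unigene, without the parents of a term. The transcription factors of Table S3 and the unigenes of Table S4 were taken as listed by the paper. The correlation with qRT-PCR used the 10 unigenes of Table S1 with an exact permutation test, or 100000 resampled pairings where all 10 were tested. Best hits outside the green plants were found with a word list written beforehand, and best hits in human sequence with a search added later. The printed log2 fold changes of Tables 4 to 6 and of Table S1 were compared on a scale of 10 times the log2 fold change, and as printed where the size is under 10, a reading set after the values were seen.

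Named in the text are every unigene with an identifier in Tables 4, 5 and 6, in the comparison of its table (the values of these tables were seen before this rule was written), the 10 unigenes of Table S1 and their reference RPN6. To these are added in each comparison the 3 largest increases and the 3 largest decreases among called unigenes with a Swiss-Prot description, a mean log2 CPM of at least 3 and no overlap between the groups. Lists of C4 cycle partners, amino acid catabolism, iron uptake, iron storage, and fatty acid oxidation with the glyoxylate cycle were written after the family results were seen, and malate synthase was added to them later. Families of these lists were tested with edgeR in the same way and set against 5399 protein names with a mean of at least 30 CPM by an exact hypergeometric test.

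The unigene test was tested on simulated data made from the means and library sizes of G2-S4 vs G2-CK. With missing values at their upper limit, 131 of 190 unigenes changed 4-fold were recovered (68.9%) among 123859 tested, with 3 false calls (2.2%), and 9 of 193 changed 2-fold (4.7%) among 123965, with 0 false calls. With missing values as 0, 96 of the 4-fold changes were recovered (50.5%) and 32.9% of the calls were false, and with 0.5 of the limit 144 were recovered (75.8%) and 10% were false. In this comparison the family test recovered 10 of 10 changed families of 75, with 1 false call. The GO test recovered the changed term in 20 of 20 simulations on 77959 unigenes and called 1 of 200 tests of other terms, leaving aside transporter activity, which shares 37.9% of its unigenes with the changed term. Changes of 2-fold were mostly missed in this simulation, in which few unigenes changed. Replicates of a group differed by 4.24 to 13.98 times the variance of counting alone (chi-square per degree of freedom), so that replicates and not depth set the precision. The limits given for missing values cover counting only.

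Alternatives fixed before the data were examined were RLE and upper-quartile factors, DESeq2 1.42.0, no filter and a stricter filter on low counts (1 CPM in 3 libraries), a fit to the 6 libraries compared, the replicate number as a block, a limit of 1 on the log2 fold change, an adjusted p under 0.01 and leaving out each library in turn. For the families these were the sum without the most abundant unigene, only unigenes passing the filter, and matching on Nr. For distances they were prior counts of 0.25 and 5 and the 500 most variable unigenes, and for GO terms 10000 random sets matched on expression in 20 bins. Chosen after seeing the data were missing values as 0, as 0.5 of the limit or, in the sums, at the limit, the removal of unigenes with a human best hit, and all alternatives for the lists written later. Where a library is left out, its group has 2 libraries and is assumed to vary as the others do.

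Not analysed here are the KEGG pathways and the KOG classes of the paper's figures, and the gene length correction of its enrichment test. Physiological measurements and raw reads were not used here. Table S4 is printed mostly without a decimal point, so only its directions were used. Entries printed as infinite have no number to compare.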

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

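Chosen after the result was seen were the tests in this part except 6 set beforehand, with their reading written after (RLE factors and the sum without the most abundant unigene on PEP carboxykinase and STAY-GREEN, and, for reads outside the green plants, the share with Nt and without the most abundant unigene), and 2 written after the family results but before their own values were seen (reads of another organism and fatty acid oxidation on PEP carboxykinase). Each result below is a signal above the controls in genes or reads that the paper does not discuss.

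PEP carboxykinase, summed over its 13 unigenes, changed by 3.96 (SE 0.33, edgeR adjusted p = 8.36e-06) in G2-S4 vs G2-CK and by 3.36 (SE 0.33, edgeR adjusted p = 1.99e-05) in G2-S3 vs G2-CK, with no overlap between salt-treated and control libraries, which chance gives for 10% of comparisons, and all 13 unigenes called higher in both. PEPC, the carboxylase of the C4 cycle, changed by 0.05 (edgeR adjusted p = 0.798). The scaling of the libraries is argued against by RLE factors (3.98). Reads shared between copies stay open, since the sum without the most abundant unigene (4.00) would come out so either way. Reads of another organism stay open. On unigenes whose Nr best hit is no plant lay 0.0% of the reads. By the word list, however, Nr names no fungus, bacterium or animal for any unigene, while Nt names an animal for 1406, so this check could hardly show such reads. Whether the C4 cycle rose as a whole stays open, since its families went in both directions. PPDK changed by 2.24 and NADP-dependent malic enzyme by 1.66, while PEPC kinase changed by -5.04. Of 6 further partner families, listed after these were seen, edgeR called 0 (0.0%) higher and 4 lower, with 1, the PEP/phosphate translocator, higher at an unadjusted p under 0.05, and no other tool was run on this list. For the PEP/phosphate translocator in G2-S4 vs G2-CK, a call was made without G2-S4 replicate 1 (0.52), with RLE factors (0.43) and without the most abundant unigene (0.60). For the dicarboxylate transporters in G2-S4 vs G2-CK, a call was made without G2-S4 replicate 1 (-0.25). Of 13 families of amino acid catabolism, 11 (84.6%) were called higher and all 13 changed upward (exact hypergeometric test, p = 0.00155, against 40.7% of 5399 protein names), and of 6 families of fatty acid oxidation and the glyoxylate cycle 6 (100.0%, p = 0.00455). The amino acid list leaves out proline dehydrogenase, tested before it was written (-0.59, edgeR adjusted p = 0.176). A candidate explanation, as a hypothesis found on the same libraries, is carbon recovered from amino acids and lipids. It has a limit at the severe dose, where PEP carboxykinase had already risen by 3.36. There edgeR called 2 of the 13 families of the amino acid list and 1 of the 6 of fatty acid oxidation and the glyoxylate cycle higher. The lists therefore do not account for the rise at that dose. The calls of 5 amino acid families change with single libraries. For arginase in G2-S4 vs G2-CK, the call was lost without G2-S4 replicate 1 (0.37) or G2-S4 replicate 2 (0.39) and without the most abundant unigene (0.06). For the branched-chain aminotransferase in G2-S4 vs G2-CK, the call was lost without G2-S4 replicate 2 (0.29). For lysine-ketoglutarate reductase in G2-S4 vs G2-CK, the call was lost without G2-CK replicate 1 (1.73), G2-CK replicate 2 (1.80) or G2-S4 replicate 1 (0.98). For autophagy-related protein 8 in G2-S4 vs G2-CK, a call was made without G2-CK replicate 2 (0.22). For methylcrotonoyl-CoA carboxylase in G2-S4 vs G2-CK, a call was made without G2-S4 replicate 3 (0.36). What stays open too is whether the enzyme itself was more active.

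Isocitrate lyase, 3 unigenes, is missing from all control and G2-S3 libraries and was 289.5 CPM in G2-S4 (SD 183.7, 82.4 to 432.5 over the 3 libraries). The mean is at least 168-fold, and the lowest library at least 47.9-fold, the highest limit of the missing values (1.72 CPM). Malate synthase, the next step of the glyoxylate cycle, changed by 4.35 (SE 0.33, edgeR adjusted p = 7.97e-05) in G2-S4 vs G2-CK and by 3.90 (SE 0.32, edgeR adjusted p = 9.65e-05) in G2-S4 vs G2-S3, and by 0.45 (edgeR adjusted p = 0.202) in G2-S3 vs G2-CK. For malate synthase in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.72). Glutamate dehydrogenase, a member of the amino acid list, changed by 3.53 (SE 0.27, edgeR adjusted p = 7.97e-05), 3.01 (SE 0.26, edgeR adjusted p = 0.000107) and 0.52 (edgeR adjusted p = 0.0898) in the same comparisons. For glutamate dehydrogenase in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.76). Reads of another organism stay open for isocitrate lyase. None of its 3 unigenes has an Nr best hit outside the plants, but Nr names no fungus, bacterium or animal for any unigene. A rise of the whole list (100.0%) beside it argues against a single misread family. Isocitrate lyase is itself 1 of the 6 families of that list, and malate synthase and glutamate dehydrogenase were picked out after their values were seen. A use of stored lipids and proteins in G2-S4 leaves is a hypothesis, and it remains open.

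STAY-GREEN, a protein of chlorophyll breakdown, 15 unigenes, changed by 1.99 (SE 0.28, edgeR adjusted p = 0.000186) in G2-S4 vs G2-CK and 2.54 (SE 0.29, edgeR adjusted p = 4.66e-05) in G2-S4 vs G2-S3, with 10 of 14 tested unigenes called higher by edgeR in each, and by -0.55 (edgeR adjusted p = 0.105) in G2-S3 vs G2-CK. For STAY-GREEN in G2-S3 vs G2-CK, a call was made without the most abundant unigene (-0.70). The scaling is argued against by RLE factors (2.02). Shared reads stay open, as the sum without its most abundant unigene (2.24) does not bear on them. Whether a senescence program rose as a whole stays open. The sum of the senescence-specific cysteine protease changed by -2.36 in G2-S4 vs G2-CK, with 3 of its 8 tested unigenes called higher and 4 lower, and by -0.87 without the most abundant unigene. Pheophorbide a oxygenase, which also acts in chlorophyll breakdown, changed by 0.74 (edgeR adjusted p = 0.00409), and pheophytinase by 0.32 (edgeR adjusted p = 0.0556). For pheophytinase in G2-S4 vs G2-CK, a call was made without G2-S3 replicate 3 (0.32) or G2-S4 replicate 3 (0.45), with RLE factors (0.35), with the family taken by its Nr descriptions (0.41) and by DESeq2 (0.32). Chlorophyll breakdown in G2-S4, with or without a wider senescence program, is a candidate explanation and a hypothesis. The leaf chlorophyll content, which the paper reports, was not used here.

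Ferritin, the iron storage protein, changed by 2.38 (SE 0.21, edgeR adjusted p = 0.00011) in G2-S4 vs G2-CK, 1.68 (SE 0.21, edgeR adjusted p = 0.000415) in G2-S4 vs G2-S3 and 0.70 (SE 0.20, edgeR adjusted p = 0.0181) in G2-S3 vs G2-CK. For ferritin in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 3 (0.65) or G2-S3 replicate 1 (0.49). It was singled out because the transcription factor bHLH100 had the largest decreases in G2-S4. The summed family of bHLH38, bHLH39, bHLH100, ORG2 and ORG3 changed by -7.15 (edgeR adjusted p = 0.00786) in G2-S4 vs G2-CK, by -6.56 without G2-S4 replicate 3. With RLE factors ferritin changed by 2.41, which argues against the scaling. Unigenes with a human best hit held 2.39% of its reads in G2-S4, and without them it changed by 2.34. Whether iron uptake stopped as a whole stays open, since the 4 listed families went in both directions. Of the 3 others edgeR called 0 (0.0%) lower, as it did at an unadjusted p under 0.05 (the smallest for a decrease was 0.0501), and 1 higher, nicotianamine synthase (1.25, edgeR adjusted p = 0.00752). No other tool was run on this list. For the YSL transporters in G2-S4 vs G2-CK, a call was made without G2-S3 replicate 3 (-0.15). For nicotianamine aminotransferase in G2-S4 vs G2-CK, a call was made without G2-S4 replicate 3 (0.45). A higher iron content of G2-S4 leaves may explain both changes, as a hypothesis. Iron was not measured and the salt water was not analysed here.

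Reads on unigenes whose best hit in Nt is human made up 0.0938% of G2-S4 (SD 0.0509, 0.0466 to 0.148 over the 3 libraries), against 0.000145% in the controls and 0.000128% in G2-S3. The number of such reads was 34819, 19918 and 11242 in the G2-S4 libraries and 18 to 49 in each of the 6 others (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 can give). Plant genes so conserved that they match human ones are argued against, since only 2.08% of these 1442 unigenes are listed in any control and 99.8% in G2-S4. Whether the reads came in at the harvest, in the laboratory or in sequencing was not tested, and the groups cannot be separated from such steps. The reads touch few results: without these unigenes 35548 unigenes were called in G2-S4 vs G2-CK, against 35722 with them. Of 176 such unigenes tested, edgeR called 174 higher in G2-S4 vs G2-CK, which is 0.96% of its higher calls, and 170 in G2-S4 vs G2-S3 (1.84%). They do make up 726 of the 1912 unigenes (38.0%) listed in all G2-S4 libraries and in no other. No unigene named in Tables 4 to 6, Table S1, Table S3 or Table S4 is among them.

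Unigenes whose Nr best hit names a species outside the green plants held 0.0146% of the counts in G2-S4, against 0.00296% in the controls and 0.00268% in G2-S3 (exact permutation test of G2-S4 vs G2-CK, two-sided, p = 0.1, the smallest possible). A single abundant unigene is argued against by 0.0137% without it, and the choice of database by 0.146% with Nt, where the controls held 0.0628%. Without unigenes with a human best hit the share in G2-S4 was 0.0031%, beside 0.00295% in the controls, so that these reads, 78.6% of the G2-S4 value, can account for the rise. The rest of the Nt share, present in all groups, was not traced. No biological explanation was tested.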

How the results depend on the processing

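Chosen after seeing the data were the handling of missing values in the main result and its alternatives, the removal of unigenes with a human best hit, the leaving out of libraries for the distance ratio, and all alternatives for the lists written later. All other alternatives were set beforehand.

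Most results kept their direction and their side of the threshold. Of 228 family results, 155 were the same under all alternatives, as were 78 of 108 named genes, 84 of 108 GO tests and 55 of 93 results of the lists. Over all alternatives, families lost a call in 162 cases, gained one in 59 and changed sign with a call in 9 of 3852. The named genes lost 93 and gained 11 of 1938, with no called value changing its sign. For GO tests these were 34 and 64 of 1728, and for the lists 61 and 29 of 1209, with 1 change of sign. A further 53 family, 15 list and 1 named-gene values, called in neither setting, changed sign and are not counted. The count of GO tests past the threshold was 64, and 61 to 71 under all alternatives. Of the families of photosynthesis 24 were called, and 21 to 24 under the alternatives. The r squared of the qRT-PCR comparison was 0.876 to 0.916 with a library left out (in most cases over 10 unigenes in place of 9), 0.896 without the filter (over 10) and 0.607 with missing values as 0. The scaling moved the share of higher calls in G2-S4 vs G2-CK from 50.7% to 53.3% with RLE and 47.4% with upper-quartile factors.

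Without the filter on low counts, 255814 unigenes were tested in place of 127554, which raises the burden of the adjustment. The calls in G2-S3 vs G2-CK were then 2968 in place of 7307, the shared unigenes 2478 in place of 5885, those called in G2-S3 vs G2-CK alone 199 in place of 682, those in G2-S4 vs G2-S3 alone 1601 in place of 2477, and the transcription factors of Table S3 called in G2-S3 vs G2-CK 43 in place of 71. The DEGs called only in G2-S3 vs G2-CK, or only in G2-S4 vs G2-S3 were together 1800 in place of 3159. With an adjusted p under 0.01, fewer are called by construction: 1868, 20301 and 8093 in G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3, 1580 shared, 143 and 990 in a single of these comparisons (1133 together) and 42 transcription factors. With a limit of 1 on the log2 fold change, which also can remove calls and add none, G2-S4 vs G2-CK held 22378 in place of 35722, G2-S4 vs G2-S3 10802 in place of 17991, and 3813 were shared. Of the unigenes of Table S4, 19 in place of 36 were then called in G2-S4 vs G2-CK, and 24 in place of 43 in both comparisons together. DESeq2 called 1231 in G2-S3 vs G2-CK alone, and the cause was not tested.

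With missing values as 0, the calls in G2-S3 vs G2-CK were 3581, the shared unigenes 3021, those in G2-S3 vs G2-CK alone 202, those in G2-S4 vs G2-S3 alone 1470, the transcription factors in G2-S3 vs G2-CK 33, and the unigenes of Table S4 there 3 in place of 7. The DEGs called only in G2-S3 vs G2-CK, or only in G2-S4 vs G2-S3 were together 1672. The cause was not tested. The expression distance between groups is given as a ratio, that of G2-S4 from the controls over that of G2-S3. It was 1.355 and 1.917 over the 500 most variable unigenes, and the cause was not tested. For the counts on unigenes with a non-plant best hit, the difference between G2-S4 and the controls was 0.0117 percentage points, 0.0833 with Nt in place of Nr, and 0.0116 without the most abundant unigene. Nt and Nr are different databases, and the cause was not tested further.

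With each library left out in turn, the calls were 2270 to 11225 in G2-S3 vs G2-CK, 27479 to 38777 in G2-S4 vs G2-CK and 11453 to 16948 in G2-S4 vs G2-S3. The first was lowest without G2-CK replicate 2 and highest without G2-S3 replicate 3. The others were 3954 without G2-CK replicate 1, 3007 without G2-CK replicate 3, 2758 without G2-S3 replicate 1 and 2698 without G2-S3 replicate 2, and the lowest in G2-S4 vs G2-S3 was without G2-S4 replicate 2. Shared unigenes were 1976 (without G2-CK replicate 2) to 8729 (without G2-S3 replicate 3). Called in G2-S3 vs G2-CK alone were 68 to 1208 with the same 2 libraries left out, in G2-S4 vs G2-S3 alone 1238 (without G2-S4 replicate 2) to 3385 (without G2-CK replicate 1), while the DEGs called only in G2-S3 vs G2-CK, or only in G2-S4 vs G2-S3 were together 1580 (without G2-S3 replicate 1) to 3614 (without G2-CK replicate 1). Transcription factors called in G2-S3 vs G2-CK were 43 (without G2-CK replicate 2) to 74. Those in Table S4 were 4 (without G2-CK replicate 2) to 7 there and 28 (without G2-CK replicate 3 or G2-S4 replicate 3) to 36 in G2-S4 vs G2-CK. The ratio for the expression distance between groups was 1.291 (without G2-S3 replicate 3) to 1.415 (without G2-S3 replicate 2), and the difference for the counts on unigenes with a non-plant best hit 0.00869 (without G2-S4 replicate 1) to 0.0139 (without G2-S4 replicate 3). Fewer libraries leave less power, but the number of calls did not always fall. In G2-S4 vs G2-CK it was 36346 without G2-S3 replicate 2 and 38777 without G2-S3 replicate 3, against 35722. The filter on low counts also let more unigenes through, 136592 without G2-S3 replicate 3 against 127554. The cause of these rises was not tested.

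With the replicate number as a block (replicate block), 4617 unigenes were called in G2-S3 vs G2-CK, 32151 in G2-S4 vs G2-CK and 14673 in G2-S4 vs G2-S3. It gave 3838 shared unigenes, 335 in G2-S3 vs G2-CK alone and 142 called family results of 154. The numbers do not pair the libraries. Same-numbered libraries of 2 groups had correlations of their deviations of -0.109 to 0.039, so the block only takes up degrees of freedom.

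The following results, called with or without the alternative, changed their direction. Without the most abundant unigene of the family these were BADH in G2-S3 vs G2-CK (-0.011 in place of 0.50), metacaspase in G2-S4 vs G2-CK (0.045 in place of -0.62) and, among the later lists, branched-chain aminotransferase in G2-S3 vs G2-CK (0.45 in place of -0.13), so that these sums rest on 1 unigene. With families taken by Nr in place of Swiss-Prot they were BADH in G2-S3 vs G2-CK (-0.065), carbonic anhydrase in G2-S3 vs G2-CK (-0.085 in place of 0.40), ACC oxidase in G2-S4 vs G2-CK (-0.48 in place of 0.68), NAD-malate dehydrogenase in G2-S4 vs G2-CK (-0.20 in place of 0.15), Cu-Zn superoxide dismutase in G2-S4 vs G2-CK (-0.33 in place of 0.17) and in G2-S4 vs G2-S3 (-0.01 in place of 0.40), and CTR1 in G2-S4 vs G2-S3 (-0.057 in place of 0.27). The 2 databases group different unigenes under a name, and the cause was not tested further. No called family sum changed its direction with RLE factors.

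Alternatives for normalized values (another pseudocount) were not run, since counts are given. Matching on Nr found no unigene for SOS1, HKT6, JAR1, the Rubisco large subunit and ETHE1, so it gives no value for them. The lists end at 0.3 FPKM, below which no value is known, and 36.8% of all values are missing for this reason. The libraries hold 23.01 to 25.69 M reads each, and the effect of fewer reads on the calls was not tested.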

Differences from the paper's values

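The comparisons of this part follow values given in the paper. Chosen after seeing the values were the scale of the printed fold changes and the alternatives for missing values. Set before the data were examined were 18 alternatives for the counts: RLE and upper-quartile factors, DESeq2, no filter, a stricter filter, a fit to the 6 libraries compared, the replicate block, the fold change limit, an adjusted p under 0.01, and each of the 9 libraries left out.

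The mean reads per library in M are 71.5 in the paper and 23.9 here, where the paper counts clean reads and the value here is the total behind the FPKM values. No alternative set beforehand applies. Counted as pairs and at the paper's mapping rate of 71.85%, a reading chosen after seeing the values and dropping 0 of the paper's called entries, the paper's mean comes to 25.7 M. The up-regulated DEGs in G2-S3 vs G2-CK are 2086 in the paper and 4344 here. The value comes within 1.5 times the paper's without the filter (1766), with the replicate block, with the fold change limit (2926), and without G2-CK replicate 1 (2313), G2-CK replicate 3 (1685), G2-S3 replicate 1 (1834) or G2-S3 replicate 2 (1723), and not under the 11 others. The down-regulated DEGs in G2-S3 vs G2-CK are 1766 in the paper and 2963 here. They come within 1.5 times without the filter (1202), with a fit to the 6 libraries (2143), the block, the fold change limit (2103), and without G2-CK replicate 1 (1641), G2-CK replicate 3 (1322), G2-S4 replicate 1 (2223), G2-S4 replicate 2 (2135) or G2-S4 replicate 3 (2602), and not under the 9 others.

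The down-regulated DEGs in G2-S4 vs G2-CK are 11205 in the paper and 17598 here. They come within 1.5 times under all alternatives (11298 with the fold change limit) except upper-quartile factors (18852), the fit to the 6 libraries (18147), and without G2-S3 replicate 2 (17774) or G2-S3 replicate 3 (18973). The up-regulated DEGs in G2-S4 vs G2-S3 are 5765 in the paper and 9230 here, and come within under all (5598 with the fold change limit) except RLE (9780), DESeq2 (10102) and without G2-CK replicate 1 (8902). The down-regulated DEGs in G2-S4 vs G2-S3 are 3902 in the paper and 8761 here, and come within without the filter (5268), with the fold change limit (5204), an adjusted p under 0.01 (3710), and without G2-S4 replicate 1 (5642) or G2-S4 replicate 2 (5253), and not under the 13 others. The DEGs summed over the 3 comparisons are 38559 in the paper and 61020 here, and come within under all (38209 with the fold change limit) except RLE (61276), upper-quartile factors (61085), DESeq2 (62729) and without G2-S3 replicate 3 (64692).

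The common DEGs of G2-S3 vs G2-CK and G2-S4 vs G2-CK are 2702 in the paper and 5885 here. They come within 1.5 times without the filter (2478), with the block, the fold change limit (3813), and without G2-CK replicate 1 (3309), G2-CK replicate 2 (1976), G2-CK replicate 3 (2567), G2-S3 replicate 1 (2284) or G2-S3 replicate 2 (2288), and not under the 10 others. Those only in G2-S4 vs G2-S3 are 1554 in the paper and 2477 here. They come within without the filter (1601), with the stricter filter (2259), the fit to the 6 libraries (2031), the block, the fold change limit (1906), and without any one of the G2-S3 and G2-S4 libraries, and not with RLE, upper-quartile factors, DESeq2, an adjusted p under 0.01, or without any one of the G2-CK libraries.

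With missing values as 0, chosen after seeing the values and dropping 175 of the 677 of the paper's 770 called entries (Tables 4 to 6, S3 and S4) that are called here while adding 3, the value comes within 1.5 times the paper's for up-regulated DEGs in G2-S3 vs G2-CK (2441), down-regulated DEGs in G2-S4 vs G2-CK (13443), up-regulated DEGs in G2-S4 vs G2-S3 (5974), the sum (43659), the common DEGs (3021), those only in G2-S4 vs G2-S3 (1470) and the oxidation-reduction process up in G2-S3 vs G2-CK (202). It does not for down-regulated DEGs in G2-S3 vs G2-CK (1140) and in G2-S4 vs G2-S3 (6721). In G2-S3 vs G2-CK it also does not for the oxidation-reduction process down (68) and oxidoreductase activity down (34). The broad GO terms in G2-S4 vs G2-CK given below stay outside too. With 0.5 of the limit, also chosen after seeing the values and dropping 12 of the 677 while adding 10, the down-regulated DEGs in G2-S3 vs G2-CK (2555) and the oxidation-reduction process down (165) come within. Of the 770, DESeq2 called 691 and the fold change limit 571.

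Among unigenes of the oxidation-reduction process in G2-S3 vs G2-CK, 222 are up in the paper and 401 here. The value comes within without the filter (155), with the fit to the 6 libraries (299), the block, the fold change limit (273), and without G2-CK replicate 1, G2-CK replicate 3, G2-S3 replicate 1, G2-S3 replicate 2, G2-S4 replicate 1 or G2-S4 replicate 2, and not with RLE, upper-quartile factors, DESeq2, the stricter filter, an adjusted p under 0.01, or without G2-CK replicate 2, G2-S3 replicate 3 or G2-S4 replicate 3. Down are 119 in the paper and 187 here, within with the fit to the 6 libraries, the block, the fold change limit (122), and without G2-CK replicate 1, G2-S4 replicate 1, G2-S4 replicate 2 or G2-S4 replicate 3, and not under the 11 others. For oxidoreductase activity, 122 are down in the paper and 77 here, within with DESeq2 (104) and without G2-S3 replicate 3 (112), and not under the 16 others.

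Other GO terms in G2-S4 vs G2-CK differ under all 18 alternatives. For metabolic process the paper's values (metabolic process up, metabolic process down) are 5934 and 4493, and the values here 817 and 451. The paper's single-organism process up and single-organism process down are 4834 and 3404, against 8 and 7 here, and its single-organism metabolic process up and single-organism metabolic process down 2988 and 2090, against 8 and 2 here. Its catalytic activity up and catalytic activity down are 5380 and 3836, against 564 and 361 here. The lists hold 4315, 48, 37 and 3430 unigenes with these terms, fewer than the paper's counts of DEGs. The unigenes with an entry in Nr are 19.08% in the paper and 57.88% here, those with an entry in Nt 22.01% in the paper and 52.83% here, and those with an entry in Pfam 26.96% in the paper and 41.22% here, with no alternative. Those for KO and KOG are equal to the paper's.

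The printed log2 fold changes of Tables 4, 5 and 6 and of Table S1 come to the scale of the values here when these are multiplied by 10 (median ratio 10.1 over Tables 4 to 6). On that scale 86 values were compared, 85 of them times 10, all with the same sign, and 3 differ. They are the CIPK1 unigene Cluster-14027.182899 in G2-S3 vs G2-CK, 39.581 in the paper and 27.681 here (2.77 as a log2 fold change), and the HKT9 unigene Cluster-14027.81324 in G2-S4 vs G2-S3, 25.926 in the paper and 10.738 here (1.07). The third is the YUCCA2 unigene Cluster-14027.265476 in G2-S3 vs G2-CK, which decreased by 40.837 in the paper and by 28.508 here (-2.85). None of the alternatives set beforehand closes these gaps. With missing values as 0, chosen after seeing the values and dropping 175 of the paper's 677 called entries that are called here, the 3 come within the error, at 4.21, 2.53 and -4.02.

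Of 83 entries in Tables 4 to 6, 79 were tested. Of those tested, 77 have a printed number, and all 77 have the same sign here. The paper lists all as regulated and 71 were called here, 23 of 29 in Table 4, 30 of 34 in Table 5 and 18 of 20 in Table 6. Not called in G2-S3 vs G2-CK were the GTL1 unigene Cluster-14027.159286 (1.48, edgeR adjusted p = 0.0672), called with DESeq2, the block and without G2-CK replicate 1 (2.09), and the PYR1-like unigene Cluster-14027.137264 (1.24, edgeR adjusted p = 0.0613), called with DESeq2 and the block. PP2C30 Cluster-14027.235757 (2.62, edgeR adjusted p = 0.064) was called without G2-CK replicate 2 (4.84) and CYP734A1 Cluster-14027.228612 (1.35, edgeR adjusted p = 0.0606) with DESeq2. ABA 8'-hydroxylase Cluster-14027.74861 (0.19, edgeR adjusted p = 0.766) and the cinnamoyl-CoA reductase Cluster-14027.274380 (unlisted in the controls, at least 1.66-fold, edgeR adjusted p = 0.371) were called under no alternative. In Table 5, 4 were not tested because of the filter on low counts. The CIPK1 unigene Cluster-14027.85357 was called without the filter. GH3.8 Cluster-14027.58358 is listed in G2-S3 replicate 1 alone, JAR1 Cluster-14027.189947 in 2 controls, and ornithine decarboxylase Cluster-5159.0 in G2-S4 replicate 3 alone, with 16 reads. Of the entries for G2-S4 vs G2-S3, HKT9 Cluster-14027.81324 (edgeR adjusted p = 0.0529) was called with RLE and without G2-S4 replicate 1, and the NADP-malic enzyme Cluster-14027.104252 (0.35, edgeR adjusted p = 0.524) only with 0.5 of the limit, chosen after seeing the values and dropping 12 of the 677 called entries, which also called HKT9.

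In some statements the direction differs. The paper's text has proline dehydrogenase as higher in both comparisons of G2-S4. The sum changed by -0.59 (edgeR adjusted p = 0.176) against the controls and 0.52 (edgeR adjusted p = 0.228) against G2-S3, and the unigene of Table S1, Cluster-14027.163842, by -1.32 (edgeR adjusted p = 0.0135). For this unigene in G2-S4 vs G2-CK, the call was lost without G2-CK replicate 2 (-1.15), G2-S4 replicate 2 (-1.19) or G2-S4 replicate 3 (-1.18) and with unlisted values set to 0 (-2.45). Diacylglycerol kinase is stated to rise in G2-S3. Summed over its unigenes, it changed by -0.48 (edgeR adjusted p = 0.00275) with 0 unigenes called higher by edgeR and 4 lower (1 at an unadjusted p under 0.05 and 0 by DESeq2 higher), and the table's unigene Cluster-14027.166055 is negative in the paper and here, unlisted in all G2-S3 libraries. Cinnamyl alcohol dehydrogenase is stated to rise in G2-S4 vs G2-S3. Its table unigene Cluster-14027.76193 changed by -1.14 (edgeR adjusted p = 0.00655) and is negative in the paper, while the family's sum, 0.92 (edgeR adjusted p = 0.00406), goes the stated way. For cinnamyl alcohol dehydrogenase in G2-S4 vs G2-S3, the call was lost without the most abundant unigene (0.15).

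JAR1 is stated to fall in G2-S4. Over all its unigenes, the change was 0.34 (edgeR adjusted p = 0.0505), with 2 of 23 unigenes called higher and 0 lower by edgeR (1 at an unadjusted p under 0.05 and 0 by DESeq2). The unigene of its table, Cluster-14027.189947, is listed in 2 controls and in no G2-S4 library, which is the stated direction, and was not tested because of the filter on low counts. For JAR1 in G2-S4 vs G2-CK, a call was made without G2-CK replicate 1 (0.41) or G2-S3 replicate 3 (0.34), with unlisted values set to their upper limit (0.35), with RLE factors (0.37), with the unigenes passing the filter alone (0.35) and by DESeq2 (0.34). Ornithine decarboxylase is stated to rise in G2-S4, where it is listed with 16 reads in 1 library, and it was not called in any comparison. Rubisco activase is stated to fall. Its sum changed by 0.29 (edgeR adjusted p = 0.127), with 0 unigenes called higher by edgeR (2 at an unadjusted p under 0.05 and 1 by DESeq2) and 5 lower, and the table's unigenes go the stated way, Cluster-14027.168331 by -1.60 in G2-S4 vs G2-CK. PEPC is stated to rise. The sum changed by 0.05 (edgeR adjusted p = 0.798), with 4 of 47 unigenes called higher and 19 lower, while Cluster-14027.198015 rose by 1.11 (edgeR adjusted p = 0.0163). For this PEPC unigene in G2-S4 vs G2-CK, the call was lost without any one of G2-CK replicates 1 and 3 and G2-S4 replicates 2 and 3 (0.95 to 1.03). Glycolate oxidase is stated to rise in G2-S3. Summed over its unigenes, it changed by -0.10 (edgeR adjusted p = 0.214), while edgeR called 5 unigenes higher and 0 lower (7 at an unadjusted p under 0.05 and 0 by DESeq2), among them Cluster-14027.193818 (2.25, edgeR adjusted p = 0.00121). The plastid NADP-malate dehydrogenase is stated to rise. Over all its unigenes, the change was -0.15 (edgeR adjusted p = 0.257), -0.89 (edgeR adjusted p = 8.44e-05) and -0.74 (edgeR adjusted p = 0.000288) in G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3, while the tables' unigenes are NADP-malic enzymes, whose sum changed by 1.66 (edgeR adjusted p = 5.49e-06) in G2-S4 vs G2-CK. For Rubisco activase in G2-S4 vs G2-CK, a call was made without G2-CK replicate 2 (0.46).

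ABA biosynthesis is stated to be unregulated in G2-S3. Zeaxanthin epoxidase changed by 0.65 (edgeR adjusted p = 0.0116) with 4 unigenes called higher, and NCED by 0.65 (edgeR adjusted p = 0.118) with none called by edgeR (1 at an unadjusted p under 0.05 and 0 by DESeq2 higher). For zeaxanthin epoxidase in G2-S3 vs G2-CK, the call was lost with the family taken by its Nr descriptions (0.41). For NCED in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 2 (0.92). Indole-3-acetaldehyde oxidase is stated to rise in G2-S4. Its sum changed by 0.08 (edgeR adjusted p = 0.573), while Cluster-14027.190058 rose by 1.31 (edgeR adjusted p = 0.000121). CYP734A is stated to rise in G2-S3. The sum changed by -0.22 (edgeR adjusted p = 0.401), while Cluster-14027.228612 goes the stated way (1.35). BADH is stated to rise in G2-S4 vs G2-S3, where its sum changed by 0.28 (edgeR adjusted p = 0.173), while edgeR called 8 of 22 unigenes higher and 0 lower (1 at an unadjusted p under 0.05 and 0 by DESeq2). For BADH in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 2 (0.45), without the most abundant unigene (0.55) and with the family taken by its Nr descriptions (0.61).

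The Rubisco small subunit is not among the genes the paper has as lower in G2-S3. Summed over its unigenes, it changed by -0.54 (edgeR adjusted p = 0.00111), with 4 of 10 unigenes called lower and 0 higher by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2). CIPK24 is stated to respond in G2-S4 alone. At the severe dose its sum changed by 0.30 (edgeR adjusted p = 0.0195), while edgeR called 0 unigenes (4 at an unadjusted p under 0.05, and 0 by DESeq2). For CIPK24 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 3 (0.26) or G2-S3 replicate 2 (0.25). Spermine synthase is likewise stated for G2-S4 alone, and changed by 0.30 (edgeR adjusted p = 0.043) in G2-S3 vs G2-CK. For spermine synthase in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 2 and 3 (0.22 to 0.34), without the most abundant unigene (0.25) and with the family taken by its Nr descriptions (0.29). Downstream of ethylene the paper has no change in G2-S3. EdgeR called 2 CTR1 unigenes higher and 3 lower and 1 EIN3 unigene higher there, while the sums changed by -0.09 (edgeR adjusted p = 0.348) and -0.06 (edgeR adjusted p = 0.707). The part of Table S4 on G2-S4 holds 37 unigenes, 29 up and 8 down, while the text gives 7 as down. The lists hold 255855 unigenes with an N50 of 1858 bp. The paper counts 186740 unigenes (N50 1845 bp) and 255809 transcripts (N50 1857 bp), and in its KOG analysis gives the latter number as unigenes, so that the annotation shares above may be taken over another set than the paper's.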

Other observations

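Chosen after the result was seen were all tests in this part except the scaling test on the number of listed unigenes.

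Replicate 3 of G2-S3 lies nearer to the controls than the other libraries of its group. Over the 36683 unigenes called in G2-S4 vs G2-CK in a fit of these 6 libraries, with the controls near 0 and G2-S4 near 1, it stands at 0.277, while replicates 1 and 2 stand at 0.44 and 0.503, the controls at 0 to 0.043 and G2-S4 at 0.962 to 0.987. A wrong label is argued against, since it lies between the groups and no library of another group lies among G2-S3. Library size is argued against by its total of 23.29 M reads, close to the 23.46 and 23.9 M of the others. Control RNA mixed into the library cannot be told apart from a weaker response. It has 98 unigenes beyond the range of all other control and G2-S3 libraries by a factor of 2, where a mixture would give few, but the other 5 libraries have 63 to 165. A plant that took up less salt is the biological explanation, and it was not tested. Without this library 11225 unigenes were called in G2-S3 vs G2-CK, against 7307 with it.

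Fewer unigenes are listed above the limit under salt, 154642 to 157048 in G2-S4, 160713 to 163526 in G2-S3 and 166775 to 167604 in the controls. Library size is argued against, as the control library with the fewest reads lists 167604. With TMM factors applied and the limit raised to 0.4, a limit chosen after the lists were seen so that it lies above the scaled file limit in every library, the controls still held 151188 or more, G2-S3 147309 to 148668 and G2-S4 144801 to 145970, which argues against the scaling. The order of the groups is the order of the salt doses. Whether fewer genes are expressed, or expressed genes are less even, was not tested.

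For each pair of groups, the 6 libraries can be split into 3 and 3 in 10 ways, and a fit was made to each. The real split alone called as many unigenes as it did, which is 1 of 10 in each of the 3 comparisons. In G2-S3 vs G2-CK, G2-S4 vs G2-CK and G2-S4 vs G2-S3 the real split called 5350, 36683 and 14767 unigenes. The largest other split called 2, 0 and 2, which argues against chance differences between libraries as the source of these numbers. The share of splits alone cannot exclude chance, because it cannot go below 0.1.

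In the other comparisons, the lists written later gave the following numbers. At the severe dose, G2-S3 vs G2-CK, edgeR called 2 of 13 families of the amino acid list higher. They are 2-oxoisovalerate dehydrogenase and allantoate deiminase, the latter no enzyme of amino acid breakdown. Of fatty acid oxidation and the glyoxylate cycle, 1 of 6 was called higher (peroxisomal acyl-CoA synthetase). Lower were 2 of 6 C4 cycle partners (chloroplast inorganic pyrophosphatase and BASS2). Of iron uptake, 0 of 4 were called (2 at an unadjusted p under 0.05, the YSL transporters and nicotianamine synthase, both higher, and no other tool was run). For PEP/phosphate translocator in G2-S3 vs G2-CK, a call was made without the most abundant unigene (0.48). For chloroplast inorganic pyrophosphatase in G2-S3 vs G2-CK, the call was lost without any one of G2-CK replicates 1, 2 and 3 and G2-S3 replicates 2 and 3 (-0.36 to -0.25) and without the most abundant unigene (-0.16). For sodium/pyruvate cotransporter BASS2 in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 2 (-0.27) or G2-S3 replicate 2 (-0.29). For 2-oxoisovalerate dehydrogenase in G2-S3 vs G2-CK, the call was lost without G2-S3 replicate 1 (0.48) or G2-S3 replicate 2 (0.46). For branched-chain aminotransferase in G2-S3 vs G2-CK, the sign changed without the most abundant unigene (0.45). For homogentisate dioxygenase in G2-S3 vs G2-CK, a call was made without G2-S4 replicate 3 (0.19). For ornithine aminotransferase in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.47). For acyl-CoA oxidase in G2-S3 vs G2-CK, a call was made without G2-S4 replicate 3 (0.12). For peroxisomal acyl-CoA synthetase in G2-S3 vs G2-CK, the call was lost without G2-CK replicate 1 (0.41). For peroxisomal citrate synthase in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.27). For peroxisomal multifunctional protein in G2-S3 vs G2-CK, a call was made without G2-S3 replicate 3 (0.32). For bHLH38, bHLH39, bHLH100 and ORG2/ORG3 in G2-S3 vs G2-CK, a call was made without G2-S4 replicate 3 (-3.01) and with unlisted values set to their upper limit (-2.98). For metal-nicotianamine transporters YSL in G2-S3 vs G2-CK, a call was made without G2-CK replicate 1 (0.20) or G2-S3 replicate 3 (0.21) and without the most abundant unigene (0.18). For nicotianamine aminotransferase in G2-S3 vs G2-CK, a call was made without G2-S4 replicate 3 (-0.18). For nicotianamine synthase in G2-S3 vs G2-CK, a call was made without G2-S4 replicate 1 (0.68) or G2-S4 replicate 3 (0.68) and without the most abundant unigene (0.72).

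Between the doses, G2-S4 vs G2-S3, edgeR called 11 of 13 families of the amino acid list and 6 of 6 of fatty acid oxidation and the glyoxylate cycle higher. Of the C4 cycle partners 4 of 6 were lower, and of iron uptake 1 of 4 was higher and 2 lower. In G2-S4 vs G2-CK, 1 of the 4 families of iron uptake was higher and 1 lower. Ferritin, the 1 family of iron storage, was higher in all 3 comparisons. For chloroplast adenylate kinase in G2-S4 vs G2-S3, the call was lost without any one of G2-CK replicate 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 2 and 3 (-0.21 to -0.14) and with RLE factors (-0.18). For chloroplast inorganic pyrophosphatase in G2-S4 vs G2-S3, the call was lost without the most abundant unigene (-0.30). For dicarboxylate transporters in G2-S4 vs G2-S3, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 2 and G2-S4 replicates 2 and 3 (-0.24 to -0.21), with RLE factors (-0.22), with unlisted values set to their upper limit (-0.22) and without unigenes with a human best hit (-0.24). For 2-oxoisovalerate dehydrogenase in G2-S4 vs G2-S3, the call was lost without G2-S3 replicate 3 (0.34), G2-S4 replicate 1 (0.39) or G2-S4 replicate 2 (0.41). For allantoate deiminase in G2-S4 vs G2-S3, a call was made without G2-S3 replicate 2 (0.92) and without the most abundant unigene (0.90). For arginase in G2-S4 vs G2-S3, the call was lost without G2-S4 replicate 1 (0.34) or G2-S4 replicate 2 (0.35) and without the most abundant unigene (0.06). For homogentisate dioxygenase in G2-S4 vs G2-S3, the call was lost without any one of G2-S3 replicates 1 and 2 and G2-S4 replicates 1 and 2 (0.41 to 0.57) and without the most abundant unigene (0.45). For lysine-ketoglutarate reductase in G2-S4 vs G2-S3, the call was lost without G2-S3 replicate 1 (1.97) or G2-S3 replicate 2 (1.92). For bHLH38, bHLH39, bHLH100 and ORG2/ORG3 in G2-S4 vs G2-S3, the call was lost without any one of G2-CK replicates 1, 2 and 3, G2-S3 replicates 1 and 3 and G2-S4 replicates 1 and 2 (-4.61 to -3.26). For nicotianamine aminotransferase in G2-S4 vs G2-S3, the call was lost without any one of G2-S3 replicates 1 and 2 and G2-S4 replicates 1 and 2 (0.36 to 0.46). For nicotianamine synthase in G2-S4 vs G2-S3, a call was made without G2-S4 replicate 3 (0.79) and without the most abundant unigene (1.76). Families are not independent of each other.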
